# Global Chromatin Domain Organization of the *Drosophila* Genome

**DOI:** 10.1371/journal.pgen.1000045

**Published:** 2008-03-28

**Authors:** Elzo de Wit, Ulrich Braunschweig, Frauke Greil, Harmen J. Bussemaker, Bas van Steensel

## Abstract

In eukaryotes, neighboring genes can be packaged together in specific chromatin structures that ensure their coordinated expression. Examples of such multi-gene chromatin domains are well-documented, but a global view of the chromatin organization of eukaryotic genomes is lacking. To systematically identify multi-gene chromatin domains, we constructed a compendium of genome-scale binding maps for a broad panel of chromatin-associated proteins in *Drosophila melanogaster*. Next, we computationally analyzed this compendium for evidence of multi-gene chromatin domains using a novel statistical segmentation algorithm. We find that at least 50% of all fly genes are organized into chromatin domains, which often consist of dozens of genes. The domains are characterized by various known and novel combinations of chromatin proteins. The genes in many of the domains are coregulated during development and tend to have similar biological functions. Furthermore, during evolution fewer chromosomal rearrangements occur inside chromatin domains than outside domains. Our results indicate that a substantial portion of the *Drosophila* genome is packaged into functionally coherent, multi-gene chromatin domains. This has broad mechanistic implications for gene regulation and genome evolution.

## Author Summary

Genes are packaged into chromatin by a variety of specialized proteins. Many different types of chromatin exist, and each may regulate gene expression in different ways. It was previously observed that neighboring genes are sometimes packaged together into a single type of chromatin, which can facilitate their coordinated regulation. However, it has been unclear whether such multi-gene chromatin domains are exceptional, or may occur more frequently. Here, we report a systematic analysis of genome-wide binding patterns of a large set of chromatin components in the fruit fly *Drosophila melanogaster*. Strikingly, we find that at least 50% of all genes in this organism are packaged together with several of their neighboring genes into a single type of chromatin. Each chromatin domain can include dozens of genes and can be made up of different combinations of chromatin proteins. We show that genes in each domain often have similar functions and are coordinately expressed during development. Moreover, we find that many of these multi-gene domains have been kept intact during evolution, indicating that they are important functional units. In summary, multi-gene chromatin domains are much more common than previously thought, and they are likely to play important roles in the orchestration of gene expression.

## Introduction

It is becoming increasingly clear that the ordering of genes in metazoan genomes is non-random [1],[2]. Functionally related genes are often located next to one another in the linear genome, and this proximity can be essential for their coordinated regulation during development [3]. Well-studied examples of this are the *β-globin* gene locus [4] and the *hox* gene clusters [5],[6]. Genome-scale studies point at the existence of many more clusters of functionally related genes [7]–[9]. In addition, analysis of transcriptome datasets has shown that genes with a similar expression pattern are frequently located in clusters in the genome. For example, testis- and sperm-specific genes in *Drosophila melanogaster* [10],[11] and muscle-specific genes in *Caenorhabditis elegans* [12] are significantly clustered. Analysis of genome-wide expression profiles during *Drosophila* development has identified many clusters of coexpressed neighboring genes, ranging from 10 to 30 genes in size [13]. Furthermore, the human genome shows large regions in which most genes are expressed at high levels, alternating with regions that contain predominantly lowly expressed genes [14],[15]. These observations strongly suggest that juxtaposition of genes in the linear genome can facilitate their coordinated regulation. However, the underlying molecular mechanisms are poorly understood.

Chromatin is a principal orchestrator of transcription. Neighboring genes can be packaged together into a single chromatin domain that may act as a regulatory unit [2],[3],[16],[17]. Several chromatin domains have been characterized in detail in a variety of species [18]–[23]. However, it remains unclear whether such domains are relatively rare, or represent a general principle of genome organization. Here, we present a systematic survey of chromatin domain organization of the *D. melanogaster* genome by computational analysis of a broad panel of genome-wide chromatin protein binding maps. Our results demonstrate that at least half of the Drosophila genome consists of multi-gene chromatin domains. Strikingly, these domains can be very large and include dozens of genes. We provide evidence that most of the newly identified domains are of functional relevance.

## Results

### A Compendium of Chromatin Protein Binding Maps

To systematically identify chromatin domains, we assembled a compendium of genome-scale binding maps of 29 broadly selected *Drosophila* chromatin components (Dataset S1). 

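In DamID a chromatin protein is fused to the bacterial adenine methyltransferase Dam, so that DNA near its binding sites becomes methylated, and cells with Dam alone give the reference. Maps of 13 profiles were recovered from 43 spotted cDNA arrays, each hybridised with DNA from fusion-expressing and Dam-only Kc167 cells, an embryonic Drosophila cell line. They cover the HMG protein D1 (4 arrays), the linker histone His1 (5), Su(var)3-7 (4), the E-box repressor Mnt (4), the corepressors Sin3A (3) and Groucho (gro, 3), the deacetylase Sir2 (2), the remodelling ATPase brahma (brm, 3), MBD-like (3), Trl (GAGA factor, 3), Bicoid (bcd, 3), DSP1 (3) and HP1 in serum-free medium (3). Fusion DNA was labelled with Cy5 on 24 arrays and with Cy3 on 19, and both Sir2 arrays carry it in Cy5. The arrays were scanned on 18 days. Spots were read from 86 scanner intensity tables. For each of 9993 probes that the authors kept in their own value table, the log2 ratio of fusion over Dam-only median pixel intensity was taken without background subtraction, spots marked as poor by the scanner software were left out, the sign was set by the dyes in the labels, and each array was centred on its median. Probes with a single gene symbol gave 7610 genes, 846 of them with more than 1 probe, placed in order on 2L (1417), 2R (1596), 3L (1478), 3R (1879), 4 (48) and X (1192). The gene order follows Release 6 of the genome, not the release 4.3 that the paper names for its tiling array data, and only names and neighbour order were used from it. Each gene's mean per profile was tested against 0 with limma in one fit of all arrays, with Benjamini-Hochberg adjustment within a profile, and genes above 0 at an adjusted p under 0.05 were counted as bound and those below 0 as depleted. The labels do not state whether the arrays of a profile come from separate transfections, so these p-values measure only a spread between arrays. This spread is estimated for each gene over all 13 profiles together, which assumes that the profiles vary alike. Fitted by itself, Sir2 had 128 bound genes in place of 670 and Trl 121 in place of 665, while brm had 1610 in place of 983.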

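A gene whose cDNA sits on the expression plasmid of its own fusion protein can give plasmid signal on the array, and this served as a check of labels and dyes. The brm gene had the highest log2 ratio of the brm profile, 5.07 ± 0.40 (SD, n = 3 arrays). Sirt1, which encodes Sir2, was the highest in the Sir2 profile at 2.91 ± 1.01 (SD, n = 2). D1 ranked 2 in its profile at 1.55 ± 0.46 (SD, n = 3), although the other arrays ranged from −1.75 to 2.24 at this gene, with a median of 0.667. Mnt reached 1.56 ± 0.34 (SD, n = 3, rank 87) on its own arrays, with −1.93 to 1.28 on the others. For HP1 the check failed, since its gene Su(var)205 was at 2.86 in replicate 1 and at −3.43 in the array labelled HP1 (HyQ) replicate 2 (mean −0.29, rank 7388). The gro gene had no usable spot on its own arrays. These own genes were left out of their own profiles in all later results on domains and gene lists. Rank correlations between arrays of a profile, taken across genes, which are not independent replicates, ran from 0.834 to 0.941 for Sin3A, from 0.540 to 0.815 for His1, from 0.128 to 0.549 for D1, from 0.001 to 0.747 for Trl and from −0.393 to 0.436 for Su(var)3-7. For HP1 as labelled they ran from −0.553 to 0.262. Its negative values all involve the array labelled HP1 (HyQ) replicate 2, and with that array turned in sign HP1 would not be the lowest. For gro, Dataset S1 of the paper, of which 997 of 9066 probes were used here, holds the mean of replicates 1 and 2 only (90.2% of 971 probes within 0.005 after centring, against 3.0% for all 3 replicates), and the paper's text gives no reason. Values for gro are therefore given from replicates 1 and 2 as well as from all 3 where both were computed. Median intensity over local background was 2.15 to 47.7 per array for fusion DNA and 1.64 to 38.3 for Dam-only DNA, and the number of arrays limits the precision of every mean.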

We included previously published DamID and ChIP-on-chip datasets [21], [22], [24]–[28] as well as newly generated DamID maps for 11 proteins (see Methods). The full list consists of heterochromatin proteins, Polycomb group proteins, chromatin remodeling proteins, high mobility group (HMG) proteins, various DNA binding factors, histone modifications, and specialized histones (Table 1). Most binding maps were obtained in the Kc167 cell line, which provides a homogeneous cell population. Only the map of the variant histone H3.3 was derived from the S2 cell line, and the maps of eve and Prospero from *Drosophila* embryos. At present, this is the most extensive collection of genome-scale chromatin protein binding maps in a metazoan.

**Table 1:** Overview of binding profiles of chromatin components that were used in this study.

Mapped chromatin component	FlyBase protein accession	Transcription factor	Classical heterochromatin	Polycomb Group	Nuclear Envelope	Histone	Histone modification	HMG protein	Cofactor	Chromatin remodeling	Histone modifying enzyme	Data source	Cell line or tissue type	Mapping method
**bcd**	FBpp0081165	x										[44]	Kc167	DamID
**brm**	FBpp0075279									x		(a)	Kc167	DamID
**D1**	FBpp0081468							x				(a)	Kc167	DamID
**DSP1**	FBpp0088319			x				x				(a)	Kc167	DamID
**esc**	FBpp0079907			x								[21]	Kc167	DamID
**eve**	FBpp0087478	x										[26]	embryos	DamID
**Trl**	FBpp0089419	x										(a)	Kc167	ChIP
**gro**	FBpp0084337								x			(a)	Kc167	DamID
**H3K27me3**	-			x			x					[21]	Kc167	ChIP
**H3K4me3**	-						x					[21]	Kc167	DamID
**His1**	FBpp0085248					x						(a)	Kc167	DamID
**His3.3A**	FBpp0078649					x				x		[27]	S2	ChIP
**HP1**	FBpp0079251		x									[24]	Kc167	DamID
**Lhr**	FBpp0086073		x									[24]	Kc167	DamID
**HP4**	FBpp0076480		x									[24]	Kc167	DamID
**HP5**	FBpp0073349		x									[24]	Kc167	DamID
**HP6**	FBpp0077134		x									[24]	Kc167	DamID
**Jra**	FBpp0087499	x										[44]	Kc167	DamID
**Lam**	FBpp0078733											[22]	Kc167	DamID
**Max**	FBpp0074785	x										[44]	Kc167	DamID
**MBD-like**	FBpp0081547									x		(a)	Kc167	DamID
**Mnt**	FBpp0070554	x										(a)	Kc167	DamID
**Pc**	FBpp0078059			x								[21]	Kc167	DamID
**Prospero**	FBpp0088660	x										[25]	embryos	DamID
**Sce**	FBpp0084614			x								[21]	Kc167	DamID
**Sin3A**	FBpp0087003								x			(a)	Kc167	DamID
**Sir2**	FBpp0080015								x		x	(a)	Kc167	DamID
**SuUR**	FBpp0075933		x									[28]	Kc167	DamID
**Su(var)3-7**	FBpp0082204		x									(a)	Kc167	DamID
**Su(var)3-9**	FBpp0082583		x								x	[24]	Kc167	DamID

(a) This study

### Detection and Visualization of Clustering in Protein Binding Maps

The definition of a multi-gene chromatin domain is not trivial. Intuitively, it might be defined as a set of adjacent genes that are all bound by a chromatin protein X. However, it is conceivable that one or more genes loop out from a domain and do not bind X. In this case, the domain would consist of two or more sub-domains, and it is not obvious whether one should regard it as a single larger domain or as multiple smaller domains. Both views may in fact be correct; for example, the larger domain may determine the overall expression pattern of the included genes, while the sub-domains may act as separate fine-tuning units, and the intervening gene(s) may separate the units. This is just one theoretical example of a possible configuration; many different types of domain structures may exist [2],[3],[16],[17].

To obviate the need for detailed models, we took an unbiased statistical approach. We defined chromatin domains as regions of *local* enrichment in occupancy by a specific chromatin component over multiple adjacent genes. We require that this local enrichment is *statistically significant*, i.e., it must not be explainable by random fluctuations. Practically, this means that this local enrichment should not be observed when the order of genes in the genome is randomly permuted. To detect and visualize regions of local enrichment in our protein binding maps, we modified and extended a previously reported sliding window method [15] (see Methods). For each window of *w* consecutive genes, we tested whether the distribution of protein occupancy values differs from what is expected by chance, by comparing it to a null model in which the linear order of genes in the genome is randomly permuted. For each possible window position along each chromosome arm, and each possible window size, we accordingly computed a P-value representing the probability of observing the same or a larger degree of linear clustering by chance. Note that because all possible window sizes are analyzed, this approach allows for the identification of hierarchical structures of domains within domains. We emphasize that this approach does not require any pre-defined threshold for the level of protein occupancy, which would be arbitrary in the absence of objective criteria for choosing such a threshold.

To visualize the P-values that quantify the local enrichment of protein occupancy in multi-gene regions at all possible spatial scales for each chromosome, we use a triangular graph we call “domainogram”, in which window position is indicated on the horizontal axis, window size on the vertical axis, and P-value by a color scale. Fig. 1A shows a domainogram of the binding of Heterochromatin Protein 1 (HP1) on chromosome arm 2R. This graph reveals that a few large chromosomal regions are significantly enriched for HP1 binding (bright purple and red colors). The pericentromeric region shows strong enrichment of HP1, consistent with previous reports [29],[30]. In addition, a telomere-proximal region of highly significant enrichment is identified that was not previously known. Interestingly, this region displays a nested organization: two smaller regions of enrichment at ∼18 and 20 Mb together are part of a substantially larger region. No enrichments are seen after random permutation of the gene order (Fig. 1C,D), underscoring that our statistical criterion for spatial clustering is valid.

**Figure 1:**
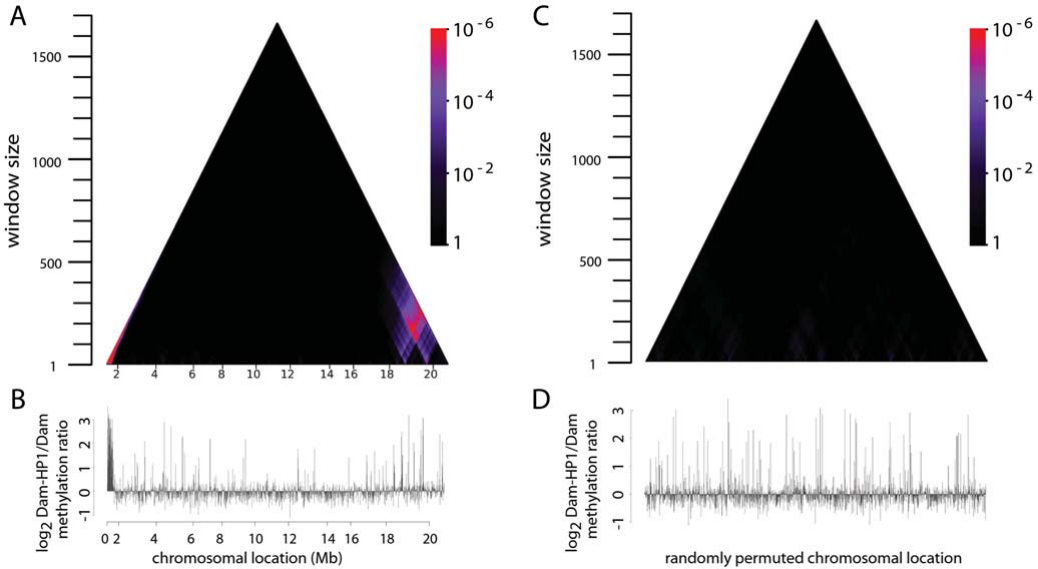
Visualization of chromatin domains by “domainograms”. To visualize local enrichment of a chromatin component, we calculate a probability score for the enrichment in a window of *w* neighboring genes under a null model in which all genes are randomly permuted. This calculation is done for all possible windows, ranging in size from a single gene to all genes on an entire chromosome arm, and for all possible window positions. A color scale (ranging from black for non-significant scores close to 1, to red for highly significant scores <10^−6^, see color scalebar) is used to visualize the probability scores in a triangular graph, which we term “domainogram”. Horizontally, each score is plotted at the chromosomal position of the center of the window, and vertically the windows are ordered by size. Thus, we obtain an intuitive visualization of local enrichments at all possible scales. See Methods for a detailed description. A) Domainogram of HP1 binding on the right arm of chromosome 2. B) Genomic map of HP1 binding used to generate the domainogram. C–D) domainogram plot and corresponding binding map after random permutation of the HP1 binding values along the genome. Genomic locations (Mb) are indicated below each graph in A–B.

### Non-Random Local Enrichments Are Abundant and Can Be Dynamic

We systematically generated domainograms for all proteins in the compendium (Fig. 2 and Supplementary Fig. S1). 

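Neighbouring genes resembled each other in every one of the 13 profiles. The rank correlation between a gene and the next gene on its arm was highest for Sin3A (0.391 over 7399 pairs), D1 (0.343) and His1 (0.319), and lower for Sir2 (0.253), brm (0.221), Su(var)3-7 (0.218), Mnt (0.184), MBD-like (0.156), DSP1 (0.154), Trl (0.128) and bcd (0.112). For gro it was 0.156 from replicates 1 and 2 and 0.149 from all 3. HP1 in serum-free medium had the lowest value, 0.084, or 0.137 with the array labelled HP1 (HyQ) replicate 2 turned in sign, and 0.021 without replicate 1, no longer past the test. In each of the 13 profiles none of 1000 random gene orders gave a correlation as large (permutation p = 0.001, the smallest these orders allow), the largest being 0.059 for Sir2. These are correlations across genes, which are not independent replicates. Sin3A, a corepressor that recruits histone deacetylases, bound 2711 of 7404 genes and was depleted at 2443. Its highest genes were gpp, the H3K79 methyltransferase gene, at 2.85 ± 0.38 (SD, n = 3 arrays, adjusted p = 2.49e-13), boca at 2.82 ± 0.12 (n = 2), Rcd4 at 2.77 ± 0.67 (n = 2) and mod at 2.67 ± 0.015 (n = 2). DSP1 bound 749 genes and was depleted at 591. Without replicate 2 it bound 229 and was depleted at 218, without replicate 3 it was 421 and 154, and under loess 415 and 385. The synaptic vesicle protein gene Csp stood at 1.95 ± 0.73 (SD, n = 2), CG15861 at 1.92 ± 0.35 (n = 3), CG11226 at 1.80 ± 0.33 (n = 3) and glec at 1.79 ± 0.42 (n = 3) in the DSP1 profile. Groucho bound 525 genes and was depleted at 754 from replicates 1 and 2. From all 3 it was 1123 and 1252 of 7419, against 716 and 772 without replicate 2 and 732 and 861 with the dimmest 25% of genes left out. From replicates 1 and 2 the transcription factor gene gem had a log2 ratio of 2.62 and E(spl)mbeta-HLH 2.02, and replicate 3 gave 2.42 and 2.06. CG5346 was at 2.01 in replicates 1 and 2 and at 2.72 in replicate 3, while CG15861 was measured at 2.11 in replicate 2 and 2.53 in replicate 3.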

Strikingly, nearly all proteins exhibit non-random enrichment at multiple sites in the genome. In some cases, such as for Lamin (Lam; Fig. 2A) and Polycomb (Pc; Fig. 2D) this is consistent with previously reported evidence for clustering of target genes [21],[22],[31]. For many other proteins, such as the HMG protein D1 and the transcription factor Mnt (Fig. 2B and C), the non-random genomic distribution has not been reported before. 

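Mnt sat on ribosomal protein genes, with 23 of 33 bound, 3 depleted and 7 not passing (27 bound and 3 depleted when adjusted over the list alone), led by RpLP2 at 2.17 ± 0.44 (SD, n = 3 arrays) and by RpL24-like, a relative of the ribosomal protein gene, at 2.07 ± 0.53 (n = 4). Of the same list D1 bound none of 33, 8 were depleted and 25 did not pass (11 depleted when adjusted over the list alone), RpLP2 standing at −1.15 ± 0.26 (n = 3) and RpL41 at −1.06 ± 0.42 (n = 4). Of 61 mitochondrial ribosomal protein genes, Mnt bound 36 and was depleted at 1 (37 and 1 adjusted over the list alone), with mRpL3 at 2.45 ± 0.45 (n = 4) and mRpS7 at 2.21 ± 0.74 (n = 4). D1 bound 1 of the 61, mRpS5 at 1.20 ± 0.56 (n = 4), and was depleted at 17 (20 adjusted over the list alone), mRpL37 at −1.57 ± 0.66 (n = 4) being the lowest. Mnt also bound 8 of 16 Myc network targets and none was depleted, the same counts as when adjusted over the list alone, with the nucleolar genes Ns1 at 1.90 ± 0.83 (n = 4) and Nop60B at 1.67 ± 0.39 (n = 4). Of the proteasome genes 17 of 36 were bound by Mnt and 4 depleted (19 and 4 adjusted over the list alone, Prosalpha2 1.54 ± 0.48, n = 4), and 6 of 37 were depleted of D1 with none bound (7 adjusted over the list alone, Rpn3 −0.88 ± 0.57, n = 4). D1 was further depleted at 5 of 26 replication and cell cycle genes (7 adjusted over the list alone), among them CycB at −0.89 ± 0.63 and RnrL, the large subunit of ribonucleotide reductase, at −0.73 ± 0.13 (both n = 4). All of these list calls passed camera with a preset correlation of 0.01, with adjusted p from 1.05e-09 for ribosomal proteins with Mnt to 0.0182 for the proteasome with D1, over 232 pairs of a list and a profile. Those of both ribosomal lists held with an estimated correlation. For the proteasome, Myc and replication lists the estimate was negative and was taken as no correlation. This is laxer than the preset value, so that holding there adds no support. The replication call had an adjusted p of 0.065 without D1 replicate 2. For oxidative phosphorylation (28 of 52 bound by Mnt and 1 depleted, 33 and 1 adjusted over the list alone, COX5B 1.39 ± 0.36, n = 4) the call was lost (adjusted p = 0.062 with an estimated correlation), as was that of D1 on the same list (0.349). D1 on Myc network targets (adjusted p = 0.711) and Mnt on replication and cell cycle genes (0.536) did not pass. The difference between the profiles was not tested. In all, Mnt bound 1566 genes and was depleted at 1435, or 564 and 258 with the profile fitted by itself, with CG6583 (2.61 ± 1.16, n = 3) and Polr3F, a subunit gene of RNA polymerase III (2.20 ± 0.20, n = 4), among the highest. D1 bound 376 genes and was depleted at 510, but bound 58 without replicate 1 and 167 without replicate 4. Its depleted genes fell to 77 without replicate 1, 311 without replicate 2 and 332 without replicate 4. The counts rose to 586 bound and 857 depleted with the authors' values, 695 and 959 with background subtracted and 702 and 887 under normexp. Its highest genes were CG15219 (1.57 ± 0.26), CG31810 (1.43 ± 0.60), CG33521 on chromosome 4 (1.29 ± 0.69) and CG10752 (1.23 ± 0.74), all with n = 4.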

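Su(var)3-7, a zinc-finger protein of heterochromatin, had 368 BRICKs, the discrete domains of the paper's segmentation, and 351 of them lay inside a larger one. For HP1 in serum-free medium it was 304 of 310, or 367 of 374 with the array labelled HP1 (HyQ) replicate 2 turned in sign. On 2R a run of 189 genes from CG40191 at the centromere end to azot, with a mean log2 ratio of 0.47 ± 0.13 (SD, n = 4 arrays), held 158 BRICKs. On 3L a run of 89 genes from CG17129 to Dhc62B, far from the centromere, held 37 at a mean of 0.28 ± 0.08 (n = 4), with CG33966 (2.54 ± 0.13, n = 4) and CG9192 (2.39 ± 0.21, n = 4) as its highest genes. The chitinase gene Cht10 near the centromere of 2L was at 2.56 ± 0.50 (n = 4), the highest of the profile, and CG17683 on 2R at 2.44 ± 0.47 (n = 3). His1 had 101 of 109 BRICKs inside a larger one, with 22 in 98 genes from CG1136 to Blimp-1 on 3L (mean 0.17 ± 0.05, n = 5). The His1 total was 57 with the dimmest 25% of genes left out. Sin3A had 55 of 62, and its total was 24 under loess and 25 with the dimmest 25% left out, with 20 of the 62 in 101 genes from COX7A to Scm on 3R (mean 0.64 ± 0.06, n = 3). Over the 13 profiles 1376 of 1451 BRICKs (94.8%) lay inside a larger one. In simulations with simple planted domains 17086 of 17992 BRICKs lay inside a larger one too. A domain of 30 genes with medium binding held 42.6 BRICKs on average, and one of 100 genes with weak binding held 77.9. These counts come from the segmentation as coded here from the paper's equations, which was not shown to treat near-duplicate BRICKs as the paper's does. In this coding they do not separate simple from nested domains. By limma, Su(var)3-7 bound 409 genes and was depleted at 159, and 257 were bound without replicate 4. Its depleted genes numbered 66 without replicate 3 and 63 without replicate 4, but 297 with the authors' values, 310 with background subtracted, 285 under normexp and 302 under loess. The profile fitted by itself had 155 bound and 17 depleted.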

In several instances, the patterns of enrichment suggest a nested architecture, with larger domains subdivided into two or more smaller regions of enrichment (e.g., Fig. 2A–C). More complex enrichment patterns, sometimes covering a substantial part of a chromosome arm, can also be seen (e.g., D1 on chromosome 2L, Fig. 2B). 

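D1 covered 2L in 4 separate stretches of 325 genes together, of the 1417 genes of the arm with a probe. The longest ran over 187 genes from CG33307 to CG43338, with a mean log2 ratio of 0.20 ± 0.06 (SD, n = 4 arrays). CG31810 and Cyp28a5, a cytochrome P450 gene, were its highest members. A stretch of 80 genes from dia to CG12567 toward the centromere had a mean of 0.33 ± 0.11 (n = 4) and contained CG15219. Shorter stretches of 26 genes (Pvf2 to CG13795, 0.34 ± 0.16, n = 4) and 32 genes (CG9483 to CG31883, 0.30 ± 0.15, n = 4) lay toward the telomere. All 4 stretches were above 0 in each of the 4 arrays, the lowest array mean being 0.125 in the stretch that begins at Pvf2. The stretches were called on the mean of these same arrays, so this is no independent evidence that the arrays share them. On other arms D1 covered 61 genes of 2R from BckdhB to CG15233 (0.33 ± 0.15, n = 4), 3 stretches of 3L, 99 genes of 3R from side-III to CG2641 (0.15 ± 0.04, n = 4) and all 48 measured genes of chromosome 4 (0.65 ± 0.25, n = 4).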

Taken together, these results indicate that most chromatin components are highly non-randomly distributed along the *Drosophila* genome.

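The GstE genes, a cluster of glutathione transferases, lie on 2R near 14 Mb. Over the genes of this region the mean log2 ratio was 0.57 ± 0.03 for brm (SD, n = 3 arrays, circular-shift permutation p = 0.0059), 0.25 ± 0.04 for MBD-like (n = 3, permutation p = 0.011) and 0.315 ± 0.089 for DSP1 (n = 3, permutation p = 0.0069). For Trl it was 0.64 ± 0.13 (n = 3, permutation p = 0.0013) and for bcd 0.44 ± 0.06 (n = 3, permutation p = 0.0012). Benjamini-Hochberg adjusted over the 78 pairs of a region and a profile, these become 0.063 for brm, 0.077 for MBD-like, 0.063 for DSP1 and 0.028 for Trl and for bcd. The region was picked from the BRICKs in the paper's Fig. S4, which come from these arrays. The tests thus run on genes chosen for the pattern, and no call is made from them. With the region narrowed the mean was 0.343 for Trl (adjusted 0.45) and 0.297 for bcd (adjusted 0.26). Trl had 0.395 under loess (adjusted 0.059), bcd 0.418 without replicate 1 (adjusted 0.063) and DSP1 0.401 with the dimmest 25% of genes left out (adjusted 0.027). In the brm profile GstE2 stood at 2.32 ± 0.34, GstE7 at 2.14 ± 0.27 and GstE6 at 2.10 ± 0.34 (all n = 3), and in the MBD-like profile GstE2 at 1.32 ± 0.46 (n = 2) and GstE3 at 1.07 ± 0.26 (n = 3). The nearby gene edl (ETS-domain lacking), which is not a Notch target, was at 2.01 ± 0.10 with brm (n = 2), 1.73 ± 0.48 with MBD-like (n = 3) and 1.14 ± 0.38 with DSP1 (n = 2). Another region, 81 genes of 2L between 8.5 and 10 Mb, had means of 0.37 ± 0.01 for brm (n = 3, permutation p = 0.0079) and 0.23 ± 0.01 for MBD-like (n = 3, permutation p = 0.0081), 0.063 after the same adjustment in both, but it was picked from their BRICKs in Fig. 4A of the paper, so these p-values are no evidence either. Its highest genes were CG32985 (brm 2.27 ± 0.57, MBD-like 1.93 ± 0.29, both n = 3), rost (1.94 ± 0.06) and CG17834 (1.72 ± 0.34) with brm, and CG5850 (1.29 ± 0.22, n = 2) and the cathepsin gene CatB (1.23 ± 0.35, n = 3) with MBD-like. In the E(spl) complex and Notch target list 4 of 7 genes were bound by brm and by MBD-like and none was depleted (4 each adjusted over the list alone, camera adjusted p = 0.000538 and 3.92e-05), E(spl)mbeta-HLH being at 1.89 ± 0.16 with brm and 1.12 ± 0.31 with MBD-like (both n = 3). No correlation between the genes of this list could be estimated, so all camera calls on it rest on the preset value of 0.01. The symbol pattern of the list also takes in edl, which is one of the 4 in each. Without it brm, MBD-like and DSP1 each bound 3 of 6 with none depleted (3 adjusted over the list alone), with a camera adjusted p of 0.00422 for brm and for MBD-like, an alternative chosen after seeing the values. With edl DSP1 bound 4 of the 7 as well (4 adjusted over the list alone, E(spl)m2-BFM 1.27 ± 0.34, n = 3, camera adjusted p = 0.0302), a call lost without edl (0.0774), without replicate 1 (0.26), without replicate 2 (0.13), with the dimmest 25% of genes left out (0.064) and with mean pixel intensity (0.072). Across 7386 genes, which are not independent replicates, the brm and MBD-like profiles had a rank correlation of 0.744 (circular-shift permutation p = 0.00014, adjusted 0.00019 over 7 pairs), and 132 of the 154 brm BRICK genes (85.7%) lay in BRICKs of MBD-like (permutation p = 0.00027, adjusted 0.0014 over 5 pairs). Of the 45 brm BRICKs 30 lay in the 48 genes from sbb to CG15083 around the GstE genes. With 1 gene kept per run of tandem copies brm had 18 BRICKs, and the overlap, computed after seeing the values, was 77.6% (permutation p = 0.0025). By limma, brm bound 983 genes and was depleted at 693 (646 bound without replicate 2, and 247, 318 and 319 depleted without replicates 1, 2 and 3). Fitted by itself it had 1610 bound and 1639 depleted. At the top stood CG6912 (2.53 ± 0.34), CG5973 (2.43 ± 0.30), CG15861 (2.42 ± 0.21) and CG7220 (2.40 ± 0.12), all with n = 3. MBD-like bound 258 and was depleted at 23 (84 bound without replicate 2, 72 without replicate 3, and 6, 2 and 5 depleted without replicates 1, 2 and 3). Fitted by itself it had 772 bound and 588 depleted. The counts were 450 and 67 with the authors' values, 485 and 88 with background subtracted, 441 and 56 under normexp and 373 and 50 under loess. Its highest genes included CG5973 at 2.01 ± 0.33 (n = 2), the repressor gene cwo at 1.99 ± 0.02 (n = 2) and CG33307 at 1.96 ± 0.37 (n = 3). From such clusters in the domainograms of nearly all proteins, the paper concludes that most chromatin components are distributed far from randomly along the genome.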

**Figure 2:**
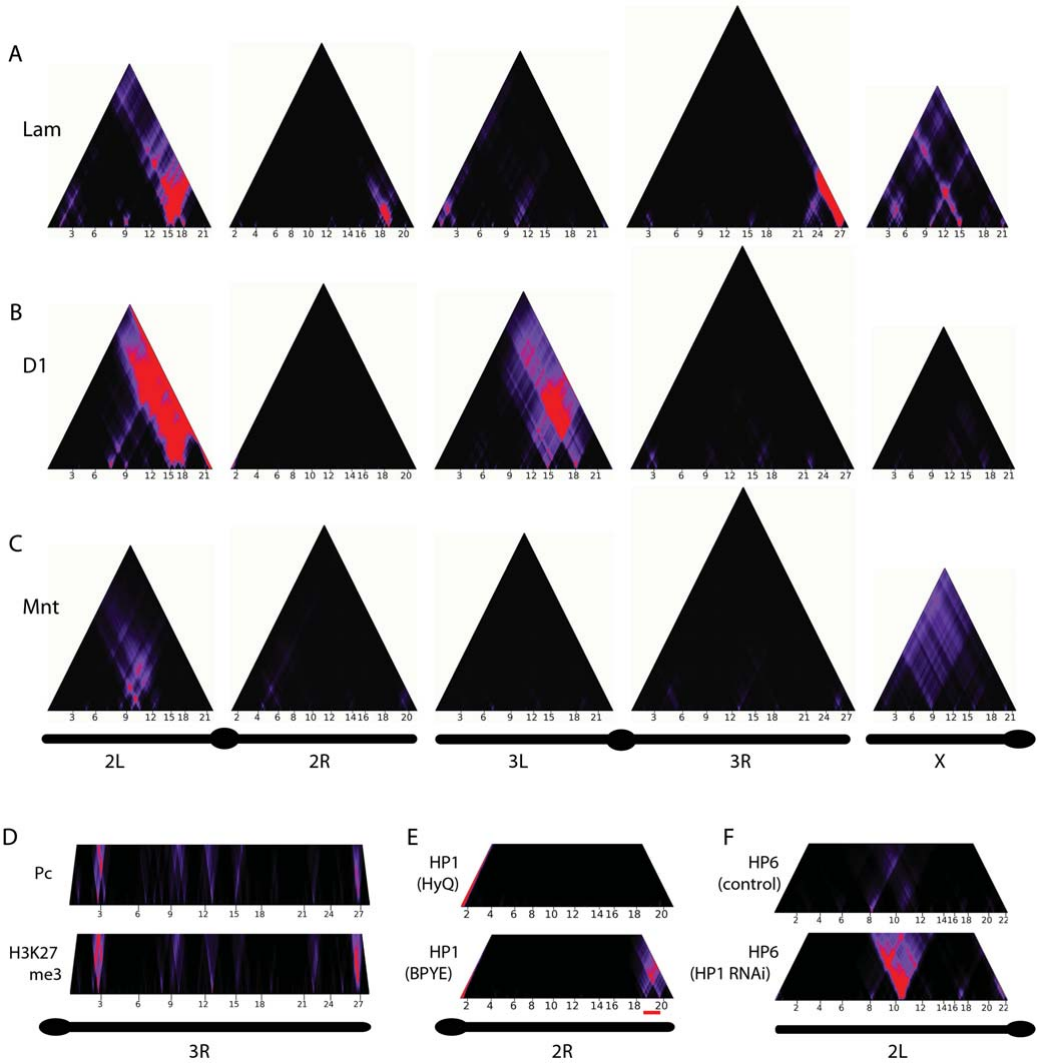
Genome-wide domainograms reveal non-random local enrichment of chromatin components. (A–C) domainograms for Lamin (A), D1 (B) and Mnt (C) along all major chromosome arms. Simple and nested patterns of local enrichment are visible. D) Domainogram comparison for Polycomb (mapped by DamID [21]) and H3K27me3 (mapped by ChIP [21]) on chromosome 3R. E) HP1 distribution on chromosome 2R in Kc167 cells grown in serum-containing (BPYE) and serum-free (HyQ) medium. A strong telomere-proximal region of enrichment is only observed in BPYE medium (indicated by the red bar). Data from BPYE medium is the same as in Fig. 1A–B. F) Domainograms of chromosome 2L for HP6 binding after RNAi of its binding partner HP1 and after a control RNAi (data from [24]). In D–F, only the bottom parts of the domainogram triangles are shown.

Most of the maps used for this analysis were obtained using cDNA arrays to detect protein binding. This means that genes are the units of mapping, and only protein binding at or in the flanking regions (about 1–2 kb on either side) of genes is detected [32]. To test whether this restriction might affect the identification of regions of enrichment, we also constructed domainograms of high-resolution tiling array DamID data of HP1. Comparison showed that cDNA array data yielded essentially the same enrichment patterns as tiling array data, although the latter provide a more fine-grained view (Supplementary Fig. S2). To rule out the possibility that the observed patterns of enrichment are the result of an experimental bias of the DamID technique, we compared DamID data for Pc with ChIP data for H3K27me3, the histone modification that forms the primary docking site for Pc [33] (Fig. 2D). Reassuringly, the domainograms are very similar.

We were surprised to find that 9 out of 29 proteins displayed moderate but significant enrichment along the entire X chromosome (note the purple or red colors in the top parts of the X chromosome domainograms in Fig. 2C and Supplementary Fig. S1). 

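Genes on the X had higher Sin3A ratios than autosomal genes in all 3 arrays, by 0.136 ± 0.028 in the median log2 ratio (SD, n = 3, circular-shift permutation p = 0.054). Sir2 (0.060 ± 0.019, n = 2, permutation p = 0.088) and Su(var)3-7 (0.060 ± 0.038, n = 4, permutation p = 0.096) were higher on the X in each of their arrays too. DSP1 differed by 0.022 ± 0.021 (n = 3, permutation p = 0.70) and D1 by −0.013 ± 0.018 (n = 4, permutation p = 0.55). The linker histone His1 went the other way, by −0.059 ± 0.011 with all 5 arrays below 0 (n = 5, permutation p = 0.041). Benjamini-Hochberg adjusted over the 13 profiles, the values were 0.12 for Sin3A, Sir2, Su(var)3-7 and His1, 0.70 for DSP1 and 0.60 for D1, and no profile passed 0.05. With the difference taken between means instead of medians, Sin3A (0.096), Sir2 (0.061) and His1 (−0.055) passed, each at an adjusted permutation p of 0.038, and Sin3A also passed without replicate 3 (0.151). D1 stood at 0.000 with the dimmest 25% of genes left out. Circular shifts of the gene order keep the clustering of neighbours, and the arrays of a profile are too few for a permutation test over arrays. Windows that span the whole X, as in the top of the domainograms, had a log10 P of −1.8 for Su(var)3-7, −1.6 for Sir2, −0.4 for DSP1 and −0.3 for Sin3A.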

For histone H3.3 in male S2 cells this was previously reported and attributed to the dosage compensation mechanism [27], which ensures ∼2-fold increased expression of most genes on the single male X chromosome [34],[35]. The global X-enrichment of several other proteins (Bicoid, brahma, eve, Groucho, HP1, HP6, MBD-like, Mnt, Trl) in female Kc167 cells is surprising, but may be linked to the observation that X-linked genes in females also display slightly but significantly enhanced gene expression levels compared to autosomal genes [36].

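On the X the remodeller brm was higher by 0.116 ± 0.004 in the median log2 ratio (SD, n = 3 arrays, circular-shift permutation p = 0.013) and Mnt by 0.102 ± 0.030 (n = 4, permutation p = 0.0087). MBD-like was higher by 0.039 ± 0.026 (n = 3, permutation p = 0.0098), bcd by 0.085 ± 0.016 (n = 3, permutation p = 0.063) and Trl by 0.075 ± 0.063 (n = 3, permutation p = 0.048). Groucho was higher by 0.088 ± 0.029 in replicates 1 and 2 (permutation p = 0.16) and by 0.077 with all 3 (permutation p = 0.085), replicate 3 giving 0.054. Every array of these profiles was above 0. HP1 in serum-free medium differed by 0.009 ± 0.046 (n = 3, permutation p = 0.14), by 0.037 ± 0.011 with the array labelled HP1 (HyQ) replicate 2 turned (permutation p = 0.022) and by −0.009 without replicate 3. Benjamini-Hochberg adjusted over the 13 profiles, the values were 0.058 for brm, Mnt and MBD-like, 0.12 for bcd, Trl and gro (0.19 for gro replicates 1 and 2), 0.16 for HP1 and 0.070 for HP1 with the turned array. The adjusted permutation p fell under 0.05 for brm without replicate 2 (0.114 higher), for Trl without replicate 1 (0.080) or without replicate 3 (0.103), and for brm (0.111), Mnt (0.109) and MBD-like (0.045) under loess. Differences between means in place of medians passed for brm (0.113), Mnt (0.086), bcd (0.084) and Trl (0.075). The whole-arm windows had a log10 P of −5.8 for brm, −3.8 for Trl, −3.4 for bcd, −2.7 for Mnt, −2.4 for MBD-like, −2.3 for gro replicates 1 and 2, and −1.6 for HP1 (−5.6 with the turned array). The plot of X minus autosomal medians per array sets the 13 profiles side by side. The paper proposes that this enrichment is linked to the slightly higher expression that was reported for X-linked genes in females.

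**Figure D1:**
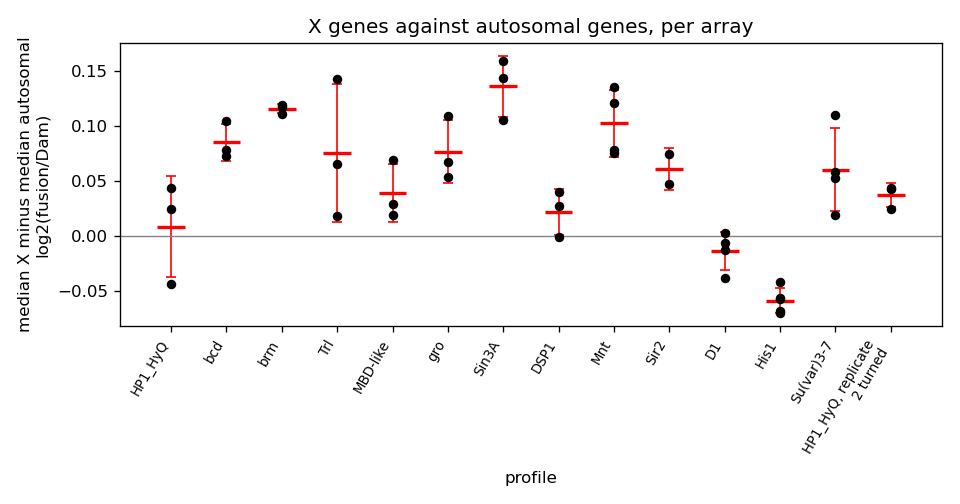
Median log2(fusion/Dam) of X genes minus that of autosomal genes for each array (black points), with the mean (red bar) and SD (whiskers) of each of the 13 profiles and of HP1 (HyQ) with replicate 2 turned in sign. The 5 His1 arrays lie between −0.070 and −0.042 and the 3 brm arrays between 0.111 and 0.119.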

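HP1, the protein that binds methylated histone H3 in heterochromatin, was mapped in serum-free medium (HyQ) on 3 arrays. Its highest genes were Cht10 at the base of 2L, at a log2 ratio of 3.20 ± 0.44 (SD, n = 2 arrays, adjusted p = 8.66e-12), and on chromosome 4 the kinesin gene Kif3C at 2.87 ± 0.54, Ephrin at 2.85 ± 0.64 and Slip1 at 2.78 ± 0.42 (all n = 2), none of which had a value in replicate 2. Where replicate 2 had a value it often opposed the others. CG41099 was at 2.52 in replicate 1, 3.56 in replicate 3 and −2.94 in the array labelled HP1 (HyQ) replicate 2, and Hcf on chromosome 4 was at 2.61, 3.37 and −2.71. Su(var)205, the gene of HP1 itself, whose cDNA is on the plasmid, was at 2.86 in replicate 1 and −3.43 in the array labelled replicate 2. Replicate 2 had a rank correlation across genes of −0.553 with replicate 1 and of −0.327 with replicate 3, which shares its dye orientation. Dataset S1 holds the mean of the 3 arrays with replicate 2 turned in sign for 78.9% of 997 probes within 0.005, against 3.5% with the labels' signs. The labels give this array a direction, and these values argue against it. Results are therefore given as labelled and also with the array turned. By limma 19 of 7470 genes were bound as labelled and 0 were depleted, with 81 bound at an unadjusted p under 0.05, 120 bound without replicate 2 and 0 without replicate 1 or without replicate 3. The authors' values gave 2 bound, and 0 were bound with poor spots kept or with the profile fitted by itself. With the array turned 175 were bound and 5 depleted, CG41099 rising to 3.00 (adjusted p = 3.59e-13), Hcf to 2.90 (adjusted p = 1.82e-15) and Su(var)205 to 3.14. The map in serum-containing medium comes from an earlier study and was not analysed here.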

To assess whether domains of enrichment are stable or dynamic entities, we compared HP1 binding patterns in Kc167 cells under two different culturing conditions, *viz*. medium with serum (BPYE) and without serum (HyQ). While some HP1 domains (e.g., in pericentric regions) remain constant under these two conditions, other domains appear to be dynamic (Fig. 2E and Supplementary Fig. S1). For example, the large telomere-proximal region of enrichment on chromosome 2R is only observed when the cells are grown in BPYE, and is completely absent in HyQ (Fig. 2E). This indicates that this region on 2R consists of a large cluster of conditional HP1 target genes that bind HP1 simultaneously upon an (yet unknown) intracellular signaling event that is triggered by serum. 

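HP1 in serum-free medium lay at the bases of all 4 large autosomal arms. The 157 measured pericentric genes, the 40 nearest the centromere of each arm, exceeded other autosomal genes by 0.76 log2 in replicate 1 and 0.96 in replicate 3, and fell by 0.78 in the array labelled HP1 (HyQ) replicate 2. This gave a mean of 0.31 ± 0.95 (SD, n = 3 arrays, circular-shift permutation p = 0.0012, Benjamini-Hochberg adjusted 0.010 over 26 tests), 0.83 ± 0.11 with that array turned (permutation p = 0.0017, adjusted 0.011) and −0.011 without replicate 3. All 157 genes lay in BRICKs either way. The pericentric domains were 65 genes of 2L from sky to Tim23, 100 genes of 2R from CG40191 to Tsp42Ej, 45 genes of 3L from Ten-m to eIF4B and 98 genes of 3R from Parp1 to Snm1. With the turned array they spanned 92, 97, 45 and 99 genes with means of 0.40 ± 0.06, 0.59 ± 0.07, 0.42 ± 0.07 and 0.32 ± 0.02 (SD, n = 3), and a run of 59 genes at the base of the X, from RhoGAP19D to su(f), was added (0.22 ± 0.01, n = 3). The genes of chromosome 4, 45 of them measured, exceeded other autosomal genes by 0.50 ± 1.80 (n = 3, permutation p = 0.0042, adjusted 0.015), by 1.55 ± 0.13 with the array turned (permutation p = 0.0019, adjusted 0.0092), and were at −0.077 without replicate 3. Of the other proteins in the plot of pericentric and chromosome 4 genes, Su(var)3-7 had 0.75 ± 0.21 at pericentric genes (n = 4, permutation p = 0.0032, adjusted 0.014) and 0.44 ± 0.12 on chromosome 4 (n = 4, permutation p = 0.015, adjusted 0.028), while Sin3A was depleted by −0.36 ± 0.05 and −1.02 ± 0.19 (n = 3, permutation p = 0.013 and 0.00014, adjusted 0.025 and 0.0018). His1 stood at −0.025 ± 0.035 at pericentric genes (n = 5, permutation p = 0.56, adjusted 0.63), and at 0.015 with 80 genes per arm, and at 0.13 ± 0.03 on chromosome 4 (permutation p = 0.23, adjusted 0.32). The paper states that HP1 domains in pericentric regions remain the same in both media, and from the regions that differ it concludes that external signals can influence the formation of chromatin domains.

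**Figure D2:**
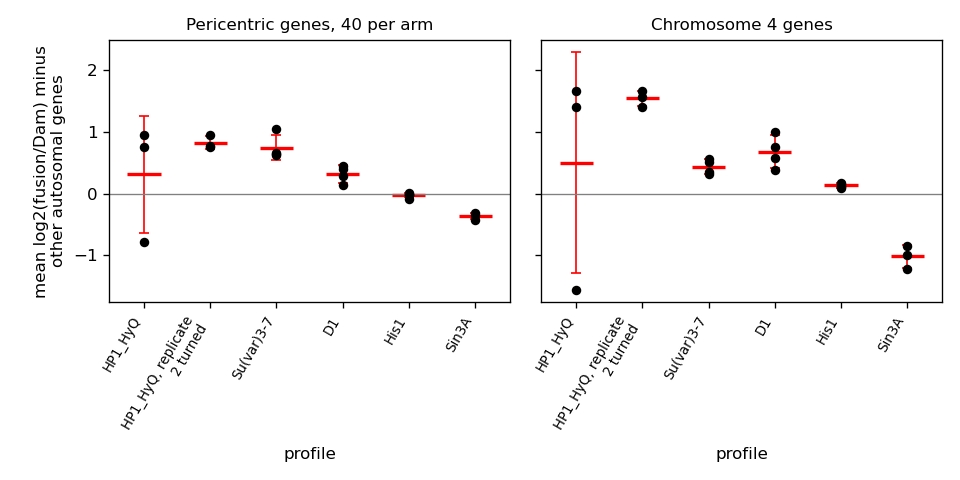
Mean log2(fusion/Dam) of pericentric genes (40 per arm) and of chromosome 4 genes minus that of other autosomal genes, per array (points) with mean and SD, for HP1 (HyQ) as labelled and with replicate 2 turned, Su(var)3-7, D1, His1 and Sin3A. Turning 1 HP1 array changes its pericentric value from −0.78 to 0.78, while all 4 D1 arrays lie above 0 in both groups of genes.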

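In serum-free medium the telomere-proximal part of 2R, between 18 and 20 Mb, carried little HP1. The mean log2 ratio of its 190 genes, from jbug to CG15873, was 0.001 ± 0.019 (SD, n = 3 arrays, circular-shift permutation p = 0.27, Benjamini-Hochberg adjusted 0.53 over 78 tests). It was −0.005 with the array labelled HP1 (HyQ) replicate 2 turned (permutation p = 0.38), −0.005 without replicate 1, −0.003 without replicate 2 and 0.012 without replicate 3. It was also below 0 under the authors' own values (−0.007), with local background subtracted (−0.002), under normexp (−0.002) and with poor spots kept (−0.003). No gene of the region lay in a BRICK, 0 of 190, either as labelled or with the array turned. The highest genes were the potassium channel gene sei at 0.46 ± 0.19 (n = 2), CG5532 at 0.37 ± 0.83 (n = 3) and snama at 0.26 ± 0.14 (n = 2), each with an adjusted p of 1. CG5532 was above 0 in 1 of 3 arrays, and stood at −0.114 without replicate 1 and at −0.097 with the dimmest 25% of genes left out.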

We have also studied the dynamics of chromatin domains formed by the protein HP6 by interfering with its interaction partner HP1 (Fig. 2F; data from ref. [24]). After knock-down of HP1, the formation of a prominent chromatin domain of HP6 binding is observed around position ∼10 Mb on chromosome 2L, a region that is also enriched in binding of Mnt (Fig. 2C) and several other proteins (see below). These results show that external signals or perturbation of chromatin complex composition can influence the formation of chromatin domains.

### Definition of Discrete Domains of Enrichment

While the domainograms are useful for visualizing regions of local spatial enrichment, they do not provide precise domain boundaries, as would be desirable for subsequent functional analyses (see below). To this end, we developed a dynamic programming algorithm that for each protein identifies the optimal genomic partitioning into discrete domains. To capture potentially nested domain structures, we performed this procedure iteratively using a maximum domain size constraint, and combined results for all possible values of this maximum domain size. As a result, the domainogram is simplified to a set of partially overlapping discrete domains of enrichment. For a detailed description of our algorithm, see Methods. We refer to the discrete domains identified by the partitioning algorithm as Blocks of Regulators In Chromosomal Kontext (BRICKs). We note that whereas some chromatin domains may be discrete in reality, others may have less sharply defined borders. In the latter case the discretization into BRICKs represents an oversimplification for practical purposes.

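HMG protein D1 had 166 BRICKs on 2L out of 332 in the genome. A stretch of 80 genes toward the centromere, from dia to CG12567, held 81 of them, and the stretch from CG33307 to CG43338, which contains 14 to 18 Mb, held 78. A stretch from Pvf2 to CG13795 held 4 and one from CG9483 to CG31883 held 3. The number of genes in a D1 BRICK ran from 4 to 99 with a median of 25, and 704 of 7558 genes (9.31%) lay in at least 1. With any 1 of the 4 arrays left out the genome held 289 to 320 D1 BRICKs, and 202 with the dimmest 25% of genes left out. The segmentation follows the equations in the paper's Methods, with a bias factor of 0.0001 and windows up to 100 genes, on the mean log2 ratio of the 4 arrays.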

Fig. 3A shows the BRICKs identified for HMG protein D1 on chromosome arm 2L. When tested on simulated data that consist of various discrete domains placed in a noisy background, our algorithm identifies most domains correctly, with a low false-positive rate (Supplementary Fig. S3). Parameters were chosen such that for randomly permuted datasets the algorithm discovers ∼40 times fewer discrete domains than in the actual biological binding maps, i.e., the estimated false discovery rate (FDR) is ∼2.5%. 

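Shuffling the genes along the arms removed nearly all domains of D1, Su(var)3-7, HP1 and the other profiles. On average 0.73 BRICKs were found per shuffled profile, against 112 per real profile, which is 153 times fewer and an estimated FDR of 0.654%. Of 200 shuffled orders of the genes, 34 held a BRICK and the most in 1 order was 18. By genes, 9.71 lay in BRICKs per shuffled profile and 265 per real profile, or 3.66%. At a bias factor of 0.0005 the values were 51.1 times fewer (1.96%), at 0.001 they were 31.8 (3.15%), and at 1e-05 they were 921 (0.109%). The total of BRICKs over the 13 profiles rose from 1451 to 2392 at 0.001, Trl going from 53 to 90, Mnt from 31 to 95 and bcd from 39 to 80. Sir2, with 2 arrays of 1 dye orientation, had none of the 1451.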

Importantly, our algorithm was designed to discover the *intrinsic* size of the binding domains: a larger region containing two or more smaller BRICKs will only be parsed as a BRICK itself if increased binding also occurs in the regions in between the smaller BRICKs (Fig. 3B). Therefore, the nested domain structure that can be observed between 14–18 Mb in Fig. 3A presumably reflects a complex chromatin domain structure. 

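Between 14 and 18 Mb on 2L every measured gene was inside a D1 domain, 134 of 134. The region runs from wb to CG7094 and its mean D1 log2 ratio was 0.18 ± 0.05 (SD, n = 4 arrays, all above 0, circular-shift permutation p = 0.035, Benjamini-Hochberg adjusted 0.21 over 78 tests). The paper named the region for its D1 BRICKs, so this p is no independent evidence. With the dimmest 25% of genes left out it was 0.146 (permutation p = 0.062). CG31810 had the highest mean here, followed by CG4650 at 1.03 ± 0.51 (n = 4, adjusted p = 0.000763) and CG13244 at 0.86 ± 0.48 (n = 4, adjusted p = 0.00174). BRICKs touching the region numbered 77, of which 31 lay wholly within it and 30 of these inside a larger BRICK, with 10 to 58 genes each. The same segmentation put 17.4 BRICKs on average in a simulated simple domain of 10 genes with strong binding and 77.9 in one of 100 genes with weak binding. It was coded from the paper's equations and was not shown to match the paper's program in every step. In this coding the count does not separate a simple domain from a nested one. From the design of the algorithm, which joins smaller BRICKs only where binding between them is raised too, the paper proposes that this nesting reflects a complex chromatin domain structure.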

Consistently, in computer simulations of chromosomes with simple discrete domains, our algorithm typically does not find nested or overlapping BRICK patterns (Supplementary Fig. S3).

**Figure 3:**
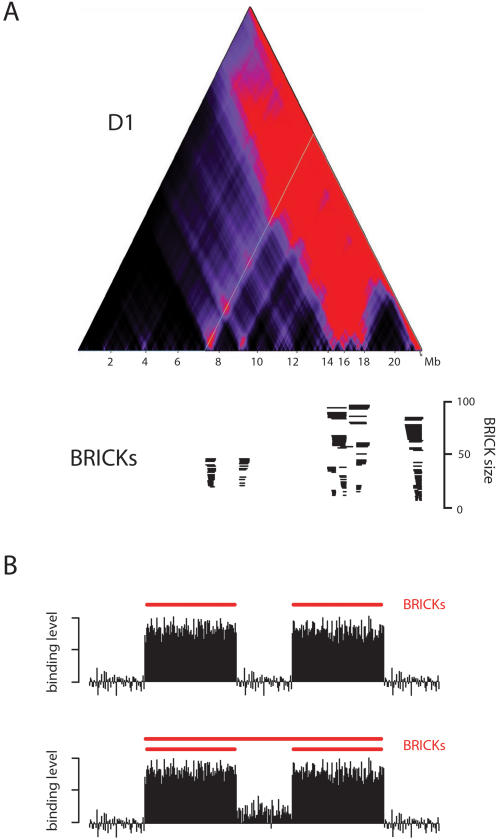
Identification of the most probable locations of discrete chromatin domains. An algorithm based on dynamic programming (see Methods) was used to identify the most probable partitioning into discrete domains of local enrichment (BRICKs). A) Top panel: domainogram of D1 on chromosome arm 2L. Bottom panel: corresponding locations of identified BRICKs (up to a BRICK size of 100). Nested BRICK structures can be identified, in which large BRICKs overlap with smaller BRICKs. They are visualized as a stack of BRICKs, and are all used for subsequent functional analyses. B) Simplified cartoon illustrating that the BRICK detection algorithm only combines two smaller BRICKs into one larger BRICK if the protein binding values between the two smaller BRICKs are significantly elevated above background. Thus, higher-level BRICKs are not just a trivial consequence of two smaller BRICKS being in close proximity of one another.

### BRICKs Reveal Combinatorial Relationships between Subsets of Chromatin Proteins

To compare the spatial binding patterns of the 29 tested proteins and histone marks, we used a visual representation in which their respective BRICKs are stacked, providing a compact simultaneous view of their chromosomal domain structure (Fig. 4A and Supplementary Fig. S4). This revealed that several proteins have strongly overlapping BRICKs, suggesting that these proteins may act together to form a distinct chromatin domain. As expected, heterochromatin components HP1, Su(var)3-9, HP3/Lhr, HP4, HP5 and HP6 colocalize in BRICKS in pericentric regions (Supplementary Fig. S4) and can also be seen to form a small consistent domain at position ∼8 Mb on chromosome 2L (Fig. 4A). Likewise, the BRICK structures of the Polycomb Group complex components Pc, Sce, esc and H3K27me3 are highly similar. Other combinations of proteins are more surprising. For example, the BRICKs for Mnt, H3K4me2, Sin3A, and eve overlap strongly on chromosome 2L around ∼10 Mb (Fig. 4A). 

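Around 10 Mb on 2L, BRICKs of Mnt and Sin3A overlapped at the genes mRpS7, Dref, Bka, Cox10 and CG31715. The mean log2 ratio of the 95 genes from und to LManII was 0.62 ± 0.07 for Sin3A (SD, n = 3 arrays, circular-shift permutation p = 0.0011, Benjamini-Hochberg adjusted 0.028 over 78 tests). The paper named this region because BRICKs of Mnt and Sin3A, mapped on these arrays, overlap there. For these 2 profiles the test runs on genes chosen for the pattern, and no call is made from it. The adjusted p of Sin3A was 0.082 under loess (0.416), 0.061 with poor spots kept (0.588), 0.20 with the region narrowed (0.599) and 0.063 without replicate 1 (0.586) or without replicate 2 (0.622). For Mnt the mean was 0.315 ± 0.084 (n = 4, permutation p = 0.006, adjusted 0.063), and without replicate 2 it was 0.355 (adjusted 0.027). In the Sin3A profile CG31715 stood at 2.05 ± 0.20 (n = 3, adjusted p = 3.82e-10), mRpS7 at 2.04 ± 0.11 (n = 2) and Cox10, a gene of cytochrome oxidase assembly, at 1.84 ± 0.24 (n = 3). In the Mnt profile Dref, the gene of a transcription factor of proliferation genes, stood at 2.04 ± 0.95 (n = 4, adjusted p = 1.91e-10) and Bka at 2.00 ± 0.25 (n = 3). BRICKs held 87 of 92 measured genes (94.6%) for Sin3A, from IP3K1 to STUB1, and 85 of 94 (90.4%) for Mnt, from IP3K1 to KdelR. The domains of both proteins begin at the same gene. DSP1 had a mean of 0.199 here (SD 0.002, n = 3, permutation p = 0.016, adjusted 0.10), which did not pass. His1 was lowered to −0.28 ± 0.05 (n = 5, permutation p = 0.0014, adjusted 0.028), a call lost with the region narrowed (−0.271, adjusted 0.20) and without replicate 5 (−0.265, adjusted 0.056). Genome-wide, 83 of the 187 Mnt BRICK genes (44.4%) lay in BRICKs of Sin3A (permutation p = 0.0031, adjusted 0.0039 over 5 pairs). The paper proposes that proteins with strongly overlapping BRICKs act together to form a distinct chromatin domain.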

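On 2L between 14 and 18 Mb the linker histone His1 was raised at CG15143 (1.14 ± 0.15, SD, n = 5 arrays), the pigmentation family gene yellow-b (1.02 ± 0.28, n = 5) and worniu (wor), a Snail family neuroblast gene (0.96 ± 0.31, n = 5), with adjusted p from 9.01e-07 to 2.39e-05. The mean of its 135 genes was 0.09 ± 0.03 (n = 5, all arrays above 0, circular-shift permutation p = 0.070, Benjamini-Hochberg adjusted 0.27 over 78 tests, in a region the paper named for its His1 and D1 BRICKs), and 0.12 under the authors' own values (permutation p = 0.048). Replicate 5 was the lowest at 0.039. His1 BRICKs held 99 of the 135 genes (73.3%) in domains of 84 genes from CG7953 to CG31819 and 57 genes from yellow-b to CG10211, with means of 0.29 ± 0.06 and 0.27 ± 0.04 (n = 5). Genome-wide, His1 and D1 had a rank correlation of 0.646 across 7554 genes, which are not independent replicates (permutation p = 0.00013, the smallest the shifts allow, adjusted 0.00019 over 7 pairs). Of 358 His1 BRICK genes 197 (55.0%) lay in BRICKs of D1 (permutation p = 0.00066, adjusted 0.0017 over 5 pairs), or 23.3% with the dimmest 25% of genes left out (permutation p = 0.066). In all His1 bound 1389 genes and was depleted at 1452, with Cyp28a5 (1.37 ± 0.12, n = 3), CG15544 (1.28 ± 0.21, n = 3), CG17780 (1.25 ± 0.51, n = 5) and slow (1.25 ± 0.11, n = 3) highest. It was depleted at 20 of 34 ribosomal protein genes and bound at 2 (23 and 2 adjusted over the list alone), RpL15 at −2.30 ± 0.31 and RpLP2 at −2.29 ± 0.62 (n = 5), and at 30 of 61 mitochondrial ribosomal protein genes with 1 bound (36 and 1 adjusted over the list alone), mRpL37 at −1.89 ± 0.40 (n = 5). Both lists held with an estimated correlation. Of 52 oxidative phosphorylation genes 22 were depleted and 3 bound (23 and 3 adjusted over the list alone, COX8 −1.43 ± 0.17, n = 5), a call lost (adjusted p = 0.12 with an estimated correlation). Of 58 cuticle and chorion genes 18 were bound and 2 depleted (17 and 2 adjusted over the list alone, Cpr64Ad 0.76 ± 0.19 and Cpr97Ea −0.85 ± 0.18, n = 5), also lost (adjusted p = 0.53 with an estimated correlation). Lamin and SuUR maps come from earlier studies and were not analysed here.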

BRICKs of Lamin, His1, D1, and SuUR also overlap, between ∼14 and ∼18 Mb on chromosome 2L. 

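At the bases of the chromosome arms D1 exceeded its autosomal level by 0.32 ± 0.14 (SD, n = 4 arrays, all above 0, circular-shift permutation p = 0.0020, Benjamini-Hochberg adjusted 0.011 over 26 tests), and on chromosome 4 by 0.68 ± 0.27 (n = 4, permutation p = 0.00013, adjusted 0.0018). BRICKs of D1 held 103 of 160 pericentric genes (64.4%) and all 48 genes of chromosome 4. Of these 151 genes 145 (96.0%) were also in BRICKs of HP1 in serum-free medium, 150 (99.3%) in BRICKs of Su(var)3-7 and 23 (15.2%) in BRICKs of His1. HP1 BRICKs held all measured genes there, 157 of 157 pericentric and 45 of 45 on chromosome 4. Su(var)3-7 BRICKs held 159 of 159 and 47 of 47. Any measured gene there would thus be shared with both, so these shares show only that D1 lies in the same regions. Of the 553 other D1 BRICK genes 46 (8.32%) were shared with HP1 (61, or 11.0%, with the array labelled HP1 (HyQ) replicate 2 turned), 59 (10.7%) with Su(var)3-7 and 174 (31.5%) with His1. The mitochondrial ribosomal protein gene mRpS5, in the D1 stretch at the base of 3L from CG7369 to eIF4B, was bound by Su(var)3-7 too, at 1.69 ± 0.53 (n = 4, adjusted p = 8.79e-09). HP1 and D1 overlapped in 191 of 384 HP1 BRICK genes (49.7%, permutation p = 0.014, adjusted 0.014 over 5 pairs, 44.0% with the array turned, 86.5% without HP1 replicate 1) and HP1 and Su(var)3-7 in 320 of 381 (84.0%, permutation p = 0.0018, adjusted 0.0029, 70.8% turned). Across genes, which are not independent replicates, HP1 had a rank correlation of 0.0999 with D1 (permutation p = 0.00013, adjusted 0.00019 over 7 pairs), 0.213 with the array turned, 0.0183 without HP1 replicate 1 and −0.0808 without replicate 3. With Su(var)3-7 it was 0.060 (permutation p = 0.00014, adjusted 0.00019), 0.192 turned, −0.0391 without HP1 replicate 1, −0.0724 without HP1 replicate 3 and 0.0118 without Su(var)3-7 replicate 2. Without HP1 replicate 1 the HP1 profile held 73 BRICKs and without replicate 3 it held 0, against 310 with all 3 arrays and 374 with the array turned. Other heterochromatin proteins, Lamin and SuUR were not analysed here.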

Some proteins can be part of different types of domains: In pericentric regions, D1 shares BRICKs with HP1 and other heterochromatin components, but at other sites D1 is found in various combinations with Lam, SuUR and His1 (Supplementary Fig. S4). Similarly, Sin3A forms different combinations with Sir2, H3K4me2, and Mnt (Fig. 4A and Supplementary Fig. S4), and also with H3.3 and eve (with the caveat that the latter profiles were not obtained in the Kc167 cell line). These results are suggestive of a combinatorial “chromatin code” that marks specific domains.

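Sin3A bound 26 of 32 ribosomal protein genes and was depleted at 3 (26 and 3 adjusted over the list alone, RpS20 2.26 ± 0.27, SD, n = 3 arrays), and 51 of 60 mitochondrial ribosomal protein genes with 2 depleted (51 and 2 adjusted over the list alone, mRpL42 2.23 ± 0.17, n = 3). It also bound 24 of 36 proteasome genes with 8 depleted (25 and 8 adjusted over the list alone, Prosalpha1 2.08 ± 0.04, n = 3) and 13 of 17 Myc network targets with 1 depleted (13 and 1 adjusted over the list alone), the depleted gene being Mnt at −1.57 ± 0.51 (n = 2). These calls passed camera with adjusted p from 2.62e-08 to 0.0312. Those of both ribosomal lists held with an estimated correlation. For the proteasome and Myc lists the estimate was negative and the second test laxer, so it adds no support. The Myc targets were lost under loess (adjusted p = 0.50) and with the dimmest 25% of genes left out (adjusted p = 0.11). Of 50 oxidative phosphorylation genes 37 were bound and 4 depleted (37 and 4 adjusted over the list alone, Cyt-c1 1.97 ± 0.52, n = 3), a call lost (adjusted p = 0.093 with an estimated correlation). Across genes, which are not independent replicates, Sin3A had a rank correlation of 0.673 with Mnt (7309 genes, circular-shift permutation p = 0.00014) and 0.640 with Sir2 (5021 genes, permutation p = 0.00020), and Mnt and Sir2 had 0.436 (5171 genes, permutation p = 0.00019). Benjamini-Hochberg adjusted over the 7 pairs these become 0.00019, 0.00020 and 0.00020. The 2 Sir2 arrays, both with fusion DNA in Cy5, had a mean rank correlation of 0.470 with Mnt arrays of the same dye orientation and of 0.174 with those of the opposite one. With Sin3A arrays the mean was 0.588 for the same and 0.525 for the opposite orientation. Arrays of different proteins could not be separated by their Dam-only DNA, since the labels do not state where it was shared. Sir2 bound 670 of 5186 genes and was depleted at 646, with 425 bound and 418 depleted without replicate 1 and 158 and 198 without replicate 2. It was 1342 and 1557 with the authors' values, 1083 and 1232 with background subtracted, 482 and 920 with poor spots kept, and 128 and 104 with the profile fitted by itself. Its highest genes were the glycosyltransferase gene egh at 2.34 ± 0.95, CG8292 at 2.01 ± 0.24, CG32985 at 2.01 ± 0.14 and CG32772 at 1.92 ± 0.14 (all n = 2). Around 10 Mb on 2L its mean was 0.20 (SD 0.002, n = 2, permutation p = 0.044, adjusted 0.21 over 78 tests), which did not pass. It was 0.202 and 0.198 with either array alone. It was 0.099 with poor spots kept, 0.148 under loess, 0.188 with background subtracted, 0.179 with the dimmest 25% of genes left out and 0.214 with the region narrowed. The paper proposes from such combinations a chromatin code that marks specific domains.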

**Figure 4:**
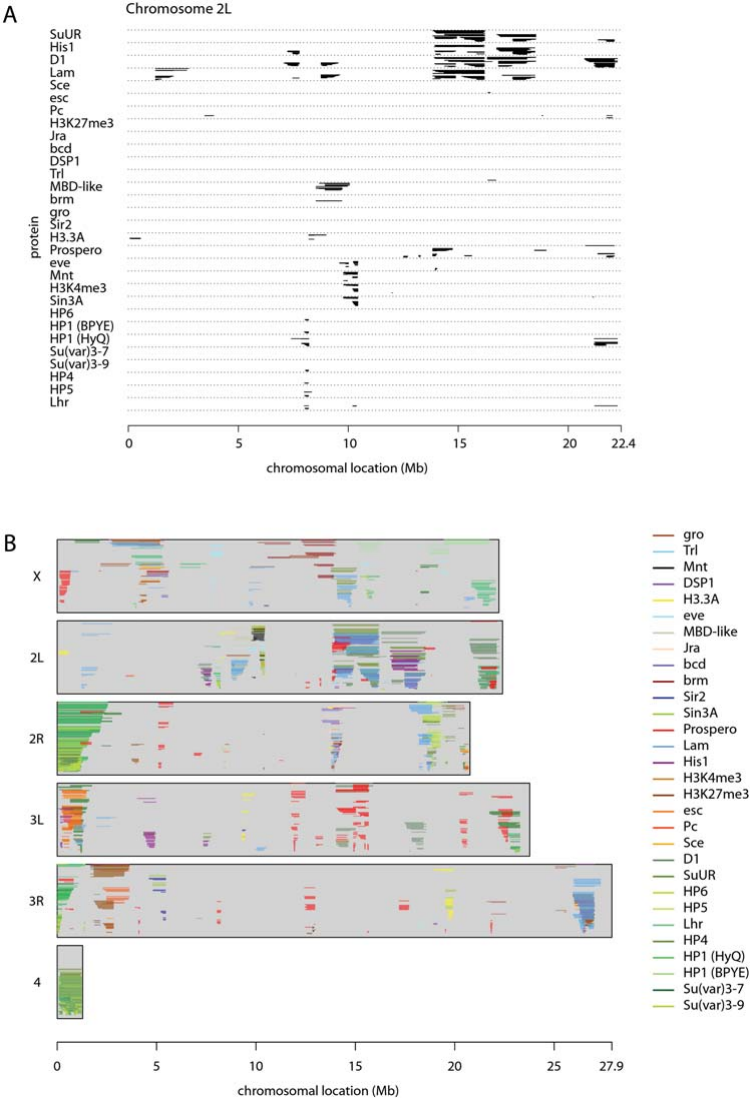
BRICK locations for all tested proteins. A) BRICKs on chromosome arm 2L. BRICKs smaller than 100 probed genes are shown for all analyzed proteins. The proteins are ordered by hierarchical clustering, with proteins that have the strongest overlapping domains closest together in the figure. B) Combined overview of the BRICKs for all proteins on all chromosome arms. BRICKs of different proteins are color-coded as indicated. Vertical position corresponds to the number of genes contained in the BRICK. Note that a substantial part of the *Drosophila* genome (∼50%) is covered by at least one BRICK.

A merged overview of BRICKs in all chromosomes (Fig. 4B) reveals that a substantial part of the *Drosophila* genome is organized into chromatin domains. 

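D1 (704 genes), Su(var)3-7 (680), HP1 (387, or 471 with the array labelled HP1 (HyQ) replicate 2 turned), His1 (360) and Sin3A (320) put the largest numbers of genes into BRICKs of up to 100 genes. Mnt contributed 191, MBD-like 164, brm 154, bcd 132, Trl 113, DSP1 113 and Sir2 0, and gro 143 from replicates 1 and 2 or 132 from all 3. Together the 13 profiles covered 2105 of 7610 genes, or 27.7%. In 15 sets of 13 profiles with shuffled gene orders the mean was 1.63% and the highest 6.77%. The share was 28.6% with the HP1 array turned, 23.1% with the dimmest 25% of genes left out and 29.9% with local background subtracted. It was 17.6% at a bias factor of 1e-05 and 44.4% at 0.001. The other profiles of the compendium come from earlier studies and were not analysed here.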

When BRICKs are limited to a maximum of 100 consecutive genes, 50% of the genome, corresponding to 54% of all genes, is covered by at least one BRICK. These results demonstrate a strikingly high degree of non-random organization of genes into chromatin domains.

### BRICKs Represent Functionally Relevant Genomic Domains

BRICKs typically show average protein binding log-ratios ranging from ∼0.4–3 (Supplementary Fig. S5), which corresponds to ∼1.3–8 fold enrichments of a chromatin component in each BRICK relative to the genome-wide median value. 

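The BRICK with the strongest binding was one of Trl, with a mean log2 ratio of 3.33. Of the 53 Trl BRICKs 41 lay in the domain around the GstE cluster. With 1 gene kept per run of tandem copies Trl had 15. Trl BRICKs ranged from 0.53 to 3.33 (median 0.79), those of brm from 0.40 to 2.16 (0.73), of Sin3A from 0.63 to 1.60 (0.71) and of Su(var)3-7 from 0.21 to 1.93 (0.845). Weaker BRICKs belonged to D1 (0.14 to 1.04, median 0.51), His1 (0.17 to 0.93, 0.38), Mnt (0.29 to 0.80, 0.38) and MBD-like (0.225 to 0.935, 0.29). For gro the median was 0.35 from replicates 1 and 2 and 0.40 from all 3. HP1 BRICKs had a median of 0.63, or 1.38 with the array labelled HP1 (HyQ) replicate 2 turned. Over all 1451 BRICKs the lowest mean was 0.14, the 5th percentile 0.24, the median 0.60 and the 95th percentile 1.58, and 1088 BRICKs (75.0%) had at least 0.4. Of the HP1 BRICKs 243 of 310 did as labelled and 346 of 374 with the array turned. No replicate error was attached to single BRICKs, since each is called on the mean over arrays.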

Even subtle modulations of protein-genome interactions may have biologically relevant effects on gene regulation, but functional evidence is required to confirm this. To directly address whether BRICKs represent chromatin domains of functional importance, we performed three different analyses.

First, we hypothesized that genes may be packaged together in a BRICK to facilitate their synchronized expression during development. To test this, we determined the degree of developmental coexpression of genes within each BRICK, using a previously published *Drosophila* gene expression dataset [37]. Fig. 5A illustrates that a large fraction of the BRICKs indeed show substantial coregulation. Because neighboring genes are often coregulated [13],[37], we asked specifically whether genes within BRICKs display a higher degree of coexpression than genes in size-matched control windows located outside BRICKs. Statistical analysis of these data (Fig. 5B, see Text S1 and Supplementary Fig. S6) demonstrates that for about half of the investigated chromatin proteins the degree of coregulation is significantly higher within BRICKs than in control windows. This indicates that many BRICKs may be important for the developmental synchronization of gene sets. We note that this analysis is based on the assumption that chromatin domains remain unaltered between the cells in which the protein binding patterns were mapped (mostly Kc167 cells) and the developmental stages for which expression data was obtained (six different stages ranging from early embryos to adult flies [37]). While several reports indicate that some chromatin domains indeed are very similar in different cell types, tissues, and developmental stages [21],[22],[38], other domains are more plastic (e.g., Fig. 2E and [22]). Our coexpression analysis does not take into account such potential dynamics in domain structure, and therefore may be expected to underestimate the correlation between BRICK organization and coordinated gene expression.

**Figure 5:**
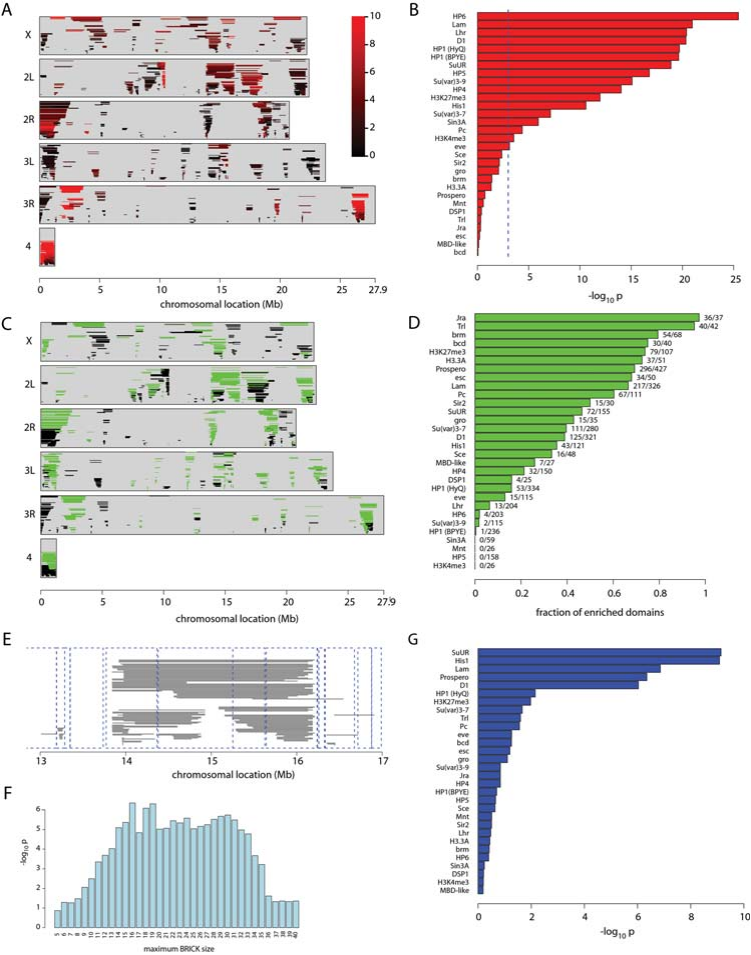
Evidence for functional relevance of BRICKs. A–B) Developmental coexpression of genes within BRICKs. A) Combined BRICKs of all proteins as in Fig. 4B, colored for the relative degree of developmental coregulation of the genes within each BRICK (average pairwise correlation between all the genes in the domain). To be able to compare BRICKs of different sizes, we normalized the average pairwise correlation to a z-score by dividing by the standard deviation of 1000 average pairwise correlations of a random subset of *n* genes (see Text S1). B) Statistical significance of coregulation of genes within BRICKs, for each chromatin protein. For each BRICK a quantile score was determined, representing the rank of the coregulation in the BRICK, compared to the set of all equally-sized windows. The *P*-value was calculated using a Kolmogorov-Smirnov test for deviation from a uniform distribution, representing the null hypothesis that BRICKs do not show more coregulation than non-BRICK windows (see Text S1 for details). The dotted line indicates the significance threshold (p<0.001). C–D) Shared functions of genes within BRICKs. C) BRICKs that are significantly enriched for at least one GO category at an FDR cut-off of 1% are marked in green (see Methods). D) The fraction of GO-enriched BRICKs for every chromatin protein. Next to each bar are the absolute numbers of GO-enriched and total BRICKs, respectively. E–G). Reduced numbers of synteny breakpoints within BRICKs. E) Part of chromosome arm 2L, showing positions of synteny breakpoints (dotted blue vertical lines) relative to BRICKs (black horizontal lines). Note that breakpoints tend to be located just outside BRICKs. F) Statistical significance of exclusion of synteny breakpoints from BRICKs formed by Prospero. Combined BRICKs for all proteins, up to the indicated BRICK size, were tested for exclusion of synteny breaks using a hypergeometric test. G) Statistical significance of exclusion of synteny breaks from BRICKs separated by chromatin protein. The *P*-values are the smallest values taken from plots as in F) (see Supplementary Fig. S9).

Second, we asked whether genes within each BRICK have common functions. To this end, we tested for enrichment of specific Gene Ontology (GO) categories [39] within each BRICK (see Methods). Fig. 5C shows that, at an estimated FDR of 1% (Supplementary Fig. S7 and Text S1), roughly half of all BRICKs are enriched for one or more GO categories. This number is significantly higher than what is expected by chance, even if the known genomic clustering of GO categories [7] is taken into account (P = 0.017, based on 1,000 genome-wide circular permutations of the association between genes and GO categories). A striking example is a BRICK defined by the protein Prospero (Supplementary Fig. S8); in this BRICK many genes encode transcription regulators that are implicated in the Notch pathway. In total, we find 150 GO categories enriched in one or more BRICKs (data not shown). Fig. 5D summarizes the fraction of GO-enriched BRICKs for all proteins separately. In conclusion, the observation that BRICKs are frequently enriched for genes with related functions argues that they are likely to serve as functional modules. Comparison between Figures 5A and C shows that BRICKs enriched for GO annotation are often not enriched for coexpression, and vice versa.

Third, we reasoned that if BRICKs are functionally important, chromosomal rearrangements that disrupt the BRICK structure should be subject to negative selection during evolution. To test this, we analyzed the positions of synteny breakpoints in the genome of *D. melanogaster* relative to *D. pseudoobscura* [40]. These two species diverged about 25–50 million years ago [41]–[43]. Indeed, we find that synteny breakpoints are often located adjacent to BRICKs, rather than within BRICKs (Fig. 5E). Statistical analysis shows that BRICKS defined by His1, Prospero, Lamin, SuUR and D1, with sizes up to 40 probed genes, have significantly fewer synteny breaks (∼67% reduction) than expected based on the distribution of synteny breaks in the genome (Fig. 5F–G and Supplementary Fig. S9). Larger BRICKs typically do not show this reduction, possibly because their integrity as a single domain is less important, or because they cannot be preserved at the high overall rate of synteny breaks (on average one breakpoint per 15 genes, median is 8). While we cannot strictly rule out that syntenic breaks and chromatin domain boundaries have a common mechanistic origin, the apparent evolutionary selection against the break-up of chromatin domains suggests that many of them are functionally important.

Together, these three lines of evidence support the functional importance of BRICKs in the *Drosophila* genome.

### General Sequence Properties of BRICKs

Finally, we asked whether BRICKs represent regions with specific general sequence properties. First, we tested whether BRICKs are regions of unusual gene density. For the set of BRICKs of each protein we calculated the average gene density, and compared it with the genome-wide average gene density (Fig. 6A). This analysis shows that different sets of BRICKs vary substantially in gene spacing. For example, consistent with previous observations [22], genes within Lam BRICKs are relatively widely spaced. The same is true for BRICKs of other heterochromatin proteins, such as SuUR, esc and HP1. By contrast, genes within BRICKs of H3K4me3, Mnt, and Sir2 have very short intergenic regions. Also the lengths of genes within BRICKs can vary between proteins (Fig. 6B). In BRICKs associated with inactive chromatin (esc, Sce, Lam) genes tend to be longer than in BRICKs of active chromatin (H3K4me3, Mnt). Analysis of repeat content (Fig. 6C) showed that BRICKs formed by classical heterochromatin proteins such as HP1, Su(var)3-9 and HP1-associated proteins [24] are more repeat-rich than other BRICKs, which is consistent with previous analyses [29],[38]. BRICKs defined by individual proteins show only minor variation in G/C content (Fig. 6D). It is important to note that the combined BRICKs for all proteins do not show a systematic bias related to gene density, gene size, repeat density, or G/C content. Therefore it is unlikely that their detection is a systematic artifact of variation in any of these parameters along the genome.

**Figure 6:**
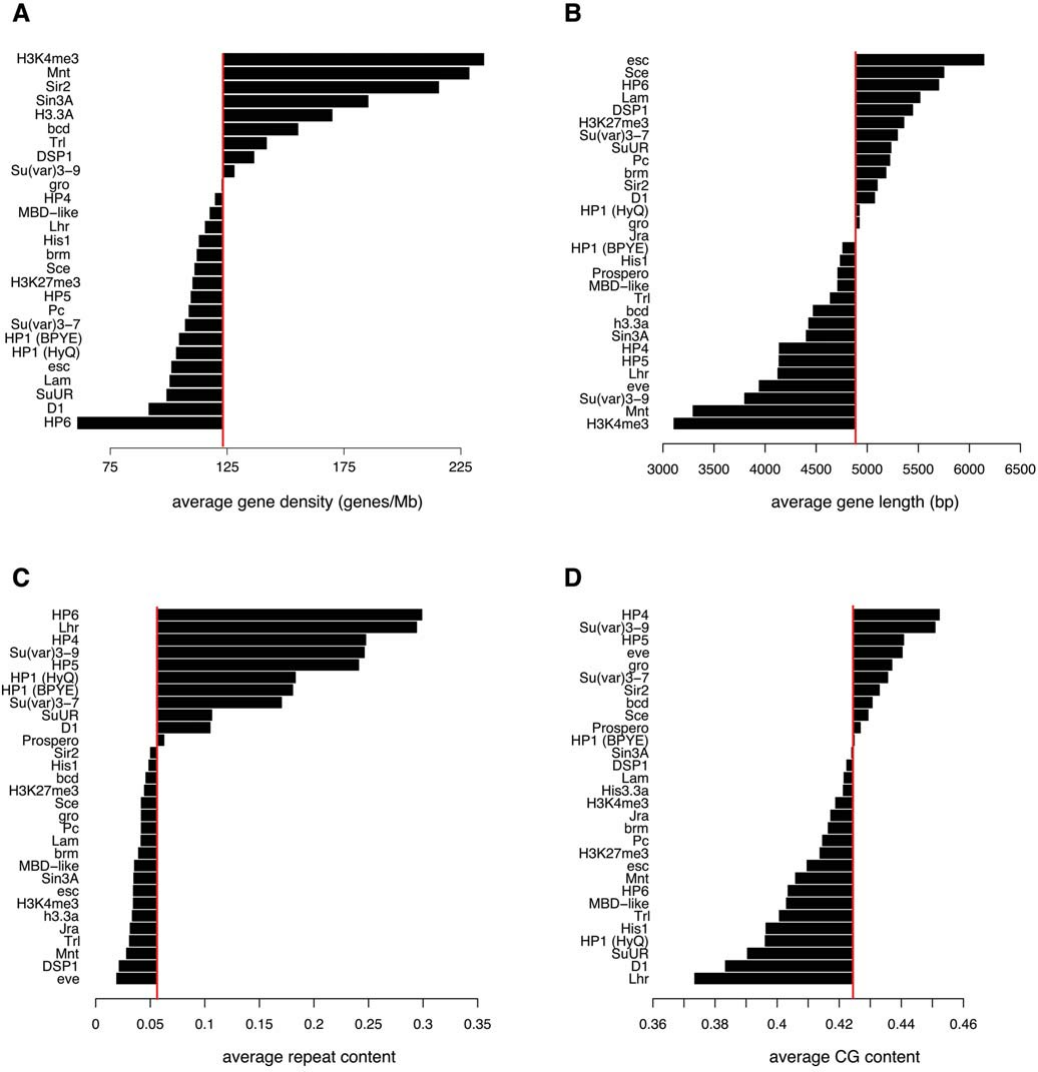
Sequence properties of BRICKs. For each type of BRICK (defined by a single chromatin component) the average value is plotted for A) gene density; B) gene length; C) fraction of repetitive (i.e., non-unique) sequence; D) G/C content. All values are plotted as deviations from the genome-wide average (red vertical lines).

## Discussion

The results presented here indicate that about half of the *Drosophila* genome is organized into large chromatin domains, most of which are functionally relevant. This estimate of the coverage of the genome by domains is likely to be an underestimate for three reasons. First, because the BRICK segmentation algorithm is computationally intensive, we restricted the BRICK sizes to a maximum of 100 genes. The domainograms however indicate that substantial non-random clustering also occurs above this limit. Second, even though our compendium of binding maps includes a wide range of known protein complexes, many other proteins must be mapped for a complete view. Third, we provided evidence that at least for some chromatin proteins the domain structure may depend on the cellular state. We predict therefore that maps of protein binding in various cell types will reveal additional, cell-type specific BRICKs. Taken these considerations into account, our estimate that approximately half of the fly genome is organized in chromatin domains is conservative.

Previous analyses of genome-wide expression data have revealed that there are domains of similarly expressed genes in the genome of *Drosophila* [Spellman, 2002, 12144710; Boutanev, 2002, 12478293; Stolc, 2004, 15499012]. Spellman and Rubin have shown that ∼20% of the genome can be found in coregulated domains ranging in size between 10 and 30 genes, with a median of 13. The BRICKs range in size between 2 and 100 with a median of 26. However, we stress that due to the very different nature of the methods that were employed in both studies this comparison should be interpreted with caution.

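The smallest BRICK, of 3 genes, belonged to Trl, and BRICKs of 100 genes, the limit set, were found for HP1, MBD-like, Sin3A and Su(var)3-7. Their median over the 13 profiles was 28 genes. Sin3A had the largest median (57 genes) and Mnt (52), gro (46 from replicates 1 and 2, 45 from all 3) and MBD-like (45) followed, while DSP1 (14.5), HP1 (21), brm (24), D1 and Trl (25 each) had small ones. His1 stood at 31, bcd at 33 and Su(var)3-7 at 26.5. HP1 with the array labelled HP1 (HyQ) replicate 2 turned gave a median of 22, and its largest BRICK then had 99 genes.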

The domainograms and BRICK patterns suggest that chromatin domains can have a complex, nested structure. It is tempting to speculate that looping interactions take place in such nested regions. It is noteworthy that transcription factors such as Trl, bcd, and Jra also exhibit spatial clustering. These factors do not spread along the chromatin fiber but instead have focal binding sites [44]. 

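Trl and bcd, both DNA-binding transcription factors, clustered at the GstE genes of 2R. Trl stood at 3.60 ± 0.98 on GstE7, 3.48 ± 0.61 on GstE6 and 2.91 ± 0.95 on GstE3 (SD, n = 3 arrays), in a domain of 57 genes from fj to CG15107 that held 41 of the 53 Trl BRICKs. In the bcd profile edl was at 2.39 ± 0.13 (n = 2), GstE6 at 2.07 ± 0.21 (n = 2) and GstE7 at 1.83 ± 0.28 (n = 3), in a domain of 86 genes from Dhit to sano with 29 of the 39 bcd BRICKs. With 1 gene kept per run of tandem copies Trl had 15 BRICKs and bcd 9. The bcd count was 2 without replicate 1, 25 without replicate 2, 4 without replicate 3, 18 under loess and 17 with the dimmest 25% of genes left out, where Trl had 33. Other Trl domains covered 26 genes of 2R from CG3894 to CG2765 (mean 0.63 ± 0.21, n = 3) and 30 genes of 3L from CG3386 to CG9119 (0.55 ± 0.03, n = 3). For bcd they covered 15 genes of 2R from RpL41 to CG3829 (0.78 ± 0.18, n = 3) and 31 genes of 2L from mRpL4 to CG31743 (0.49 ± 0.06, n = 3). Both factors bound 4 of 7 genes of the E(spl) complex and Notch target list with none depleted (5 for Trl and 4 for bcd adjusted over the list alone, camera adjusted p = 7.55e-06 and 0.00203), with E(spl)m3-HLH at 2.06 ± 0.48 and E(spl)mbeta-HLH at 1.80 ± 0.77 for Trl, and E(spl)mbeta-HLH at 1.84 ± 0.22 for bcd (n = 3). The bcd call was lost without replicate 3 (adjusted p = 0.065). The gene edl, not a Notch target, is one of the 4 in each, and without it both bound 3 of 6 with none depleted (4 for Trl and 3 for bcd adjusted over the list alone, camera adjusted p = 9.92e-05 and 0.0281). Across genes, which are not independent replicates, the 2 Trl arrays with fusion DNA in Cy5 had a rank correlation of 0.747. With replicate 2, the only Trl array with it in Cy3, their mean was 0.08. Replicate 2 also had the weakest signal over background of all arrays (1.64 for Dam-only DNA), so that dye and weak signal cannot be told apart. By limma Trl bound 665 genes and was depleted at 349, or 76 without replicate 1 and 122 without replicate 3. The split was 930 and 814 with the authors' values, 926 and 892 with background subtracted, 889 and 601 under normexp and 121 and 7 with the profile fitted by itself. Its other high genes were bou (3.16 ± 0.76), gpp (3.11 ± 0.67), CG11226 (3.06 ± 0.65) and CHKov2 (3.06 ± 0.74), all with n = 3. Bicoid bound 873 and was depleted at 654 (578 bound without replicate 2, 486 without replicate 3, and 314, 272 and 353 depleted without replicates 1, 2 and 3). Depleted genes numbered 995 with background subtracted and 1084 under normexp, and 1228 were bound and 1179 depleted with the profile fitted by itself. High Bicoid genes were ppl, of the glycine cleavage system, at 3.03 ± 0.28 (n = 3), the insulin-binding ImpL2 at 2.49 ± 0.30 (n = 3), CG4455 at 2.43 ± 0.15 (n = 3) and RhoL at 2.40 ± 0.35 (n = 2).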

BRICKs of transcription factors must therefore be interpreted as non-random clusters of focal binding sites. Genes in BRICKs defined by transcription factors generally do not show simple coexpression but tend to have common functions (Fig. 5B,D). This is reminiscent of the mammalian β-globin locus, in which functionally related genes are not coexpressed but instead are transcribed in a temporally defined order. Several transcription factors have multiple binding sites in the β-globin locus [45], and looping interactions play an important role [19]. We therefore speculate that some of the transcription factor BRICKs may be similar in structure to the β-globin locus. Our BRICK database (provided in GFF file format as Dataset S2) provides a rational starting point for the selection of loci to probe for looping interactions using the 3C/4C/5C technologies [46].

The surprisingly widespread occurrence of chromatin domains has two major implications. First, chromatin domains provide a plausible explanation for earlier observations that neighboring genes in eukaryotic genomes are often co-regulated [13],[37]. Our results suggest that chromatin domains may at least be partially responsible for the synchronized expression of neighboring genes, although it cannot be ruled out that in some instances the clustering of a chromatin mark may be the consequence rather than the cause of this synchronized expression. Second, our data suggest that chromatin domains impose considerable constraints on genome evolution. Most likely, this is due to negative selection of genome rearrangements that disrupt the integrity of chromatin domains, but it is also possible that chromatin domains stabilize the chromatin fiber and thereby physically prevent chromosome rearrangements. In summary, the widespread chromatin domain organization provides new clues towards the understanding of the mechanisms of transcription regulation as well as genome structure and evolution.

## Methods

### DamID and ChIP-on-Chip Data

Table 1 summarizes the protein binding maps that we used. Published DamID and ChIP-on-chip profiles were taken from refs [21], [22], [24]–[28],[44]. In addition, we generated new DamID profiles for brm, Trl (GAGA factor), gro, Mnt, Sin3A and Sir2 using previously reported Dam-fusion expression vectors [44], [47]–[49], and for full-length D1, DSP1, His1, MBD-like, and Su(var)3-7 using newly constructed Dam-fusion vectors. These new profiles were generated in Kc167 grown in serum-containing medium as described [44]. The DamID profile of HP1 in Kc167 cells grown in serum-free Hyclone Insect-Xpress medium (“HyQ”) was not previously published but was generated in parallel with our already published profile of HP1 from cells in serum-containing medium [24], allowing for direct comparison. Plasmid sequences are available at http://research.nki.nl/vansteensellab. DamID experiments were performed as described previously [50]. Binding profiles represent the average of triplicate experiments, with one experiment in the reversed dye orientation. Log_2_ ratios were averaged across replicates. The raw data can be accessed via the Gene Expression Omnibus under accession number GSE10219; the combined binding data is also provided as Dataset S1, and the set of BRICKs is supplied in GFF format as Dataset S2. All data were generated in Kc167 cells, except for the maps of His3.3A, eve and Prospero. His3.3A data are from the S2 cell line [27]; Prospero [25] and eve [26] data are from stage 10–11 and stage 17 embryos, respectively.

Except for the eve and Prospero maps, all data were generated using 12k cDNA arrays. Each cDNA probe detects the binding at or in the vicinity (∼1–2 kb) of a gene [32]. Thus, genes are the units of our analysis. To ensure that each cDNA probe constitutes an independent datapoint, overlapping cDNA probes were removed, using the following rules: 1) if a probe overlapped with multiple other mutually non-overlapping probes we removed the former probe from the dataset, 2) if two probes overlapped more than 20%, the smaller of the two probes was removed.

Binding data of eve and Prospero were generated with genome-wide tiling arrays [25]. To allow for direct comparison with the cDNA array based data, we resampled the tiling array data, so that we had one datapoint per gene. For this we used the gene annotation from release 4.3 of the Flybase genome annotation (http://www.flybase.net). For every gene in the genome we calculated the average of all the probes encompassed by that gene. As with the cDNA data, when two genes overlapped more than 20%, the smallest gene was removed, with the exception of genes that overlapped with multiple non-overlapping genes, in which case the gene overlapping with multiple genes was removed. After removal of overlapping genes we are left with 12,821 genes for which we have reliable eve and Prospero data.

For the comparison of cDNA data to high-resolution data, the HP1 tiling array data was not resampled to one datapoint per gene. For the comparison we used the left arm of chromosome 2, which contains >222k probes (1 probe per 100 bp) [29]. Since for large numbers of probes the domainogram analyses become computationally intensive, the tiling array data was averaged into equal-sized bins of 3 kb. These data were used as input to the algorithm.

### Computation of P-Values for Multi-Gene Windows

Because DamID and ChIP log-ratios for a specific protein are often not normally distributed (data not shown), we used a non-parametric approach to evaluate local enrichment. For each binding profile, probes are sorted in descending order according to their DamID or ChIP ratio and converted to single-gene quantile scores:
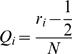
Here *N* equals the total number of probes and *r_i_* is the rank for probe *i* = 1,…,*N*. To integrate evidence for protein occupancy across multiple adjacent probes for each window (*i,w*) of width *w* ending at probe *i*, we compute a *multi-gene P-value*, *P_iw_*, from the single-probe quantile scores (*Q_i−w+1_*, … , *Q_i_*), with *i*≥*w*. We define *P_iw_* so as to have a uniform distribution on the interval [0,1] if all the *Q_i_* values, which are uniformly distributed by construction, are independent random variables. To this end we use a transformation according to R.A. Fisher [51]: Given the product statistic
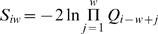
 can be computed using a χ^2^-distribution with *2w* degrees of freedom:
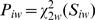
Note that for *w* = 1, we have *P_i1_ = Q_i_*. The *P_iw_* can be visualized simultaneously in a triangular diagram (“domainogram”) using an approach similar to Versteeg et al. [15]. Image files were created using custom Perl scripts (available upon request).

### Dynamic Programming Procedure for Defining BRICKs

To identify the most probable discrete domains of size >1 (BRICKs) from the *P_iw_* data structures, we used a dynamic programming algorithm [52]. We modified our scoring scheme so as to favor the “no-domains” segmentation consisting of only *w* = 1 windows by introducing a bias factor γ and defining:
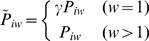

Each possible segmentation of the genome into non-overlapping windows corresponds to a path {(*i*(*k*), *w*(*k*))} through the *P_iw_* triangle, where *k* = 1,...,*K* runs over all *K* windows in the segmentation (*K*≤*N*). Here *i(k)* denotes the last gene in the *k*-th window, while *w(k)* denotes the length of the *k*-th window. The optimal segmentation minimizes an objective function equal to the product over all windows constituting the path:
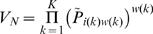
This segmentation can be determined using the recursion relation
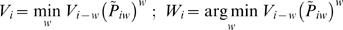
and the initial condition *V_0_*  =  1. Backtracking starting from *i*  =  *N* according to
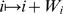
defines the optimal segmentation.

To identify the nested structure present in the domain organization, we perform the previously discussed computation, with restriction of the maximum window size (*w_max_*). This way the segmentation is restricted to smaller window sizes, which leads to the identification of smaller BRICKs. The analysis is iterated until the segmentation for all *w_max_*>1 has been determined. See Text S1 for more detailed information on the BRICKs algorithm.

### GO Enrichment Analysis

The Flybase Gene Ontology annotation version 1.92 was used to calculate the enrichment of GO categories. GO categories containing fewer than 5 genes were ignored. Enrichment of GO categories in each BRICK was determined using the cumulative hypergeometric distribution, accounting for multiple testing of all combinations of domains and GO categories. As both the BRICK structure and the GO dataset are hierarchically organized, we estimated the FDR using a Monte Carlo simulation in which all genes were randomly permuted while keeping the assignment to GO categories and BRICK structure intact. For each BRICK *d*, the *P*-value (cumulative hypergeometric distribution) for each GO category was determined, and the smallest of these was recorded as *P_d_.* The false discovery rate for each BRICK is then given by *FDR*(*P_d_*), where
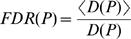

In the denominator, D(P) represents the number of BRICKs with a minimal p-value smaller than P, while the numerator represents an average of the same quantity over random permutations. Fig. S6 shows the distribution of the actual p-values belonging to the BRICKs for all proteins combined and the p-value distribution from 10,000 random genome permutations.

We have also performed this analysis for BRICK sets defined by individual proteins. In this analysis the FDR cut-off was based on 1000 randomizations. We have used this per protein calculation of the FDR cut-off to determine the number of enriched BRICKs shown in Fig. 5D.

A circular permutation test was performed to account for possible uneven distribution of GO category members across the genome. In this analysis we circularly permuted the genes along the BRICK set. Using the above mentioned *FDR*(*P_d_*) as a cut-off we determined the number of BRICKs (*BRICK_GO_*) that fell below this threshold. The distribution of *BRICK_GO_* of 1000 circular permutations is compared to the actual number of significantly enriched BRICKs to determine the *P*-value.

### Synteny Analysis

Release 4.3 of the *D. melanogaster* genome annotation (Berkeley Drosophila Genome Project) contains information on the start and end location of regions that are syntenic to genomic regions in *D. pseudoobsura*. These locations represent synteny breakpoints. Since it has been reported that the scaffolds from the dot chromosome (chromosome 4 in *D. melanogaster* and chromosome 5 in *D. pseudoobscura*) could not reliably ordered in *D. pseudoobscura* [40], we omitted chromosome 4 from our synteny calculations. On the other chromosome arms of *D. melanogaster*, the distribution of the synteny breakpoints is not significantly different from a uniform random distribution (Kolmogorov-Smirnov test, P = 0.6498; data not shown).

Synteny blocks spanning multiple genes sometimes contain insertions of a single gene from a different locus in *D. pseudoobsura*. In the genome annotation, these events are marked by two syntenic block entries. We decided that insertion of a single gene does not constitute a break in a synteny block, when it is embedded in a larger region of synteny. For the formation or break-up of chromatin domains, insertion of a single gene is likely a less deleterious event then an actual break in synteny.

Depletion of synteny breakpoints from BRICKs was determined as follows: Given the start and end position in a BRICK, we determined the genes that are encompassed by the BRICK. Since breaks in synteny almost exclusively occur in between genes, we counted the number of intergenic regions within all the BRICKs (*n*). Next we determined the number of synteny breakpoints within the BRICKs (*k*). Given that there are 955 synteny breakpoints (*K*) in the *D. melanogaster* genome and 14,351 intergenic regions (*N*), we can calculate a probability score using the cumulative hypergeometric distribution for *k* syntenic breakpoints in a BRICK containing *n* intergenic regions.

The median synteny block size is 8 genes, whereas some BRICKs are much larger (by definition up to 100 genes). Because of this partial discrepancy in scale, we performed the synteny analysis for subsets of BRICKs smaller than a given maximum size (BRICK size is the number of probed genes per BRICK). Plotting –log_10_(*P*-value) as a function of the maximum BRICK size visualizes the size-dependent depletion of synteny breakpoints from BRICKs (Fig. S8). Fig. 5G shows the *P*-values corresponding to the most significantly depleted BRICK size range for each protein.

## Supporting Information

Figure S1 Domainograms for all tested proteins on all major chromosome arms. Chromosome 4, which is only ∼1.2 Mb in size, is not shown. Color scheme is the same as in Figure 1.
(1.46 MB PDF)

Figure S2 Comparison of cDNA data with high-resolution tiling array data. Domainograms for high resolution tiling array DamID data (top) and cDNA array DamID data (bottom) for HP1 on chromosome 2L.
(0.81 MB PDF)

Figure S3 Domainogram and BRICK identification from synthetic data. Simulated data were generated to test the visualization and detection of chromatin domains. We created a virtual chromosome arm of 1200 genes, each associated with a quantile score (range 0–1) representing the ranked binding of a virtual protein. On this chromosome arm we placed seven domains consisting of 5–100 neighboring genes that were assigned quantile scores representing either “strong” (randomly selected quantile scores 0.99–1.00), “medium” (0.90–0.99) or “weak” (0.75–0.90) binding. The remainder of the genes was assigned a random value. A) Domainogram derived from an artificial dataset, and B) the corresponding simulated data. Yellow, orange and red rectangles denote the domains of weak, medium, and strong binding, respectively. C) Plot showing the performance of BRICK detection on 100 separate simulation runs. Horizontal lines denote the coordinates of identified BRICKs in each simulation run (vertical axis). Sensitivity of BRICK detection depends on the size and intensity of the domain, but identification of spurious domains or fusion of separate domains occurs very rarely.
(0.75 MB PDF)

Figure S4 BRICK plots showing the distribution of chromatin domains for all proteins on each chromosome arm. BRICKs <100 probed genes are shown. Each horizontal line depicts the position of a BRICK. For each protein, the relative vertical location of the lines represents the number of probed genes in a BRICK.
(0.38 MB PDF)

Figure S5 Enrichments of protein binding in BRICKs. Boxplots are shown of the average protein binding (DamID or ChIP) logratio for each BRICK size. Boxes show 25th–75th percentile, and the horizontal line inside each box indicates the median.
(0.16 MB PDF)

Figure S6 Empirical cumulative distribution plots for quantile scores for coregulation in domains. Figures show cumulative distribution of quantile scores of coregulation (see Text S1 for details on the calculation of quantile scores). Each figure represents the coregulation level for one protein as indicated. Horizontal axes represent quantile scores, vertical axes represent the relative cumulative level for a given quantile score. The dashed gray line represents the theoretical uniform distribution. In the top-left corner of each graph is indicated the p-value according to the KS-test, for deviation from a uniform distribution.
(0.94 MB PDF)

Figure S7 Empirical cumulative distribution of p-values for enrichment of GO categories. P-values of enrichment for GO categories were calculated using the cumulative hypergeometric distribution. Empirical distribution of the p-values in the domains is shown in black. The gray line denotes the empirical distribution of p-values from 10,000 randomized genomes. The red dashed line denotes the p-values for which the FDR is 0.01.
(0.27 MB PDF)

Figure S8 A Prospero chromatin domain is enriched for genes encoding transcription factors involved in Notch signaling. A) Bottom part of a domainogram of chromosome 3R for Prospero binding. Below the plot the corresponding BRICK structure is shown. B) Chromosomal map showing tiling array data with log2 binding ratios for Prospero (Choksi et al. Dev Cell. 2006 Dec;11(6):775-89) in a BRICK region. C) Genes located in the same region. Three major GO categories are indicated by different colors.
(1.07 MB PDF)

Figure S9 Synteny breakpoints are significantly depleted from BRICKs defined by some proteins. Depletion of synteny breakpoints from BRICKs is calculated using the cumulative hypergeometric distribution. For every protein, barplots show the p-value as a function of the maximum BRICK size. For a maximum BRICK size, all BRICKs up to that size are included.
(0.47 MB PDF)

Text S1 Additional information on computational methods.
(0.57 MB PDF)

Dataset S1 Genome-wide binding data for all analyzed chromatin components.
(1.72 MB ZIP)

Dataset S2 GFF file listing all BRICKs.
(0.39 MB TXT)

# Supplementary material for: Global Chromatin Domain Organization of the Drosophila Genome
**Source:** PLoS Genet. 2008 Mar 28;4(3):e1000045. doi: 10.1371/journal.pgen.1000045

Figure S1

bcd

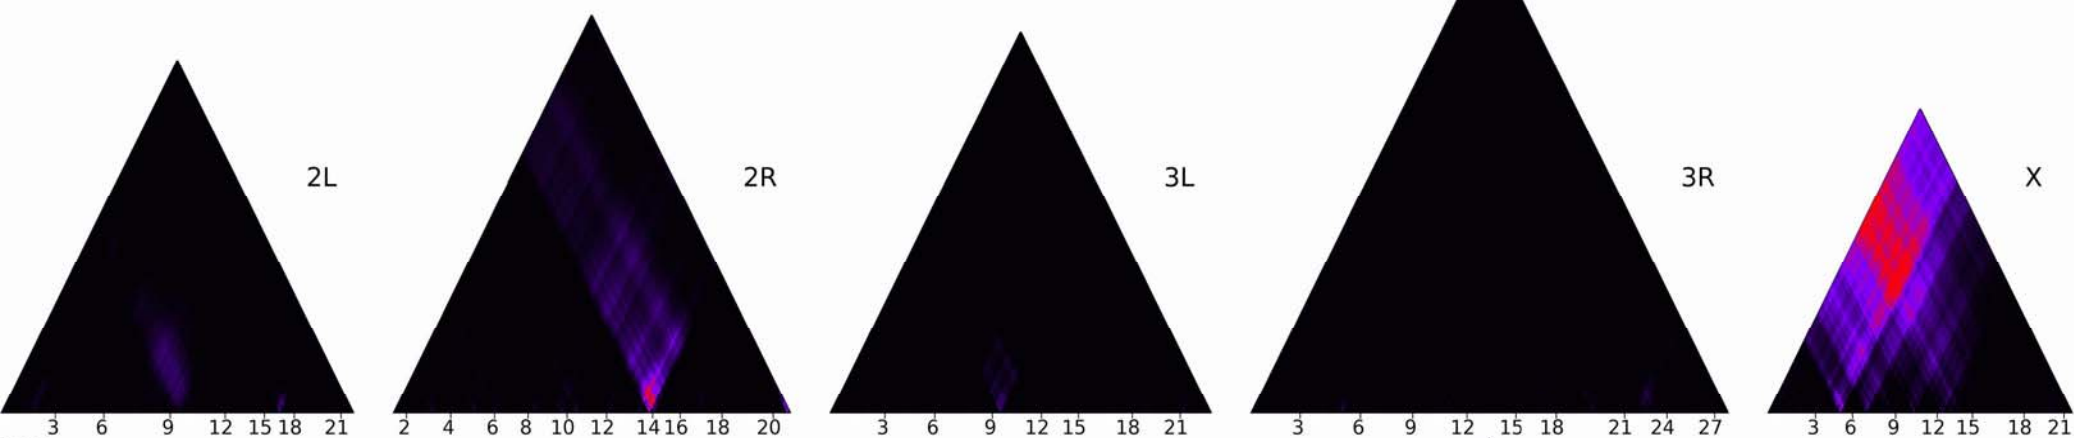

brm

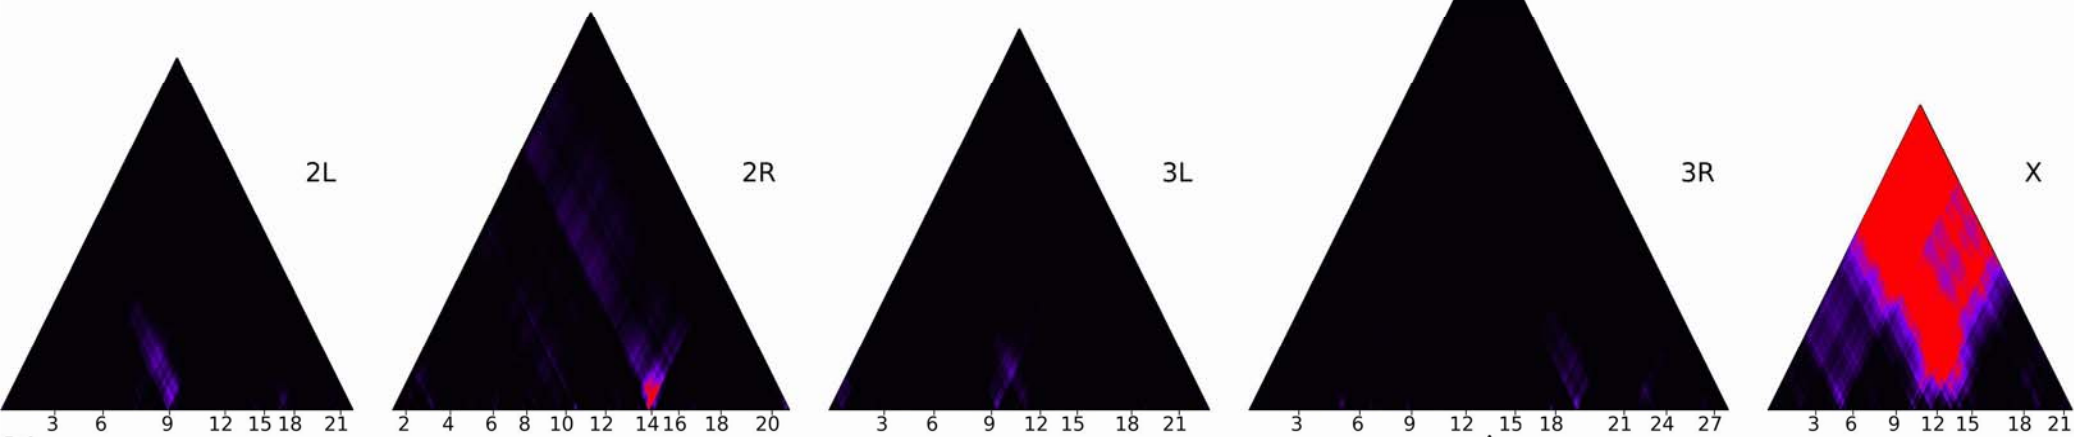

D1

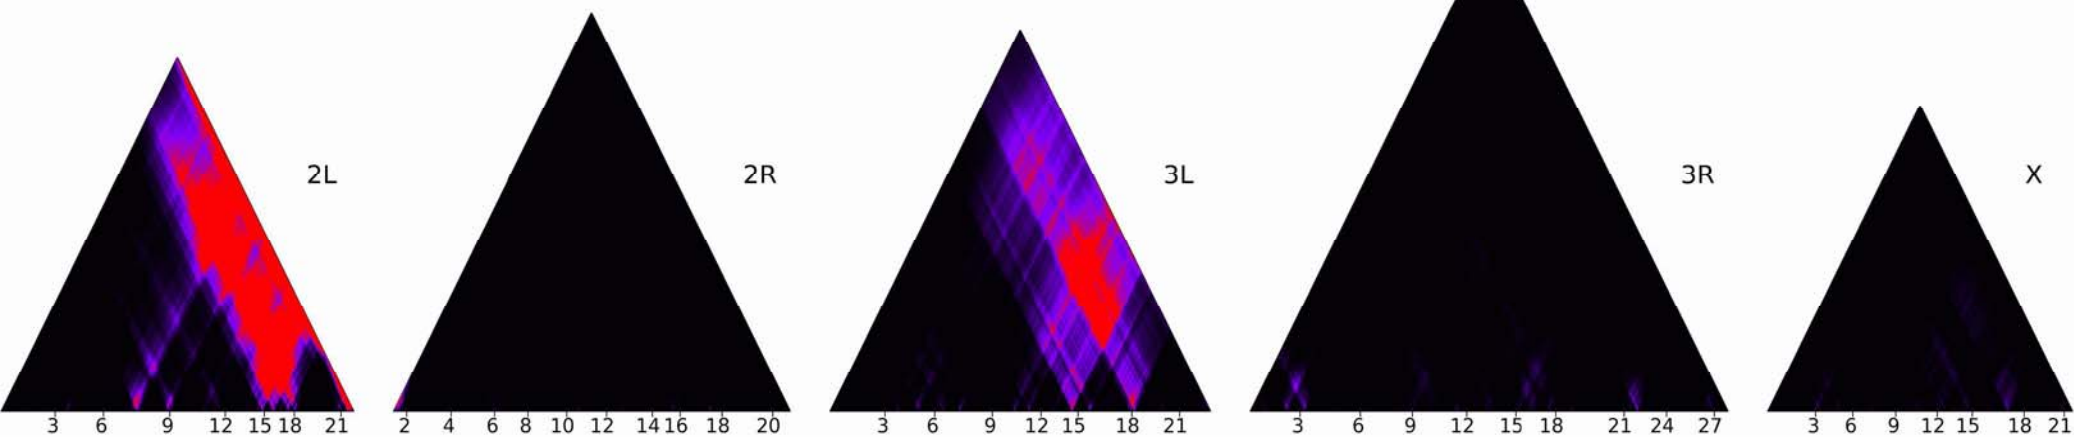

DSP1

Figure S1

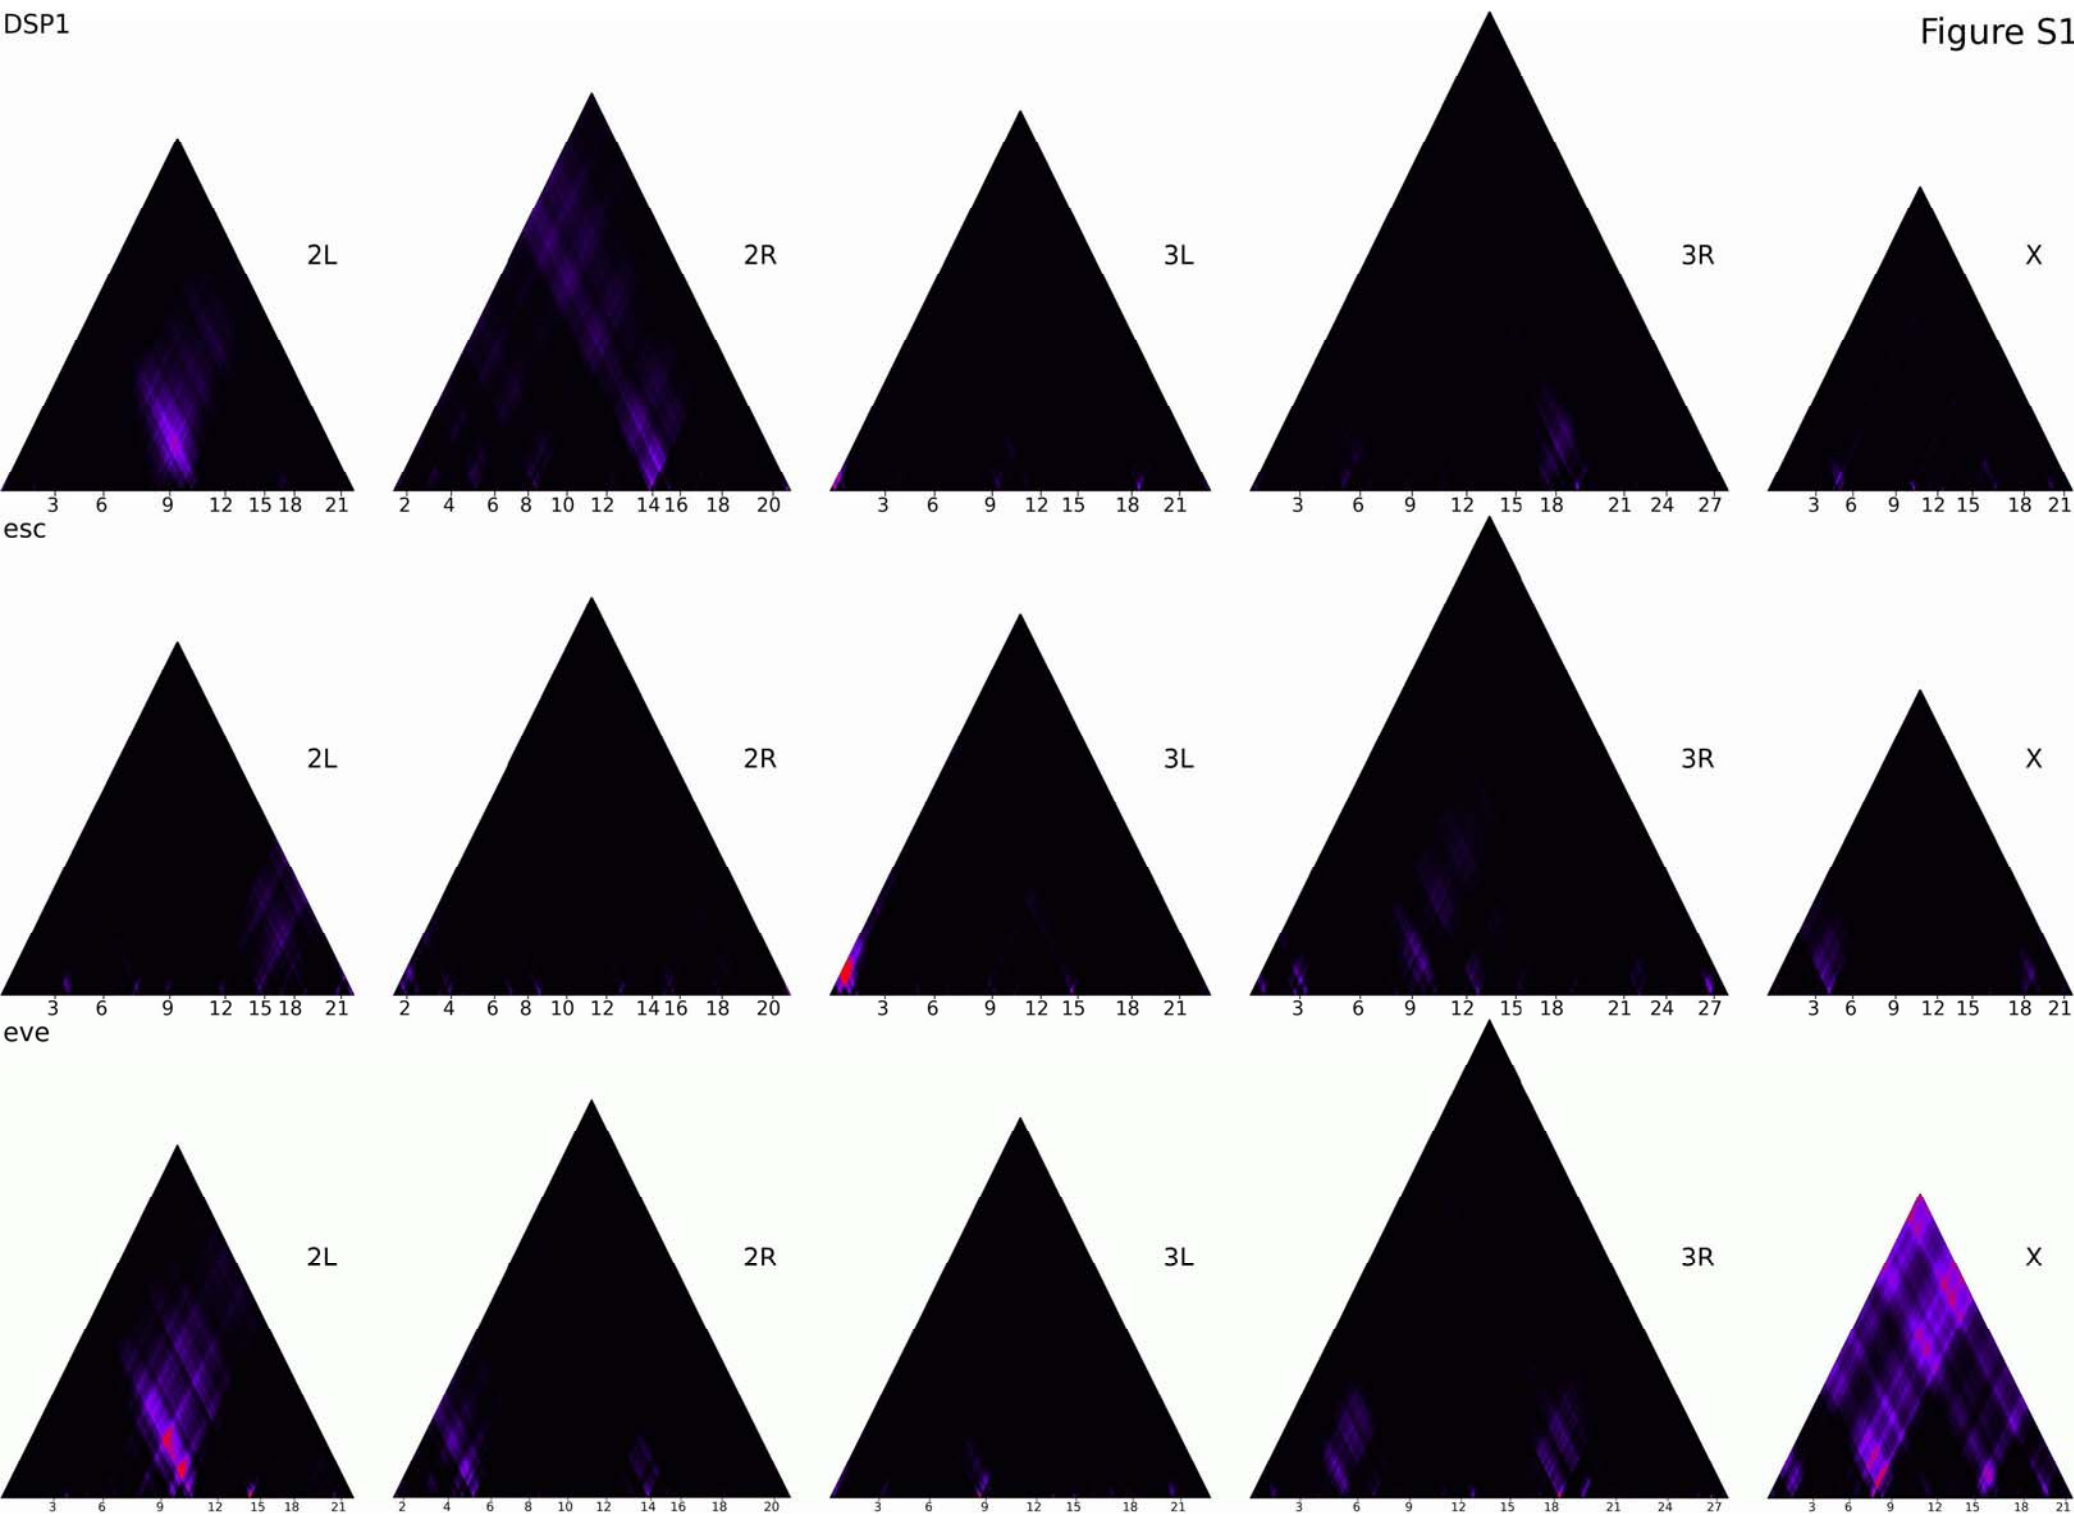

gro

Figure S1

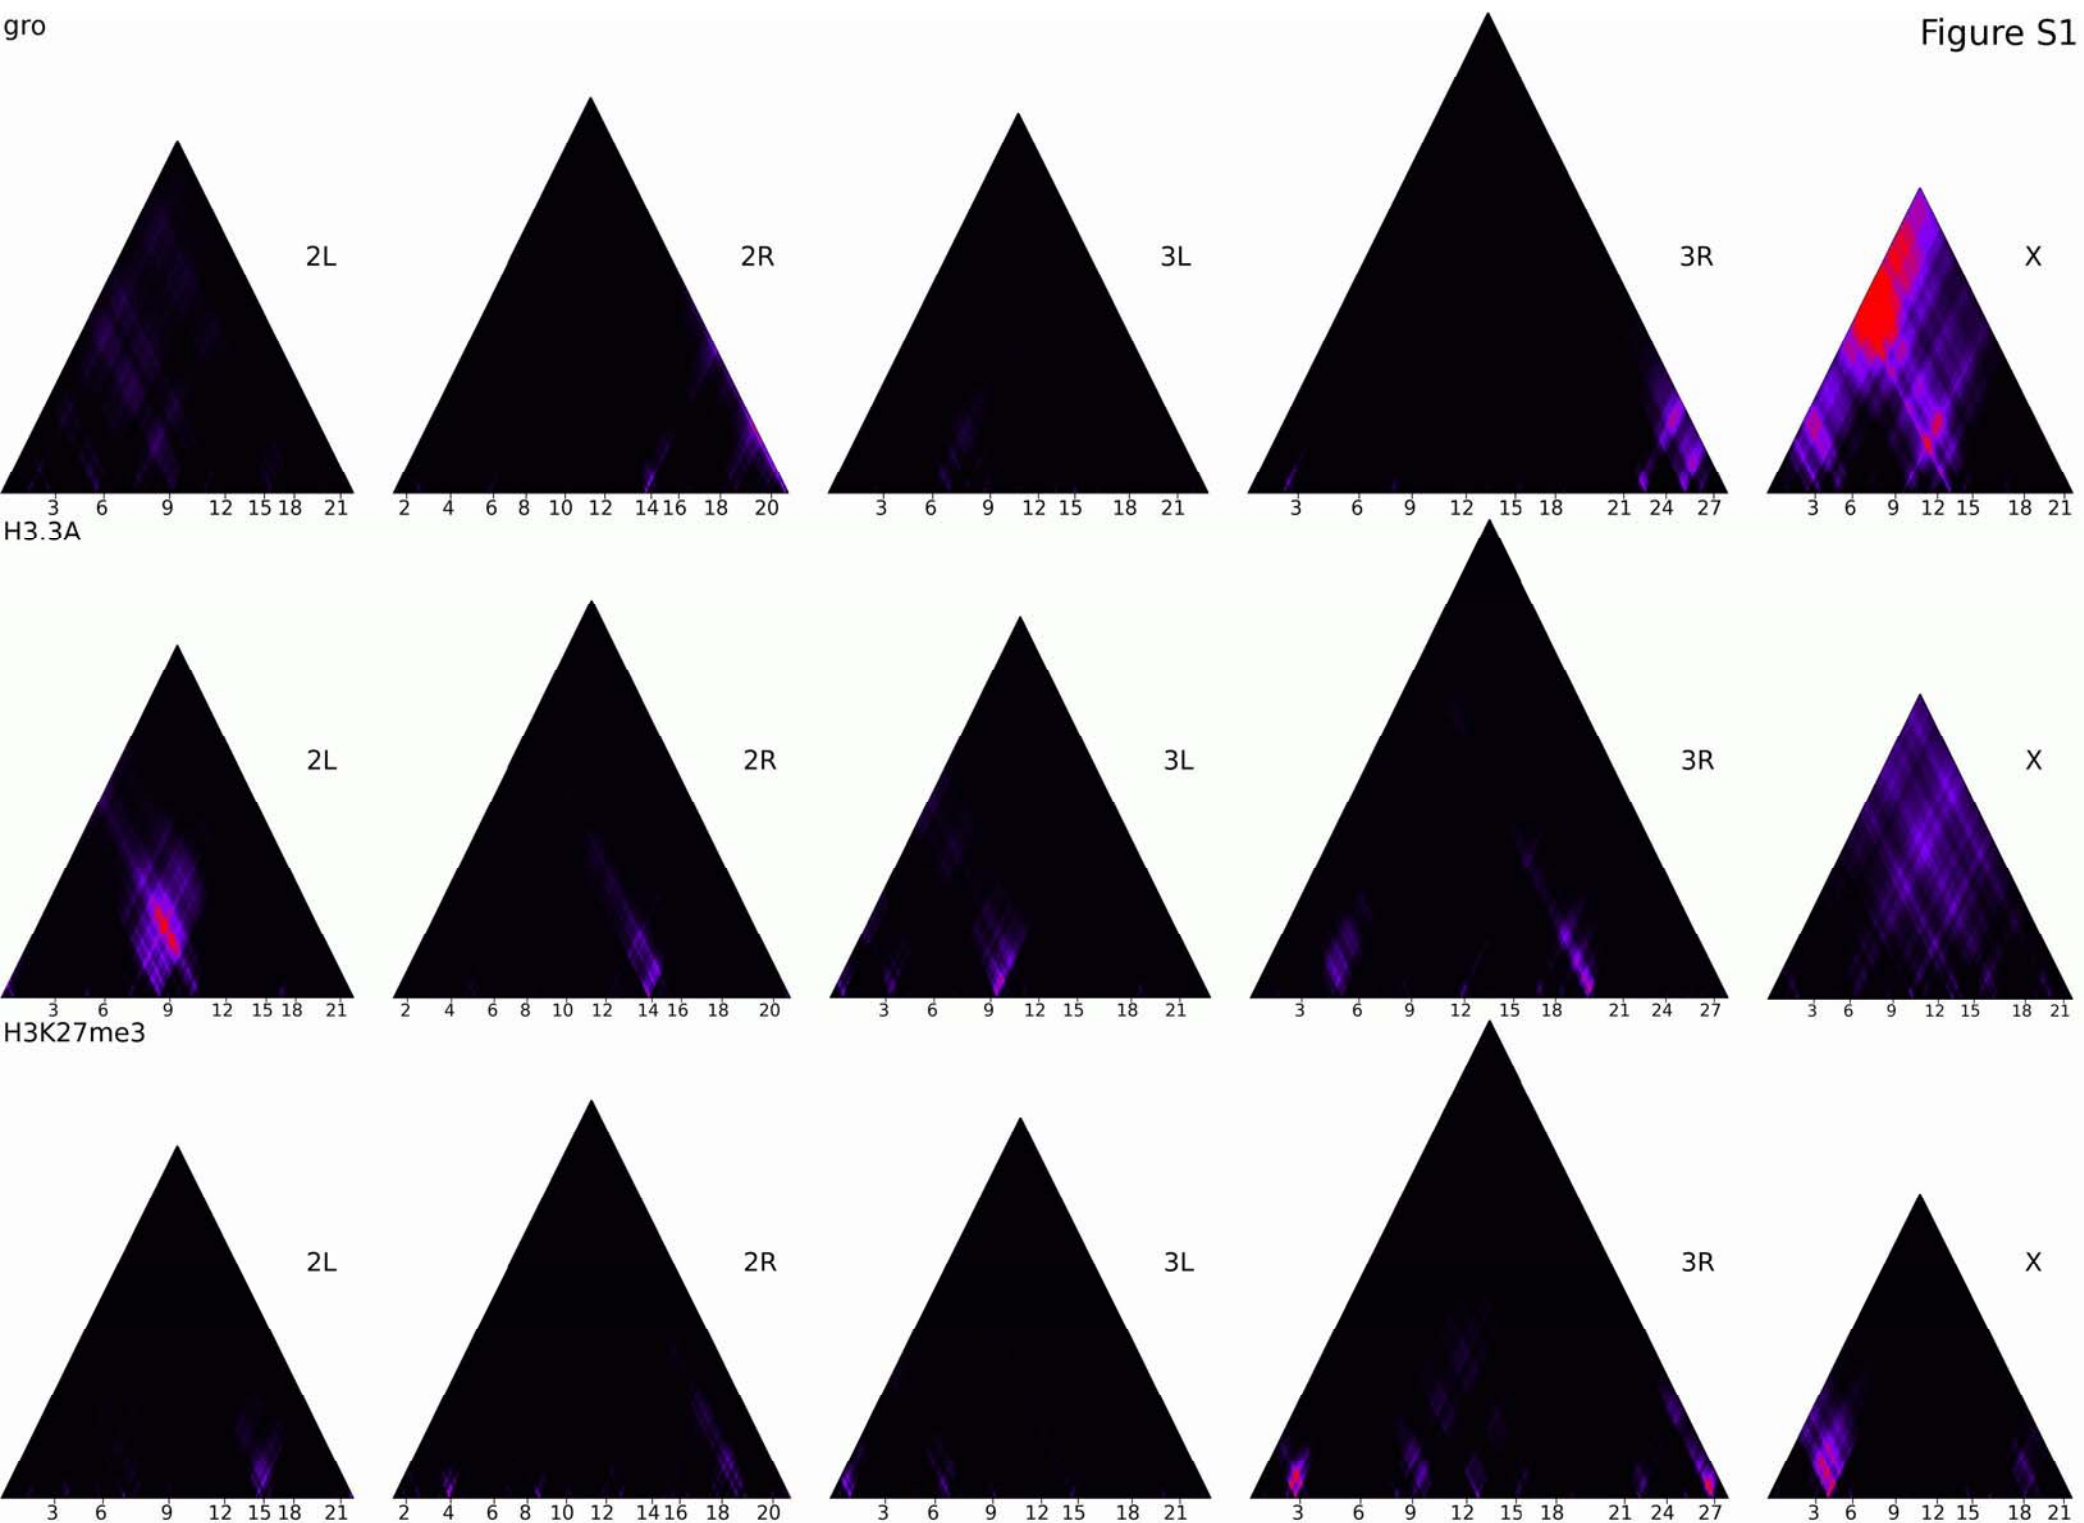

H3K4me3

Figure S1

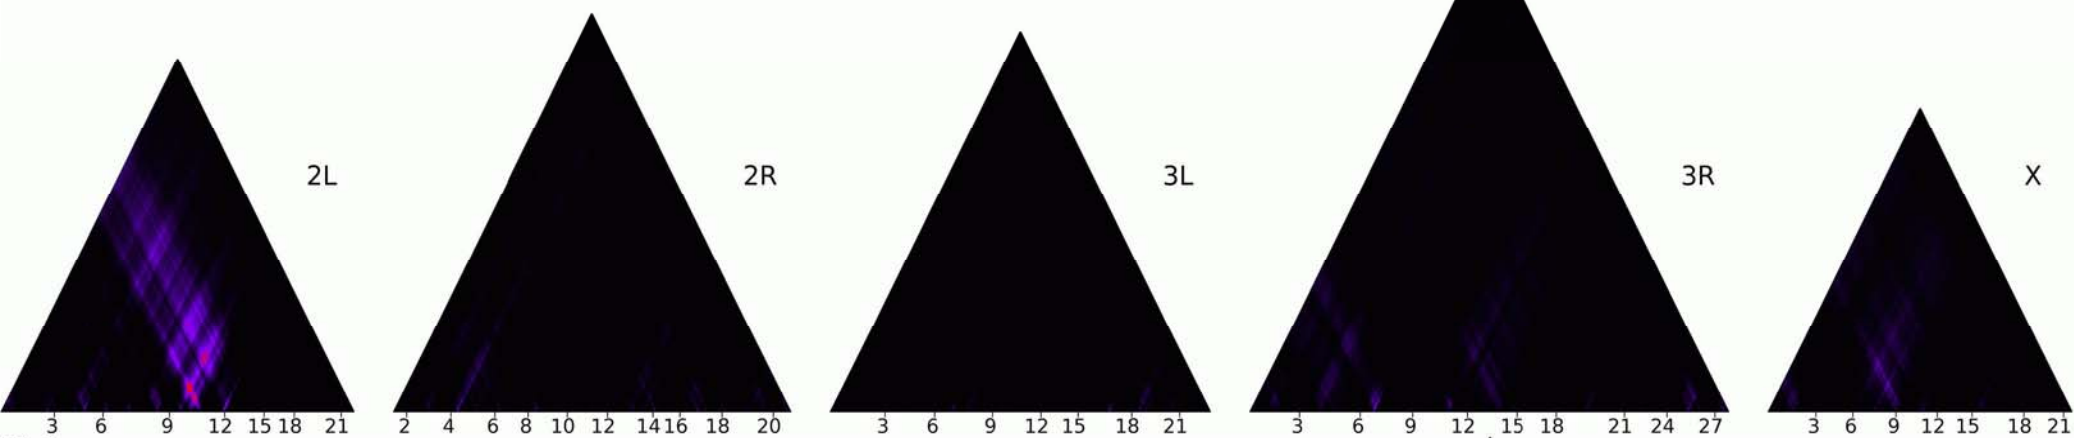

His1

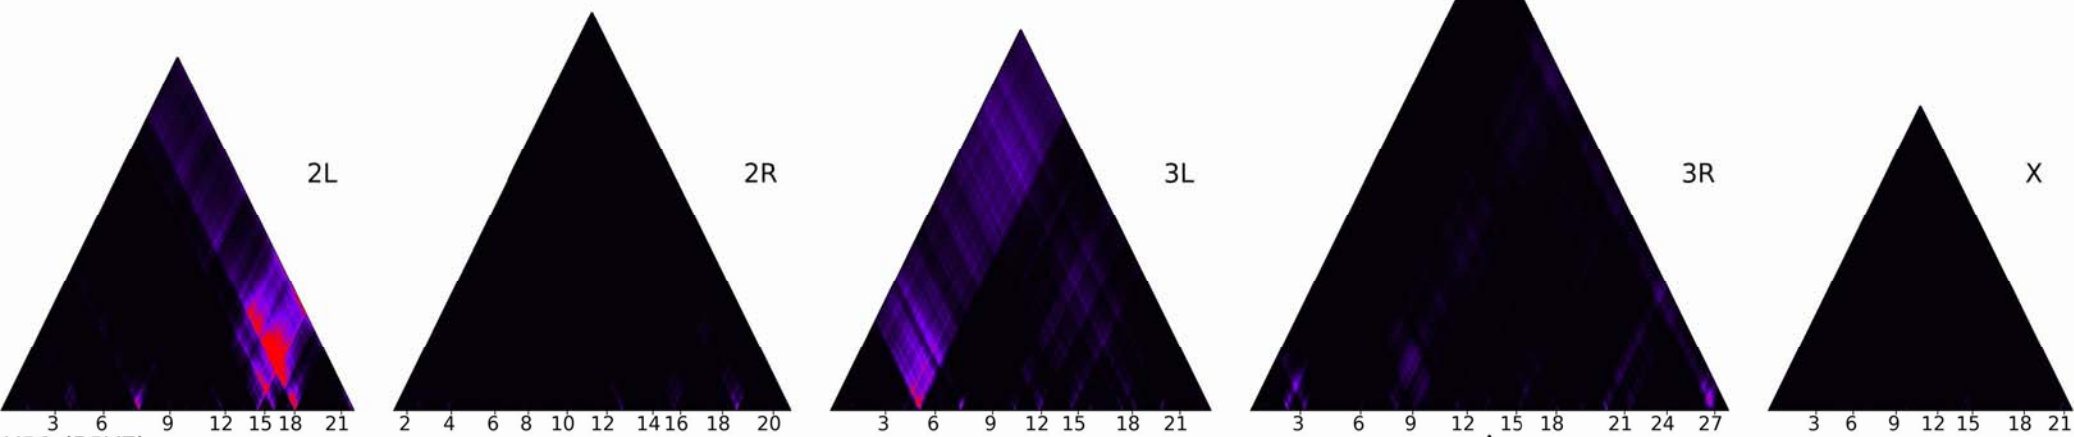

HP1 (BPYE)

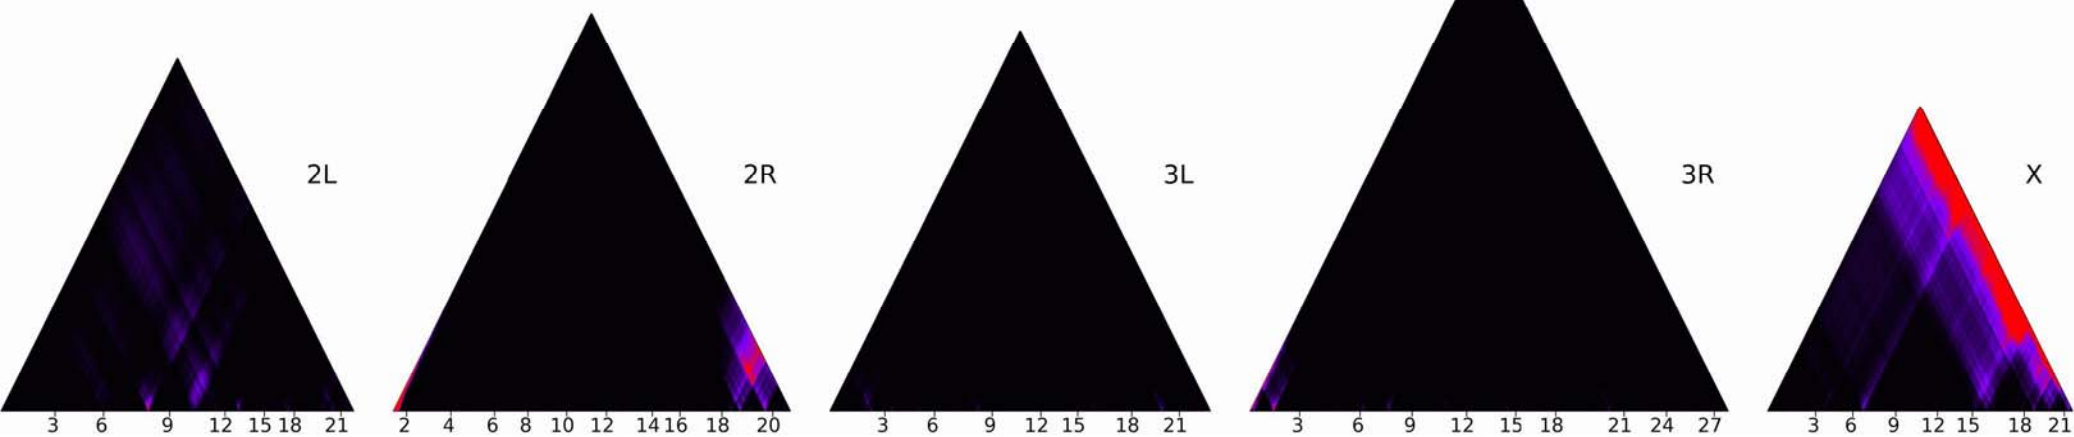

HP1 (HyQ)

Figure S1

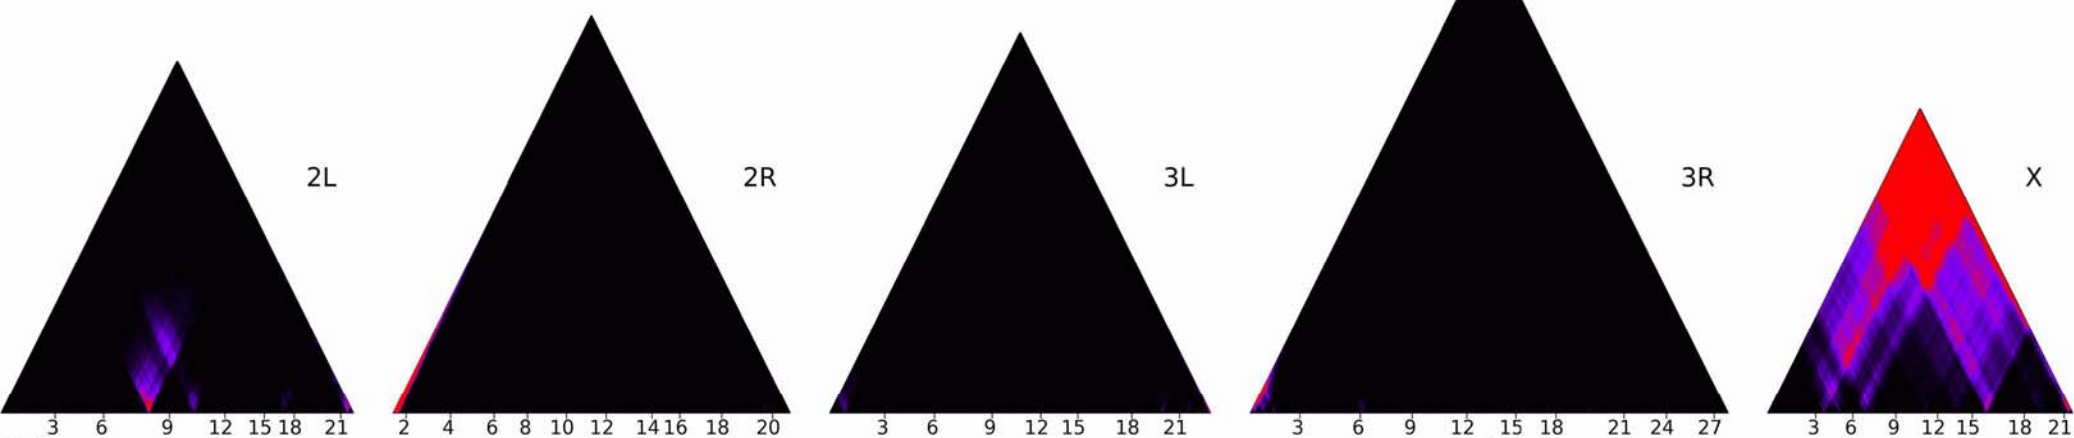

HP4

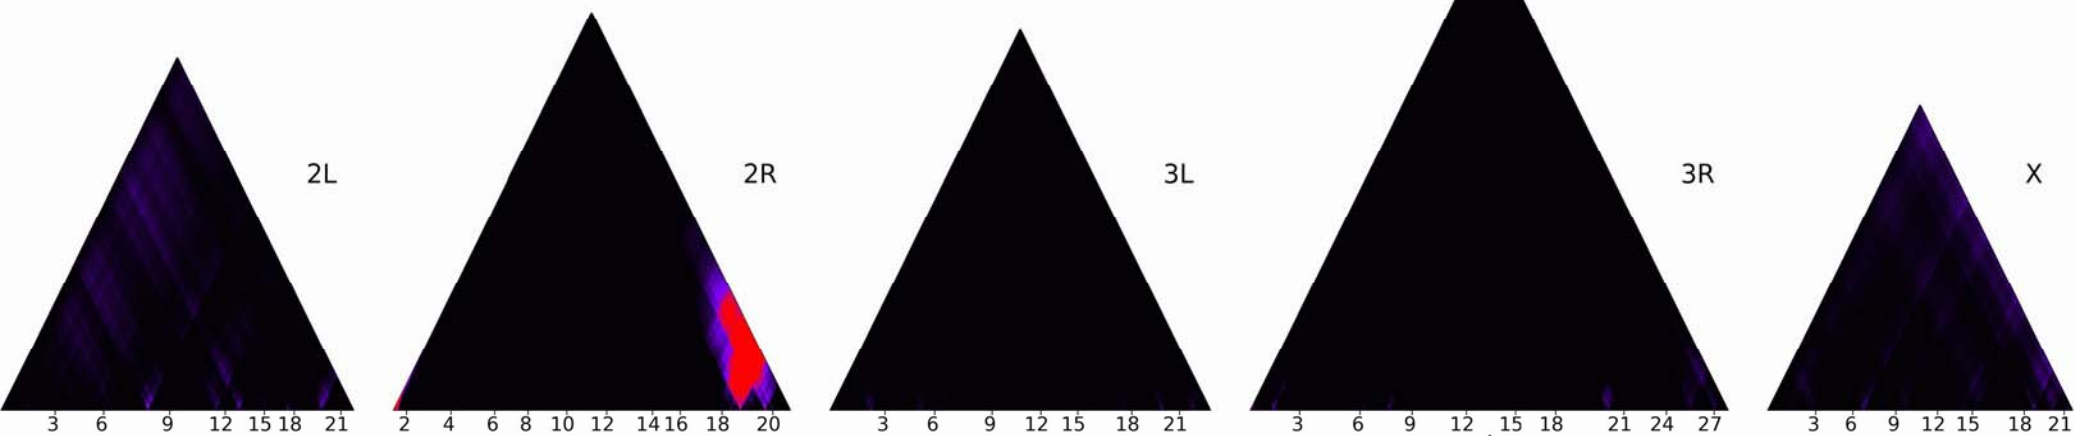

HP5

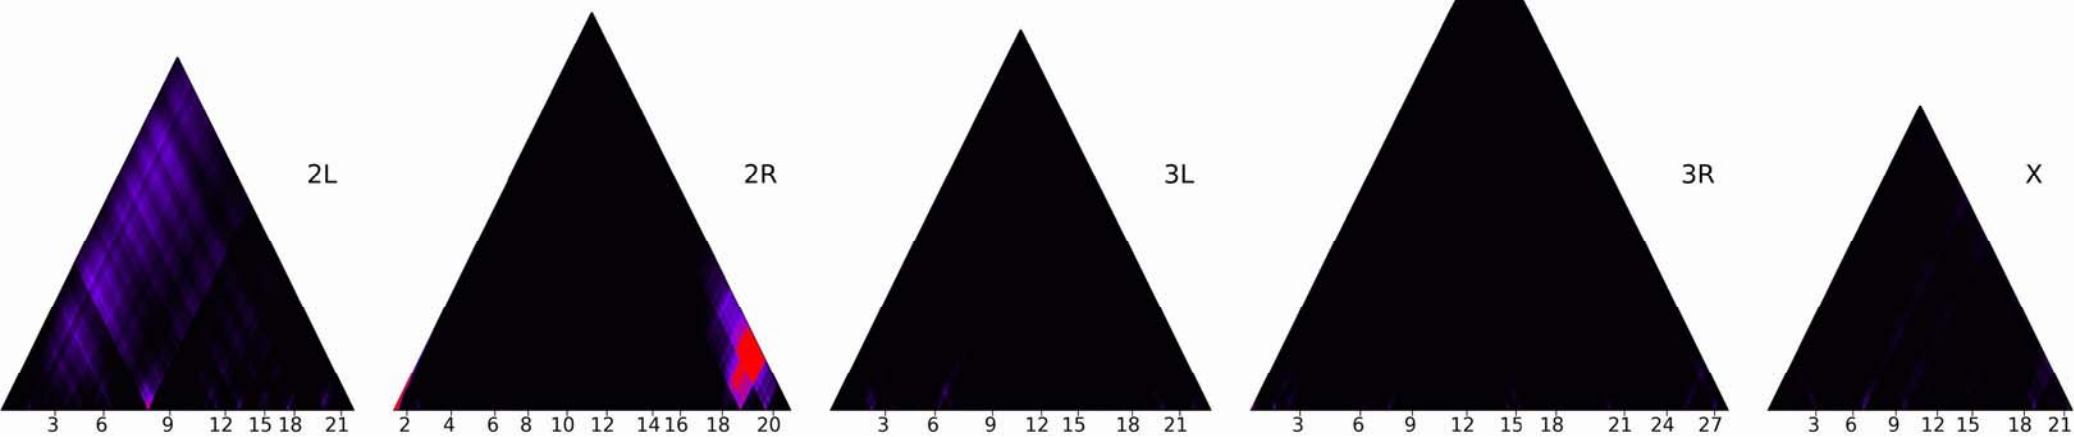

HP6

Figure S1

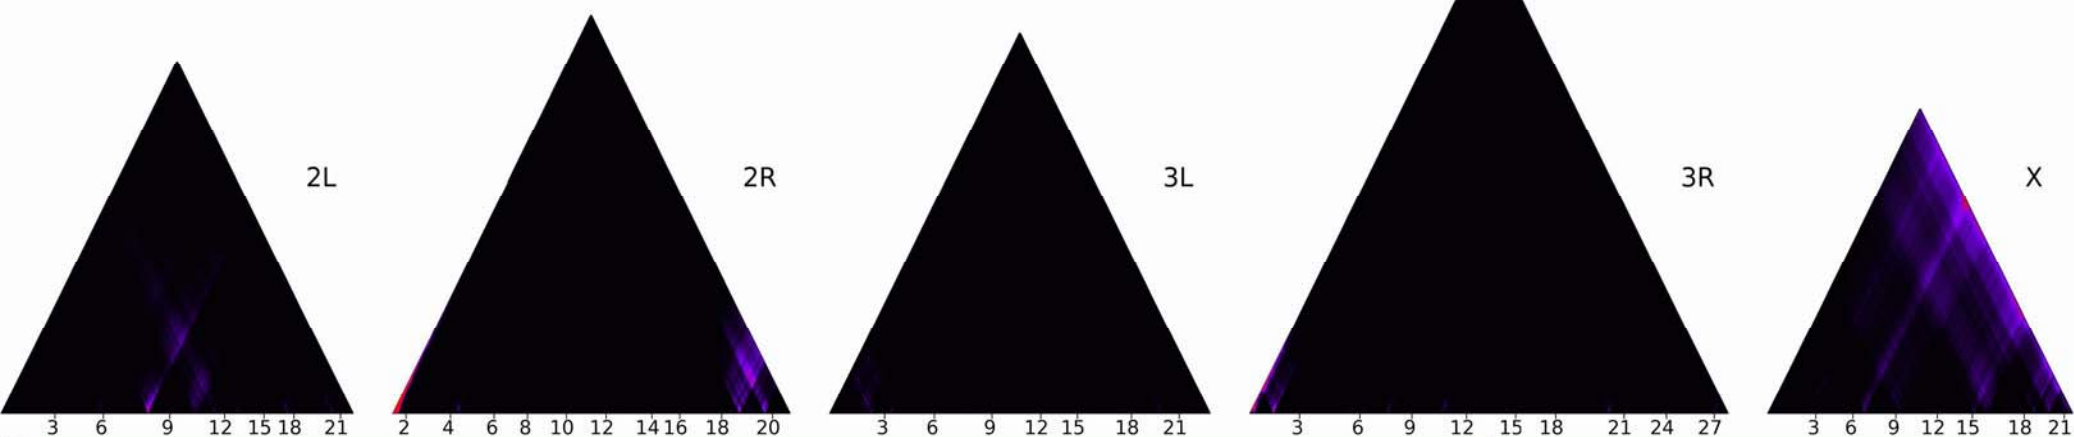

Jra

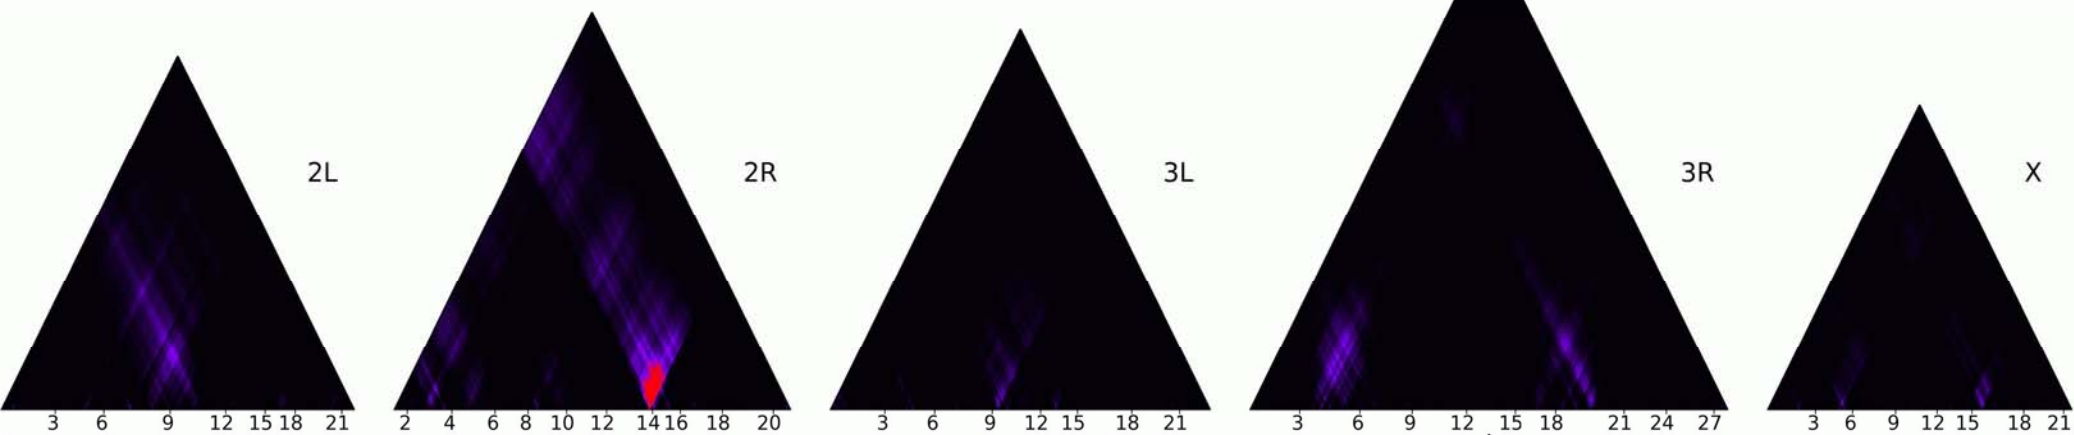

Lam

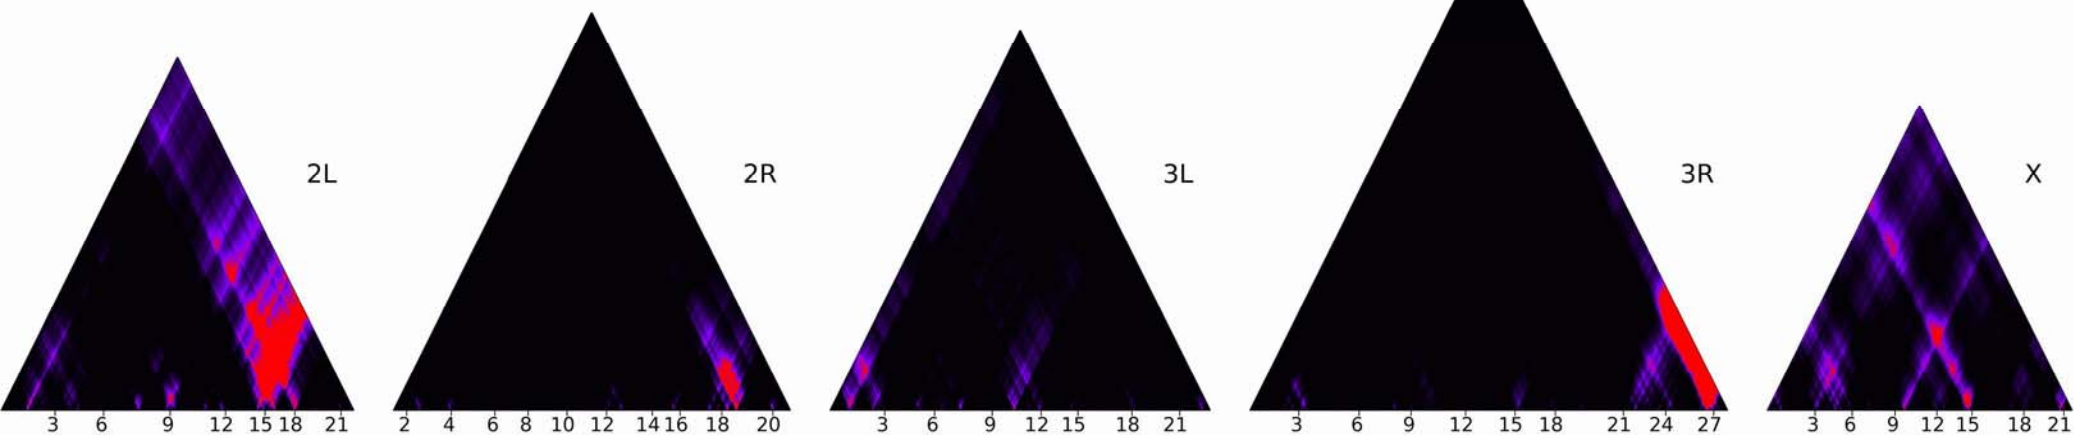

Lhr

Figure S1

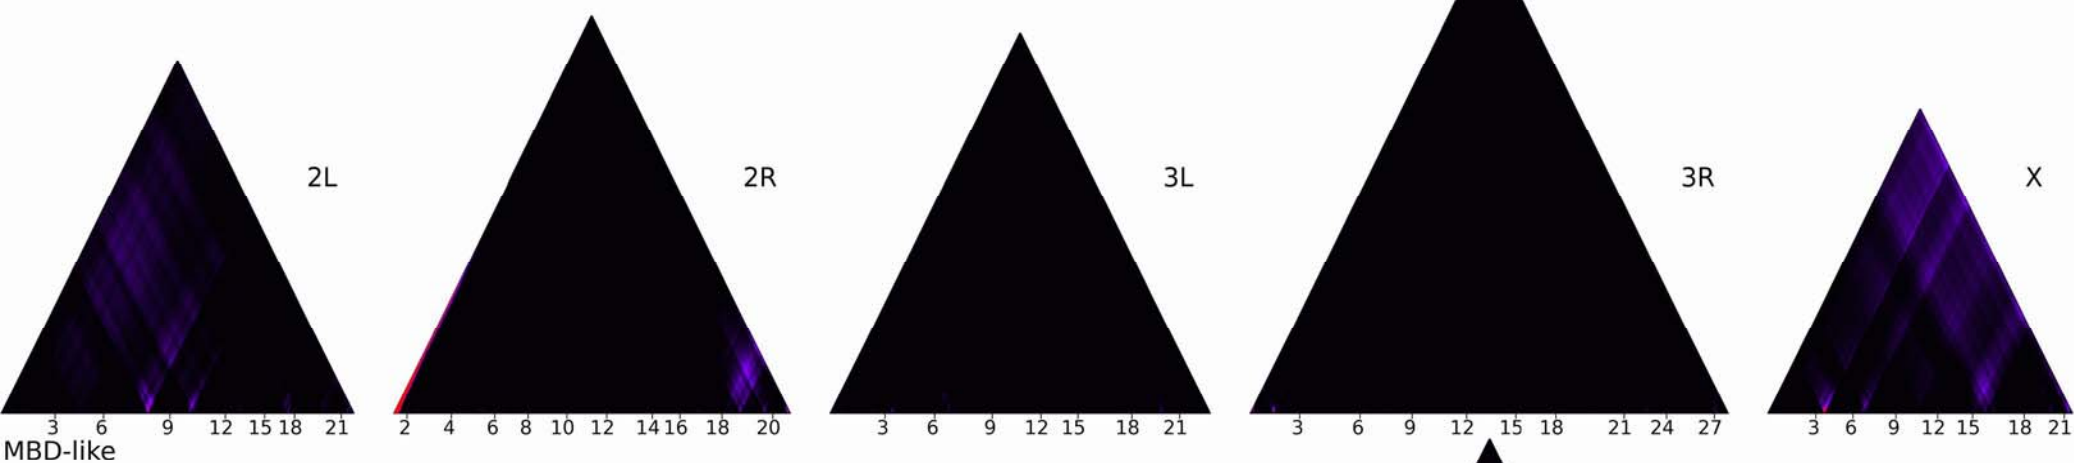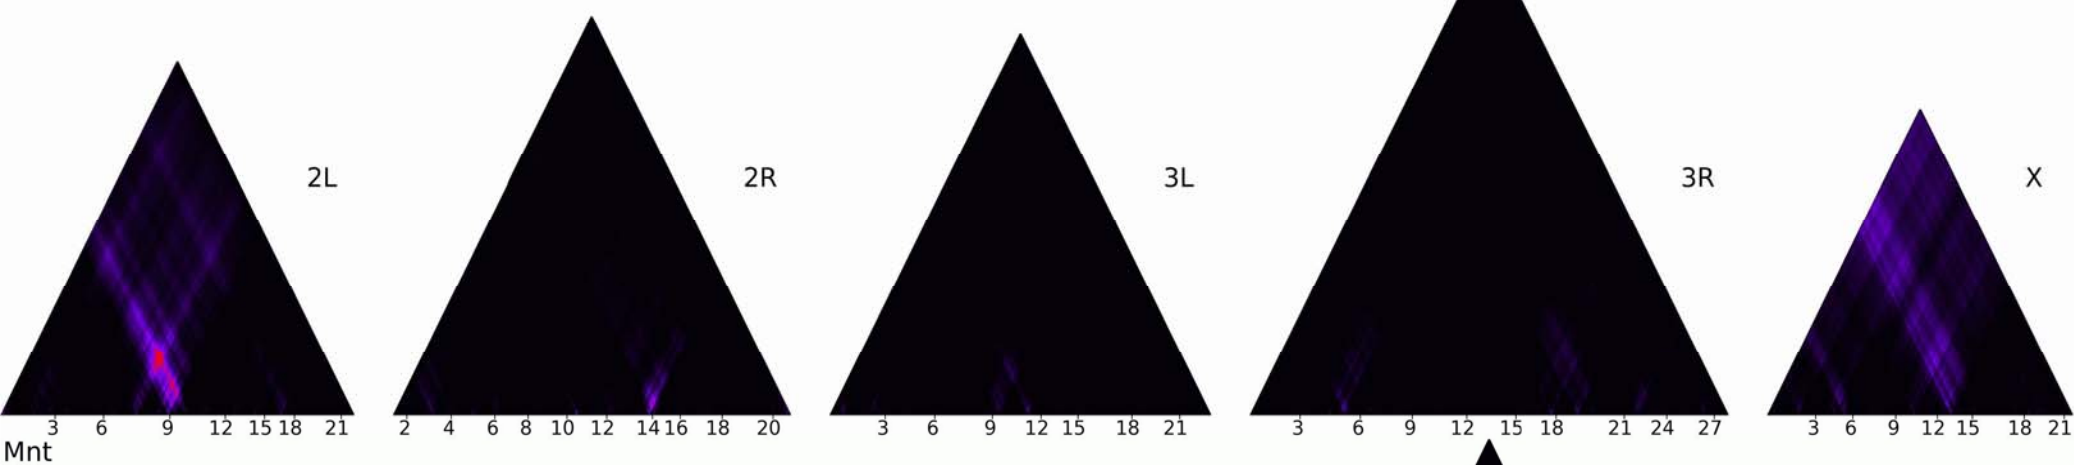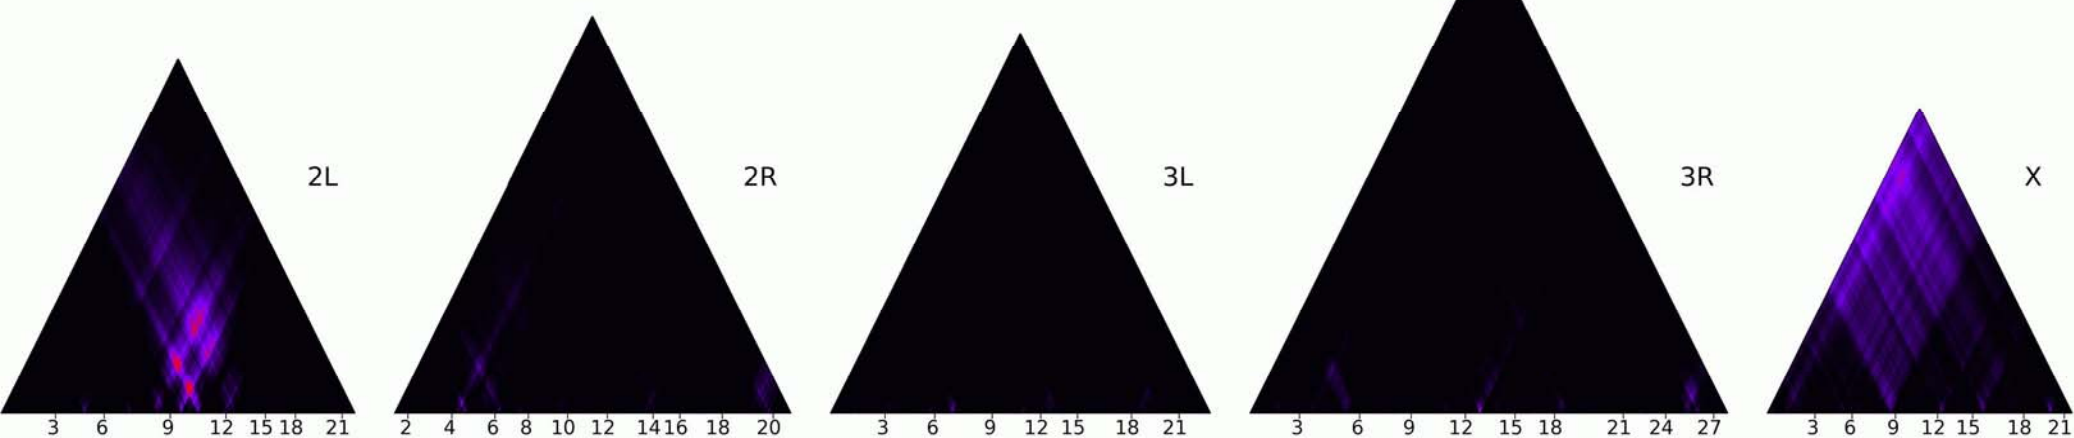

Pc

Figure S1

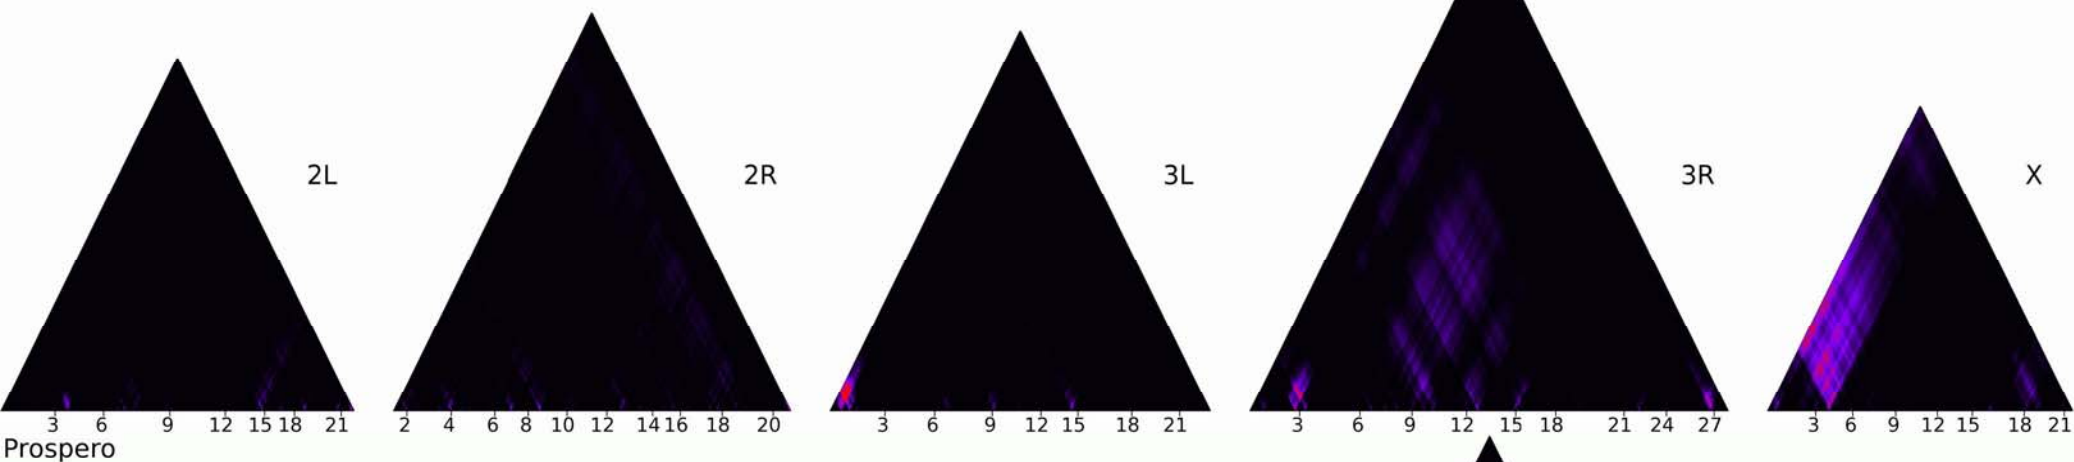

Prospero

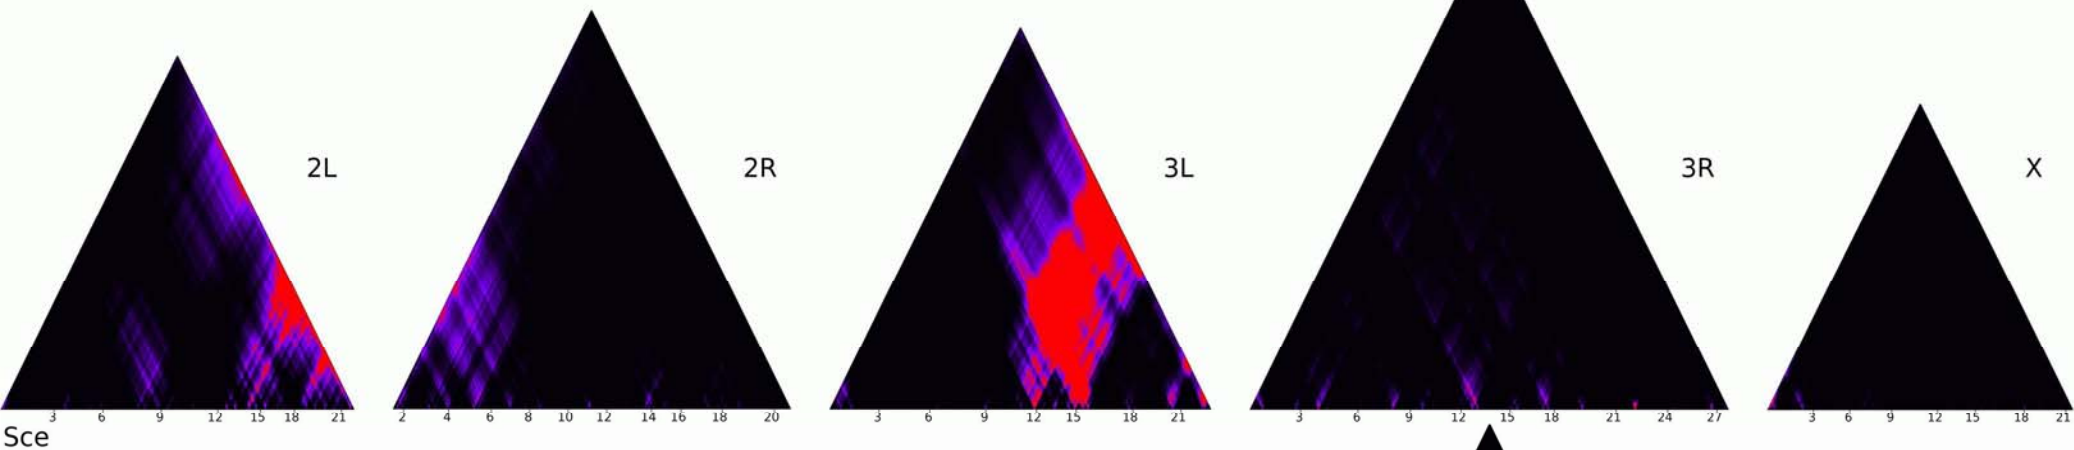

Sce

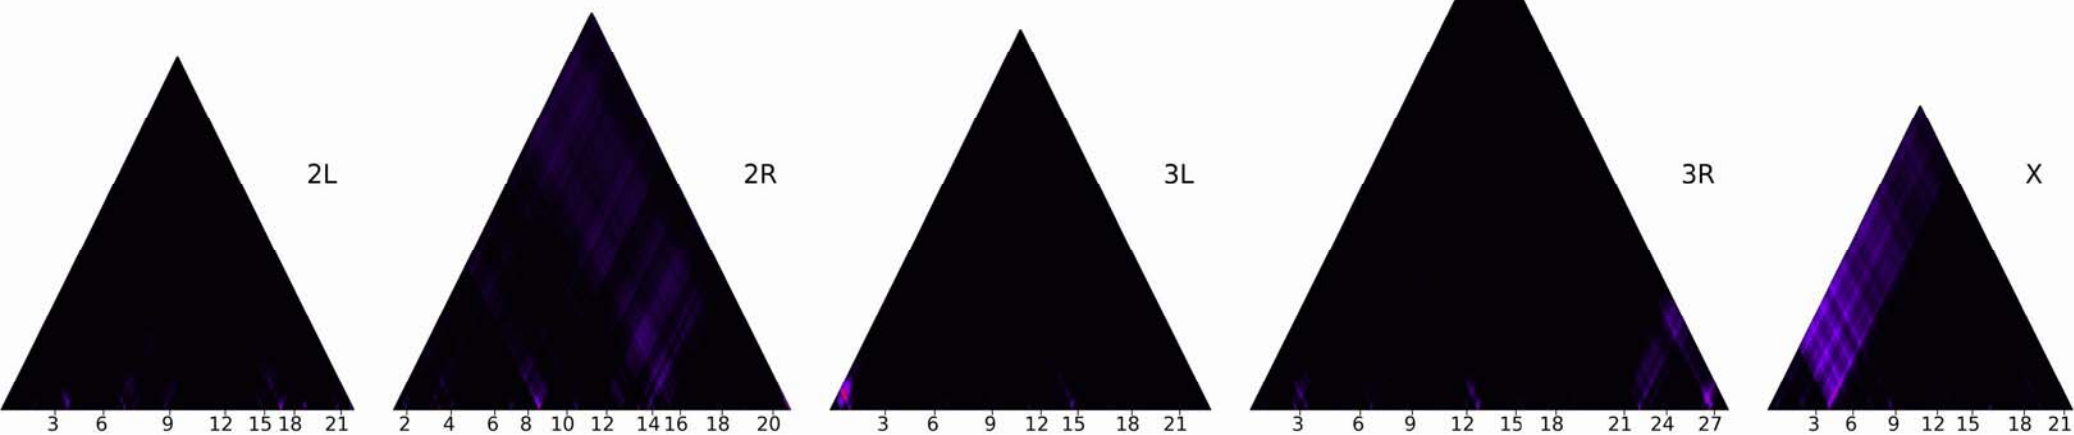

Sin3A

Figure S1

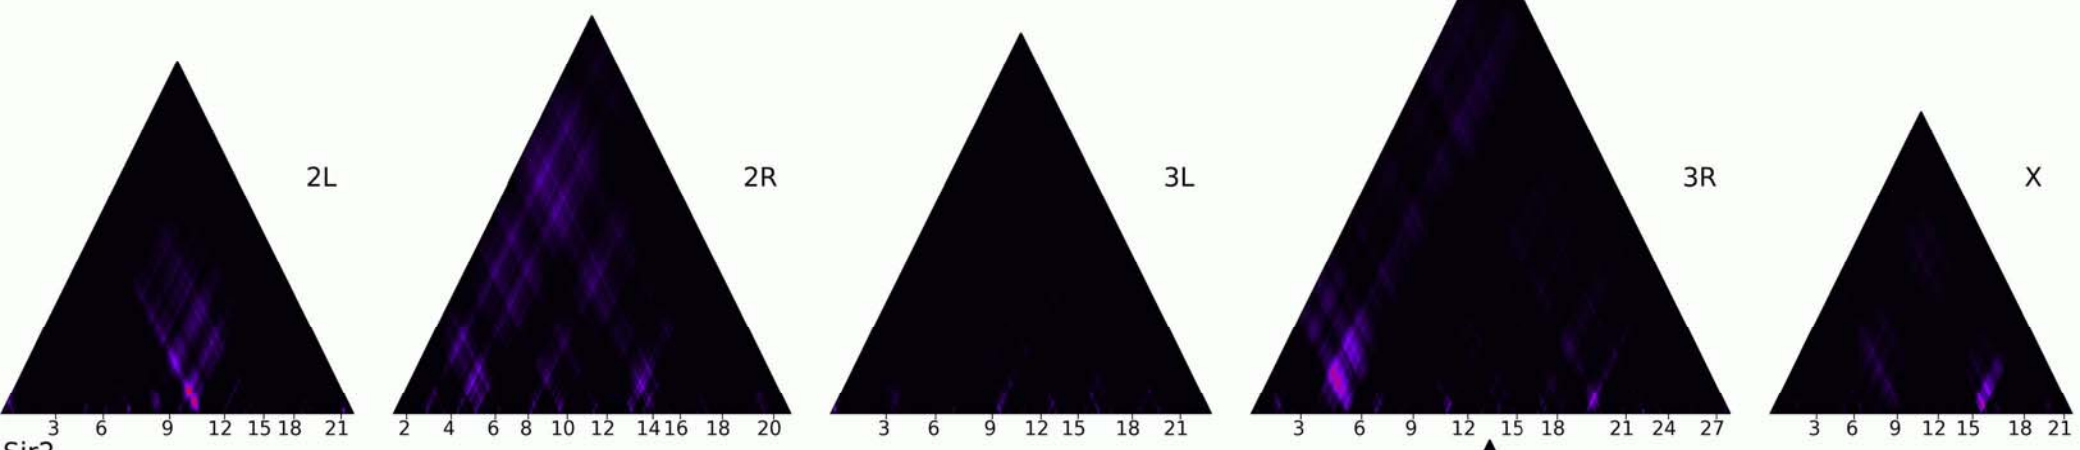

Sir2

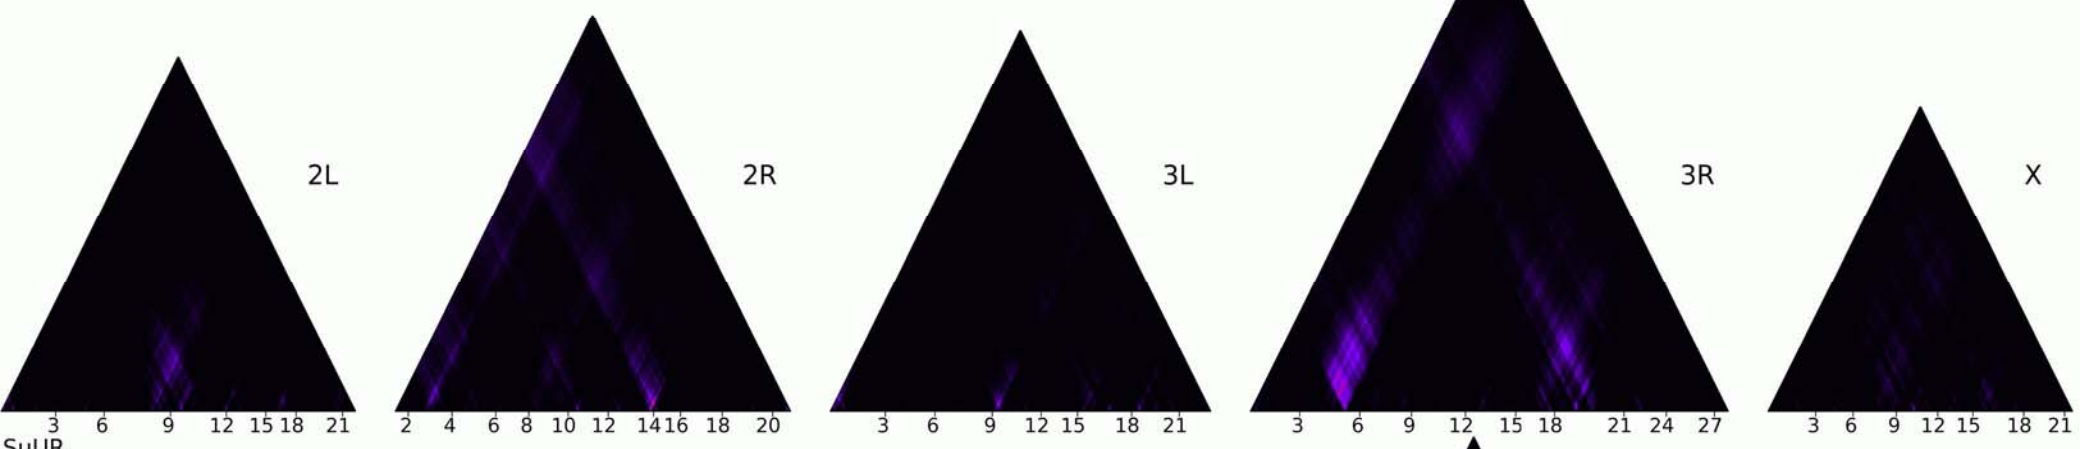

SuUR

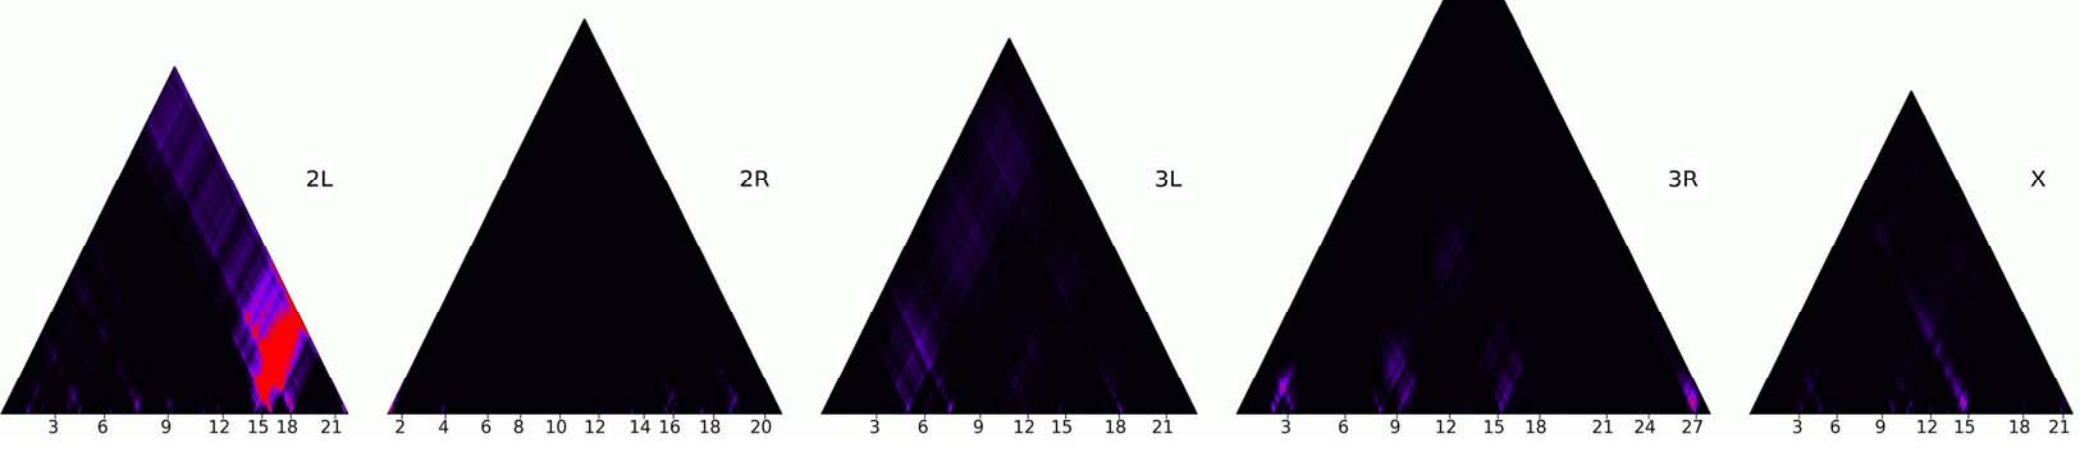

Su(var)3-7

Figure S1

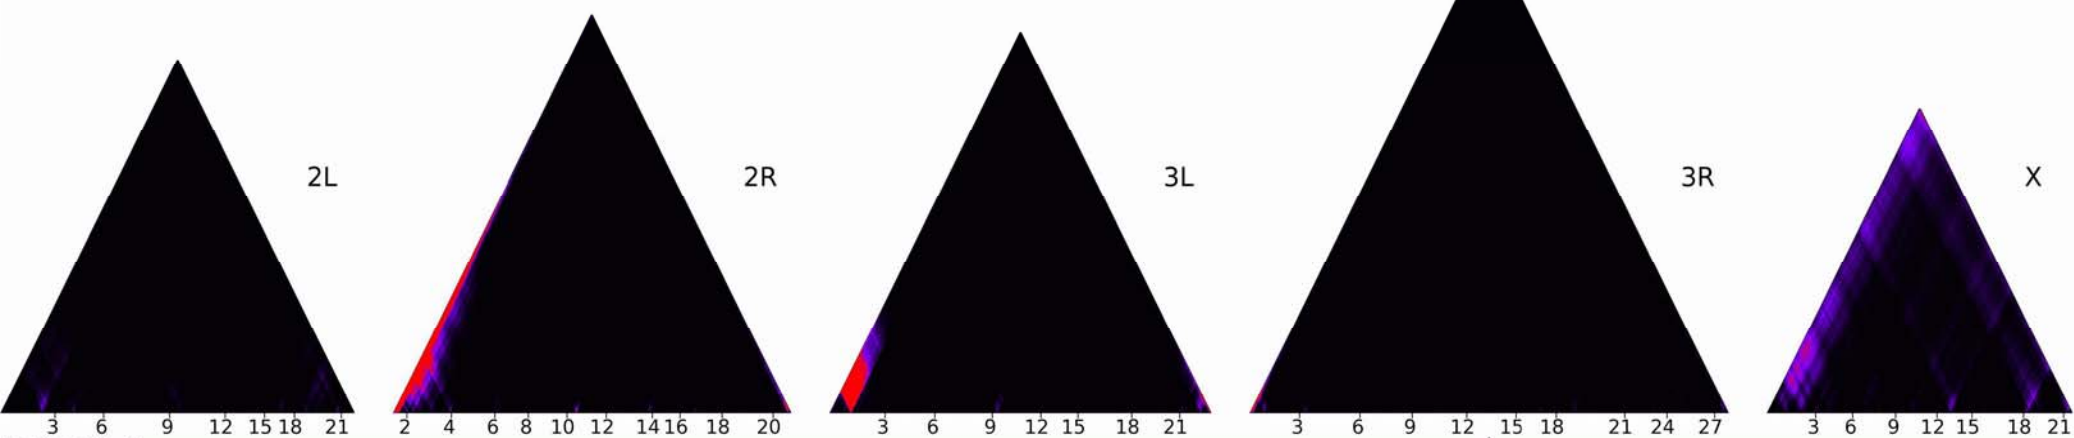

Su(var)3-9

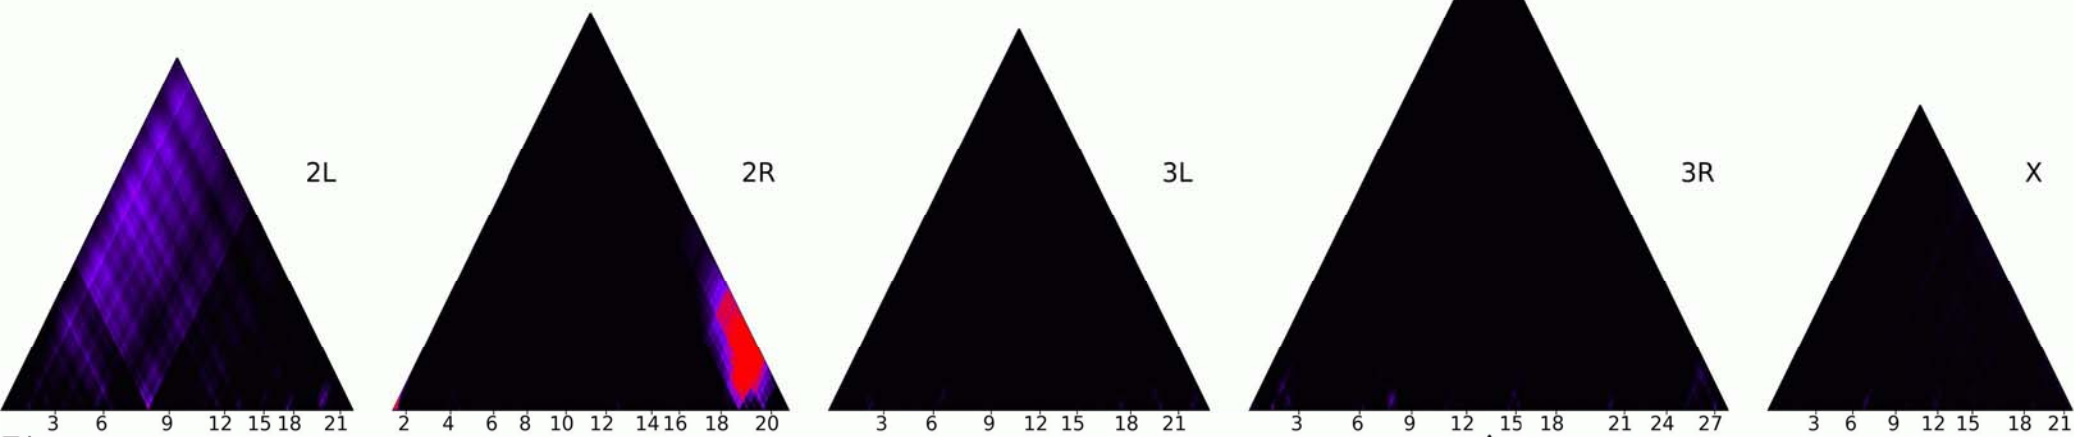

Trl

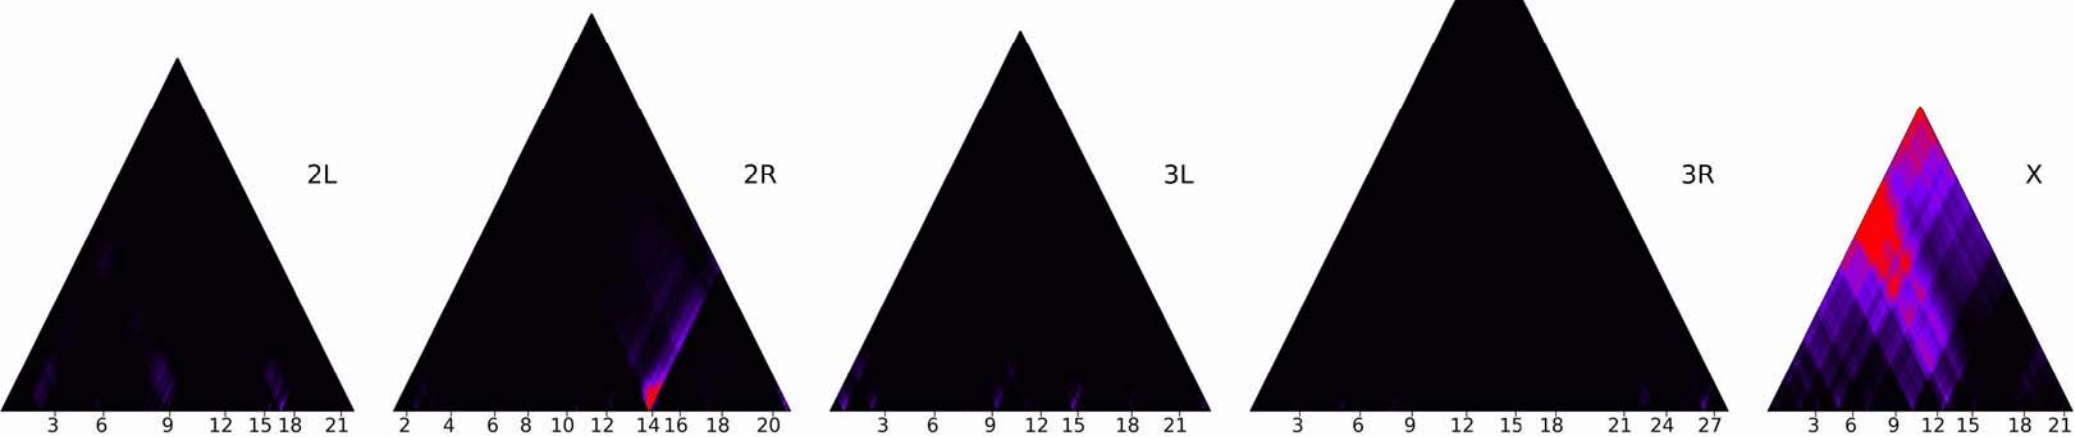

**Supplement:** Figure S1 — Domainograms for all tested proteins on all major chromosome arms. Chromosome 4, which is only ∼1.2 Mb in size, is not shown. Color scheme is the same as in Figure 1. (1.46 MB PDF)

# Supplementary material for: Global Chromatin Domain Organization of the Drosophila Genome
**Source:** PLoS Genet. 2008 Mar 28;4(3):e1000045. doi: 10.1371/journal.pgen.1000045

Figure S4

Chromosome 2L

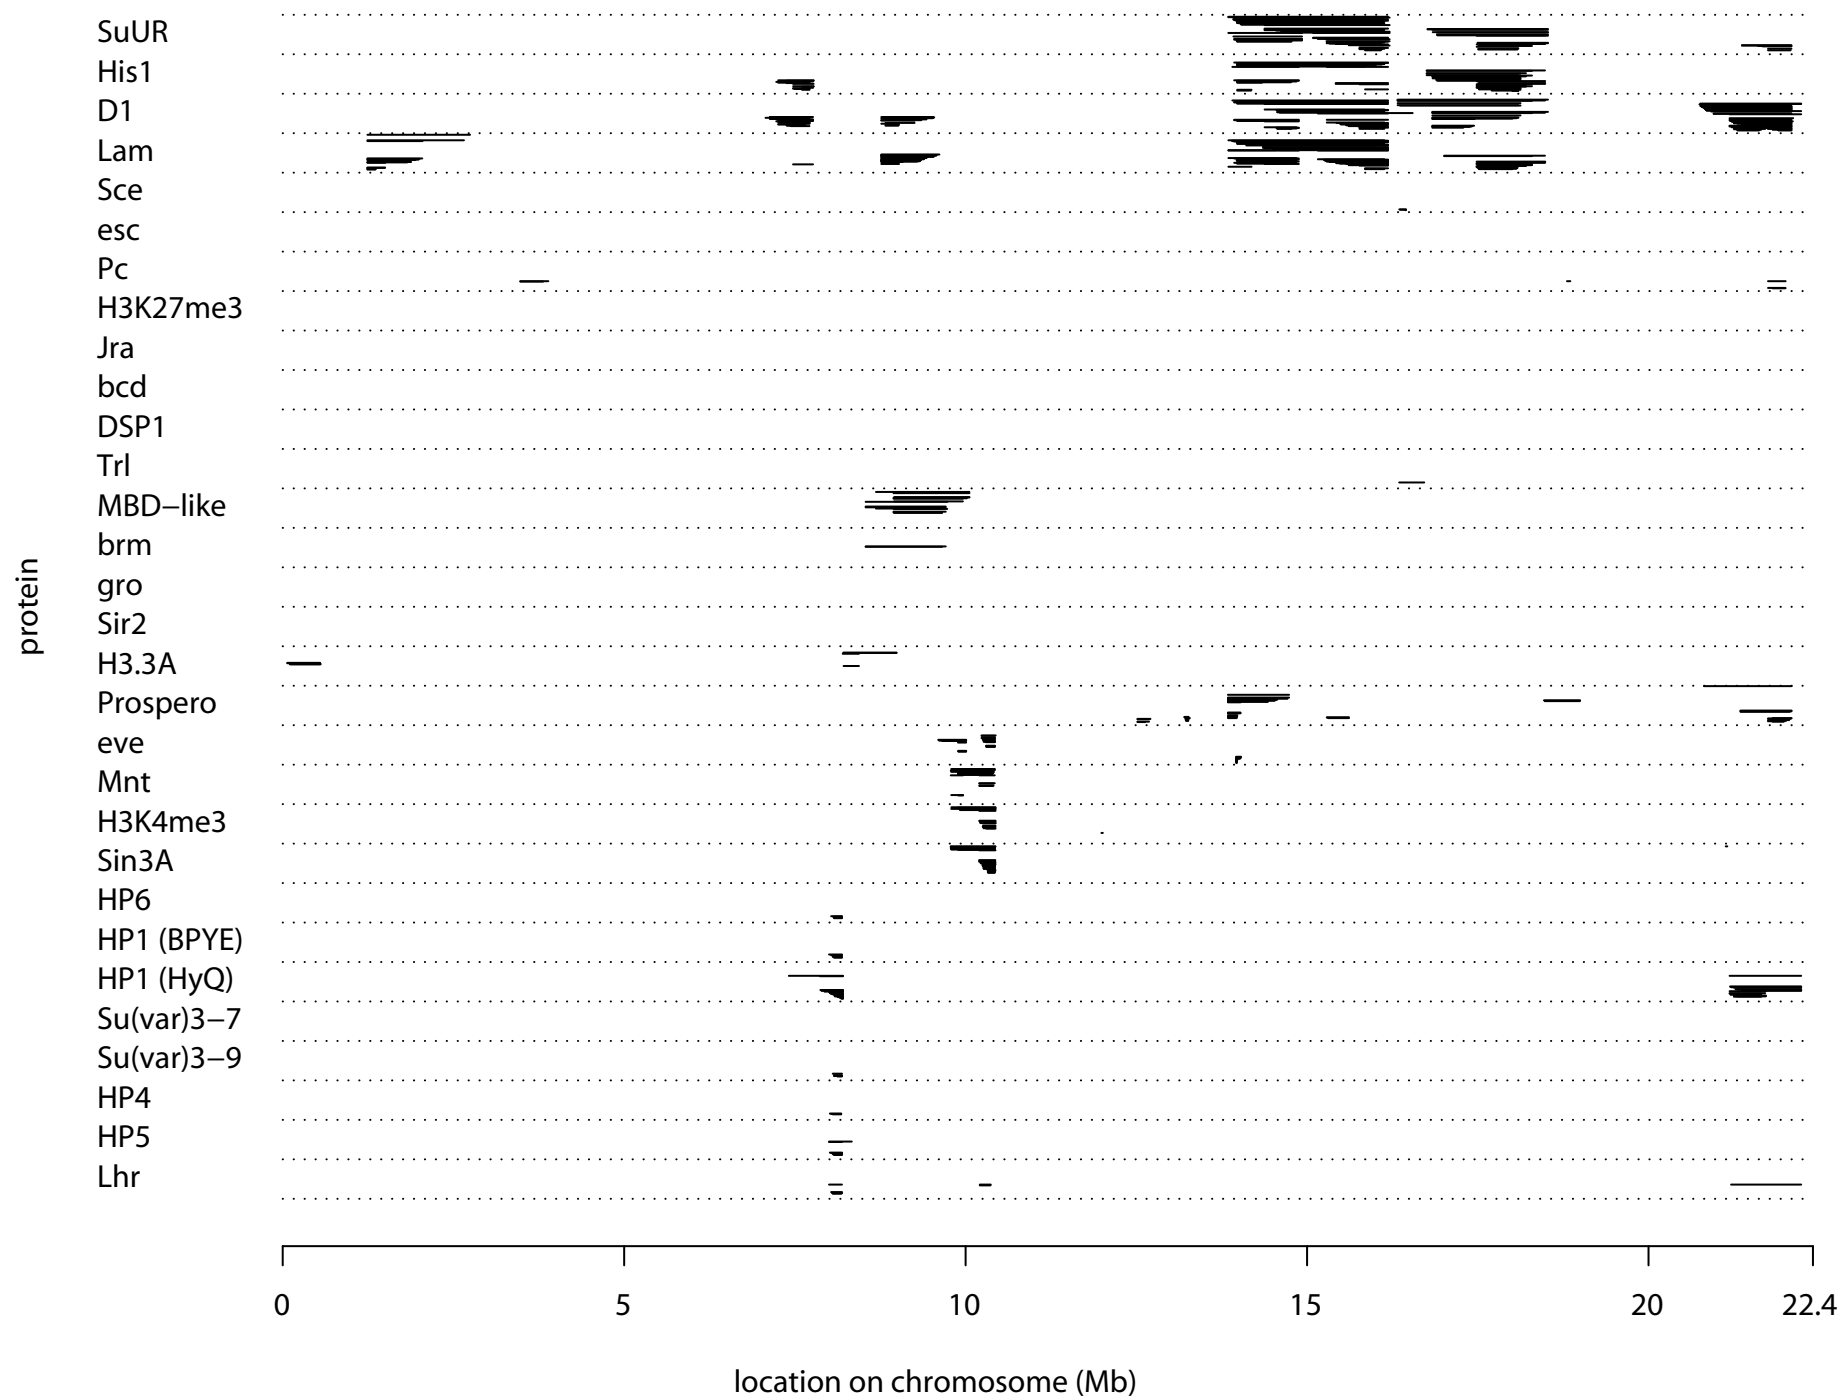

Figure S4

Chromosome 2R

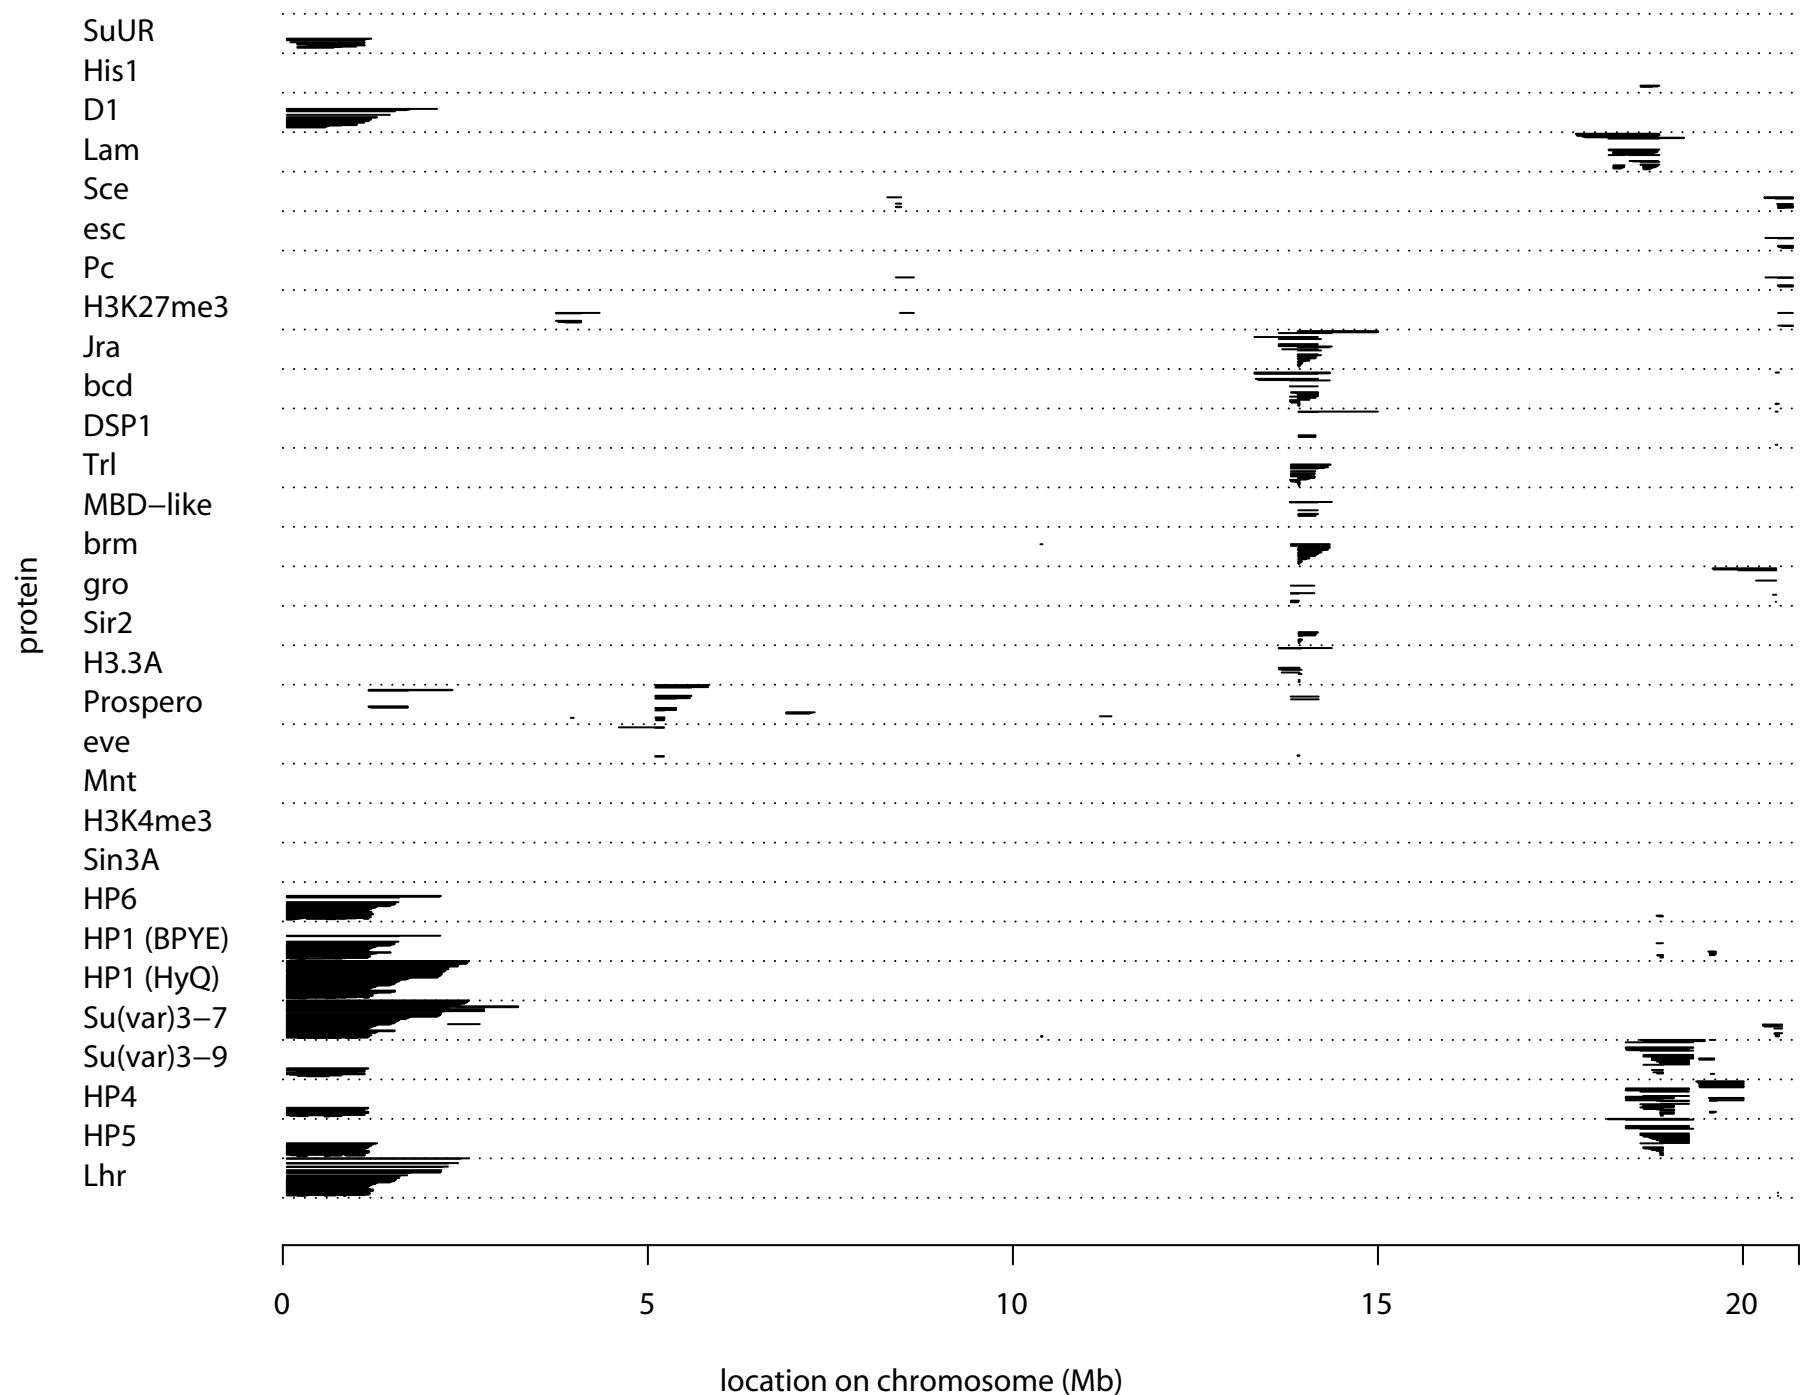

Figure S4

Chromosome 3L

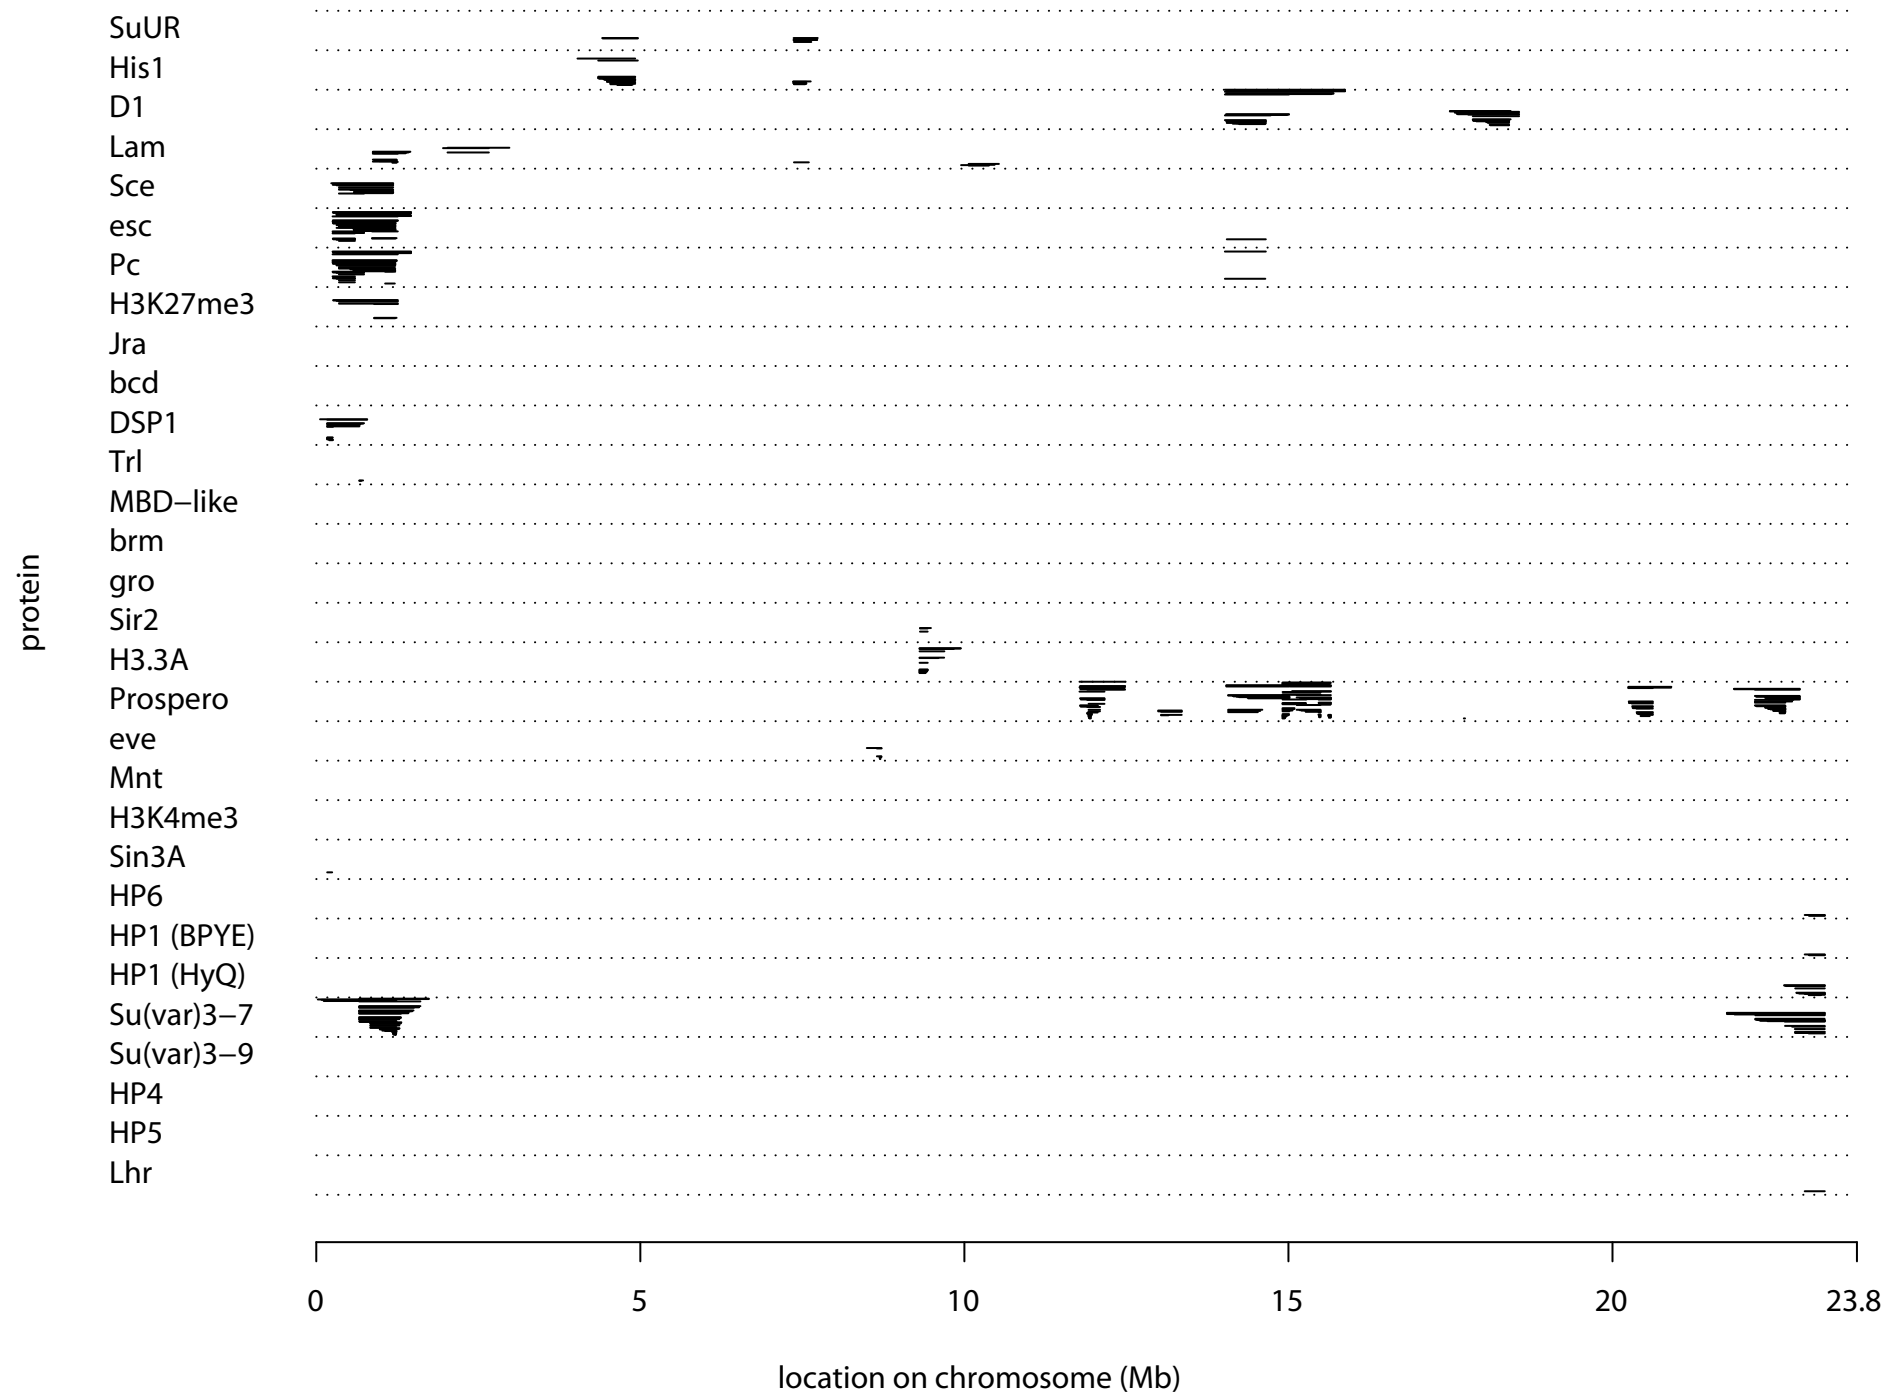

Figure S4

Chromosome 3R

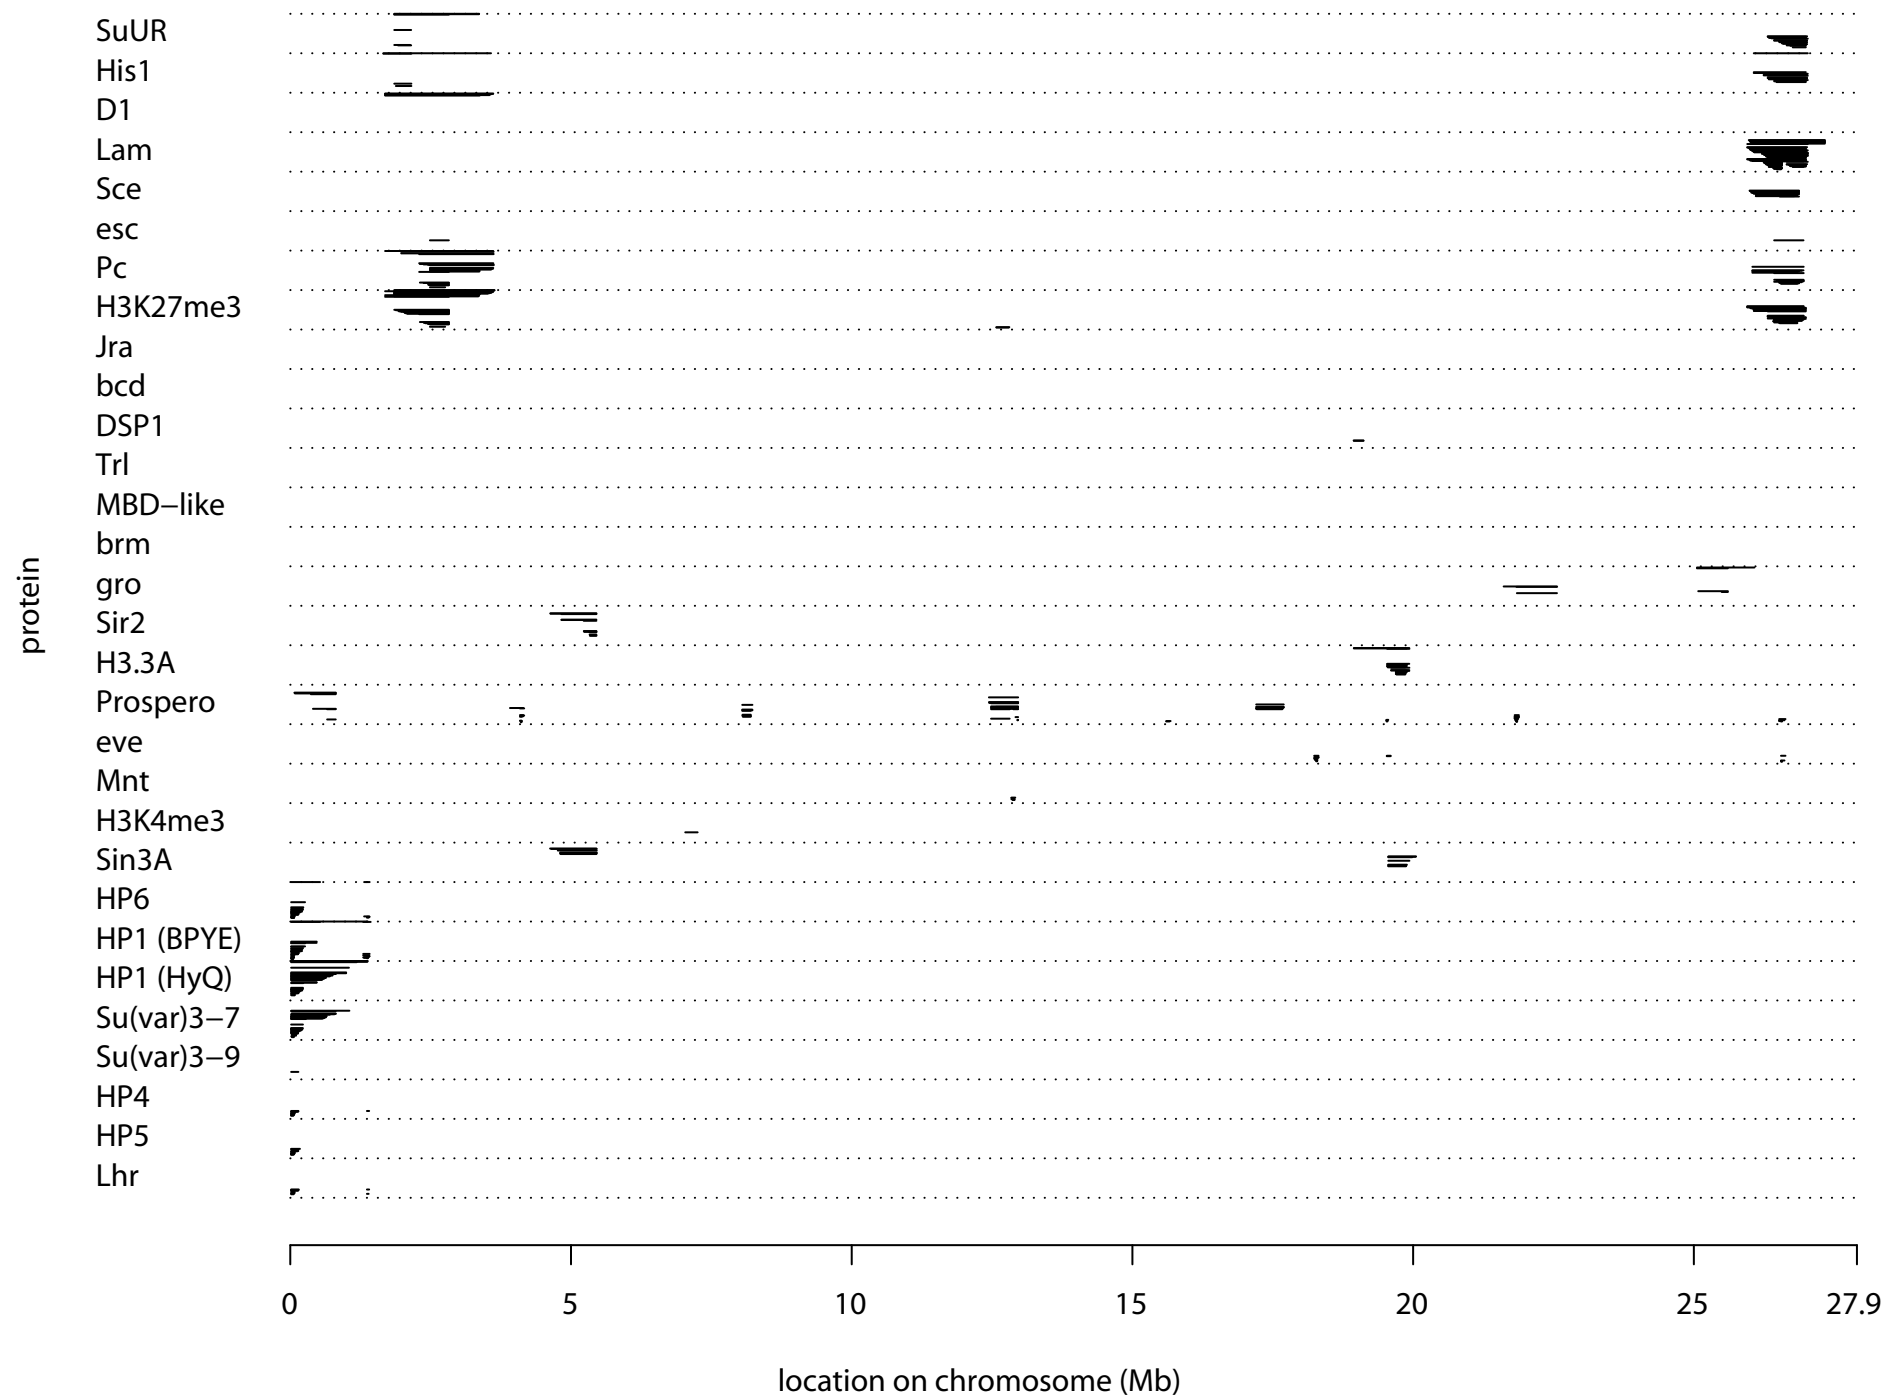

Figure S4

Chromosome X

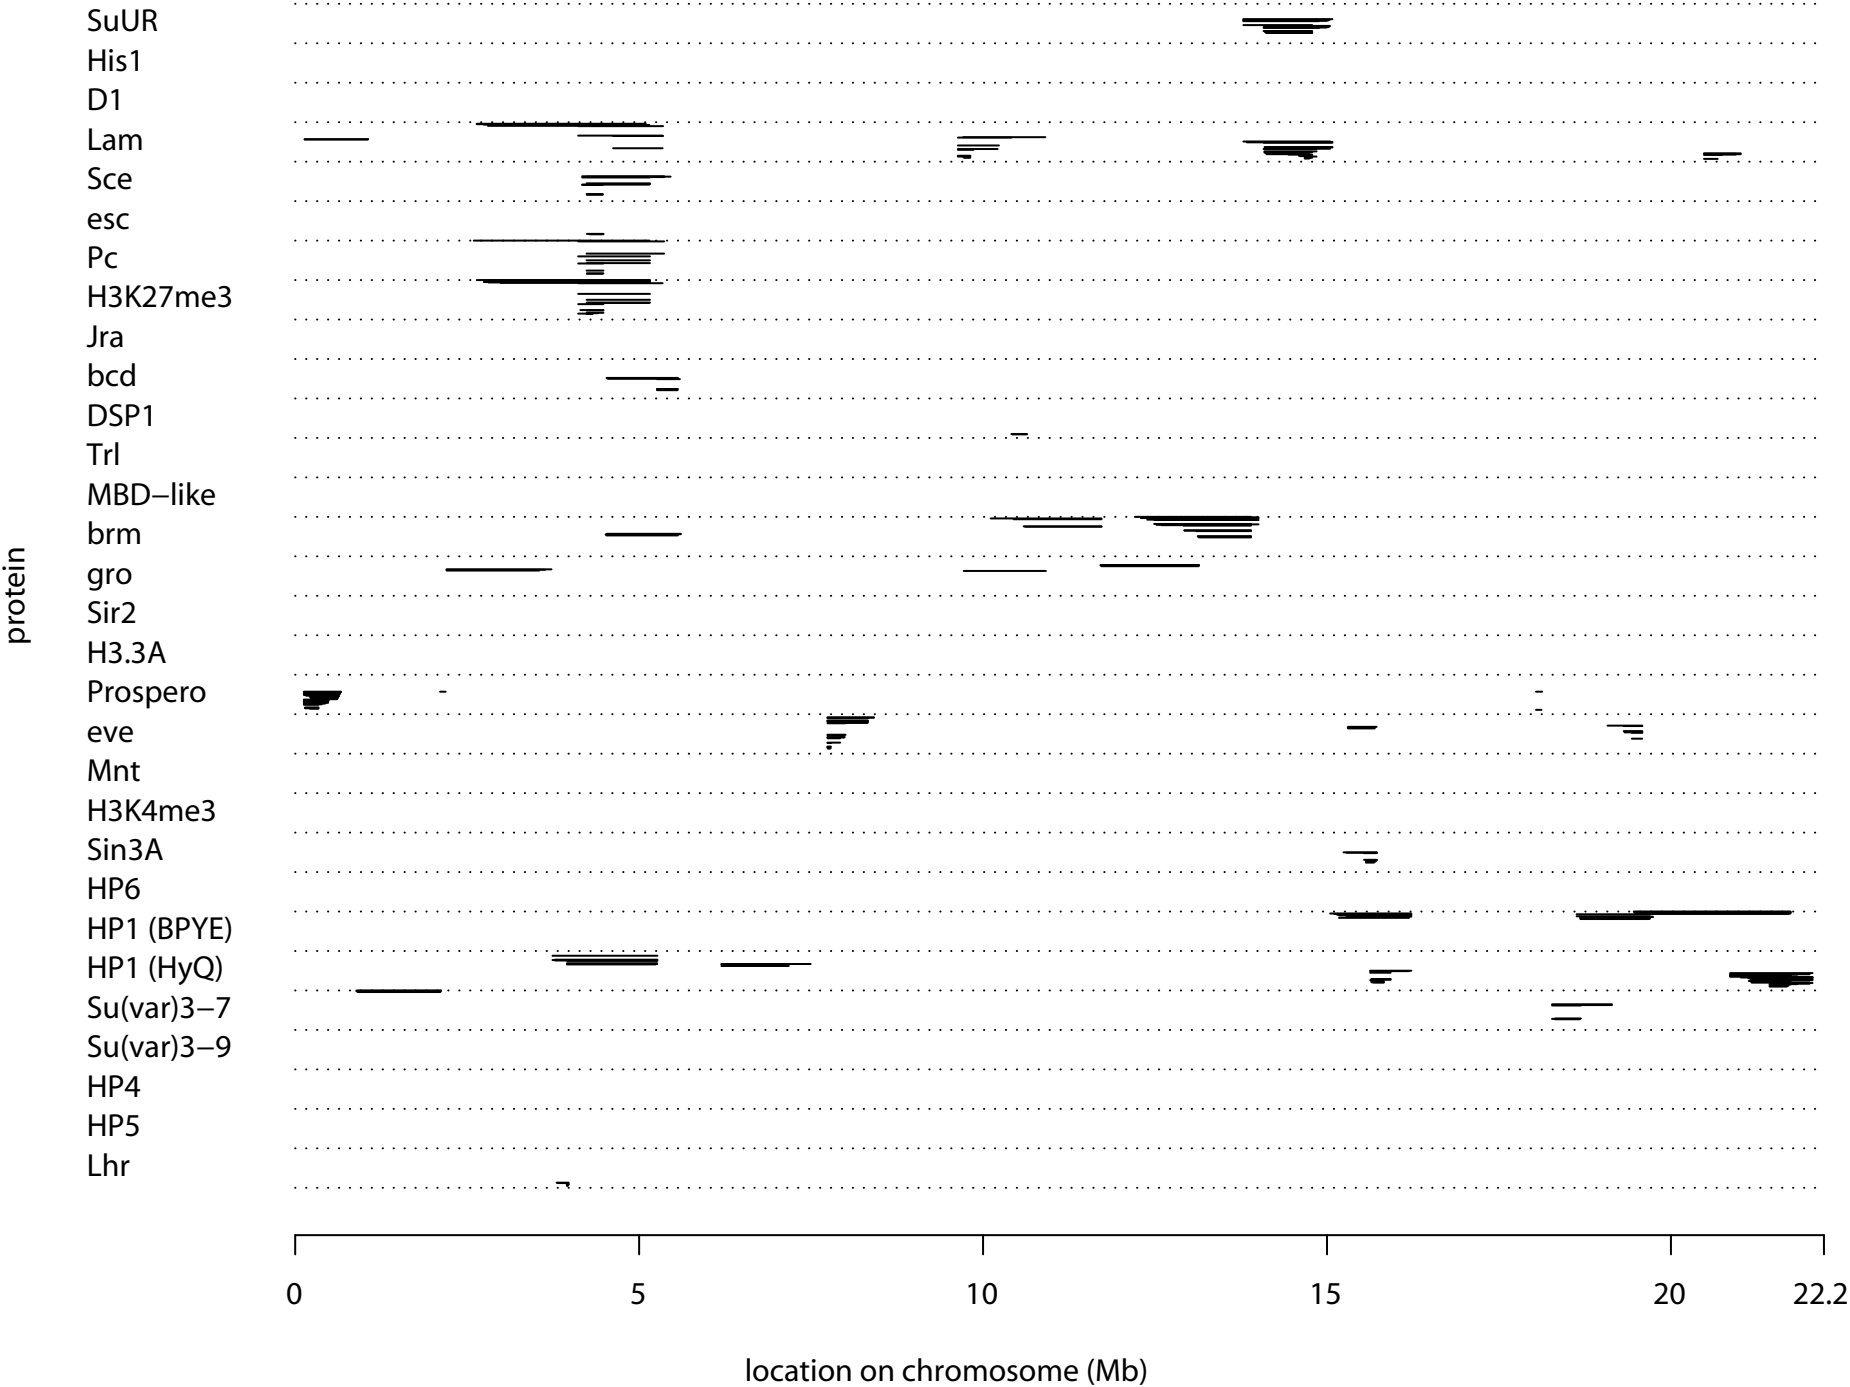

Figure S4

Chromosome 4

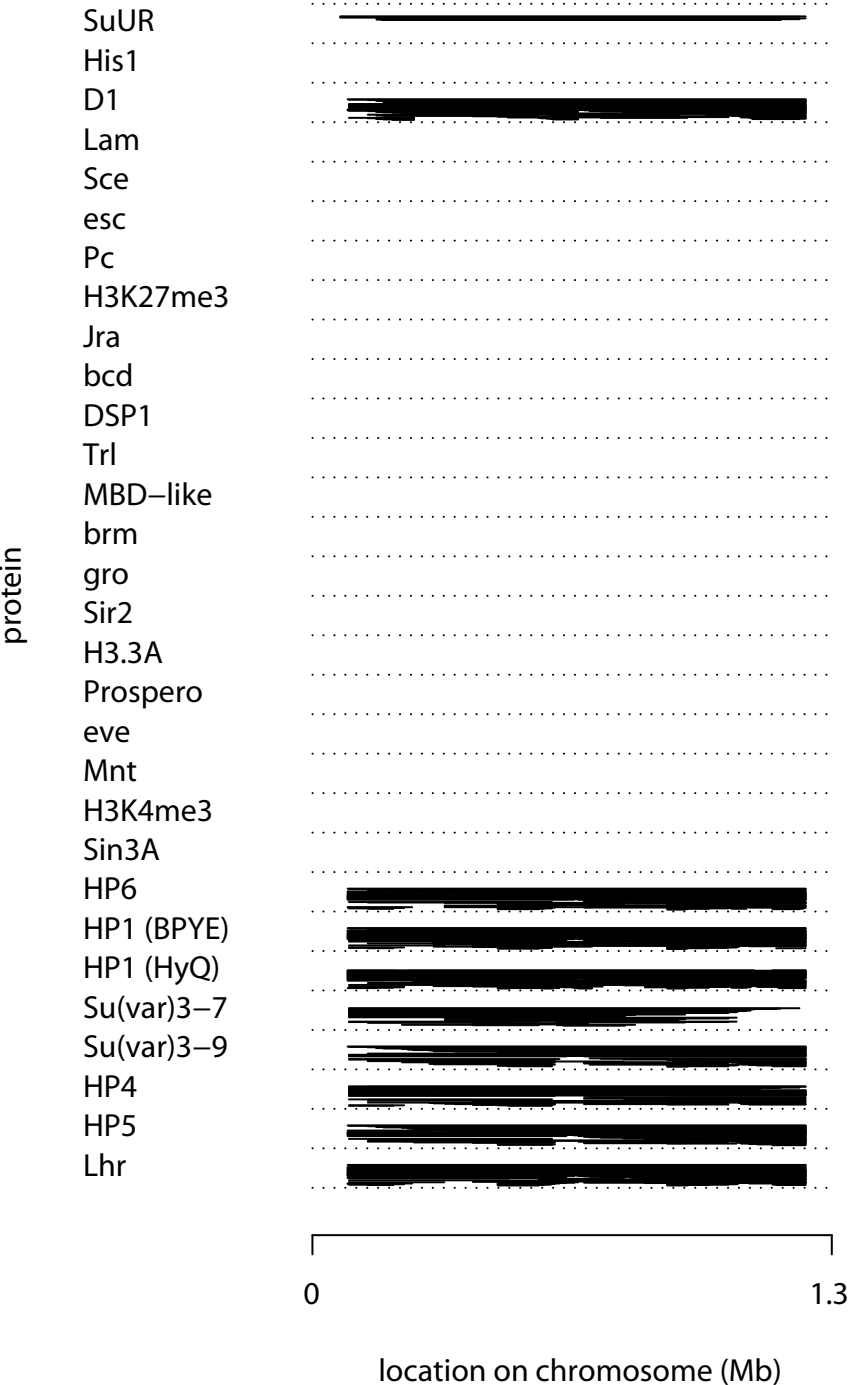

**Supplement:** Figure S4 — BRICK plots showing the distribution of chromatin domains for all proteins on each chromosome arm. BRICKs <100 probed genes are shown. Each horizontal line depicts the position of a BRICK. For each protein, the relative vertical location of the lines represents the number of probed genes in a BRICK. (0.38 MB PDF)

# Supplementary material for: Global Chromatin Domain Organization of the Drosophila Genome
**Source:** PLoS Genet. 2008 Mar 28;4(3):e1000045. doi: 10.1371/journal.pgen.1000045
**Supplement:** Text S1 — Additional information on computational methods. (0.57 MB PDF)

Supplementary Methods

de Wit *et al*,

Global chromatin domain organization of the *Drosophila* genome

Pseudo-code describing the BRICK algorithm

```
#max is the number of probes on the chromosome
define an empty array for the probabilities of length max
define an empty array to hold the window lengths of length max
for i=1 until max
    w=1
    min_p, length_min_p #define the minimal pvalue and the length
                        #associated with it
    while(w <= i)
        calculate Qiw
        if w==1
            Qiw=Qiw**gamma
            Qiw=Qiw**w
            Qiw=Qiw*V_prob[w-i]
            if Qiw < min_p
                min_p, length_min_p=min_p, w
            w++
    V_length[i],V_prob[i]=length_min_p,min_p
```

Traceback:

```
w=max
while(w > 0)
    save domain length stored at V_length[w]
    decrement w by V_length[w]
```

Choosing the bias factor γ

We estimated the false discovery rate (FDR) of BRICK identification by determining the number of windows of size $w > 1$ identified in a random permutation of the genome. In a randomly permuted genome all domains identified are by definition false. Low values of γ favor parses consisting of $w=1$ windows. We seek an optimum such that the number of falsely

identified domains does not exceed 5% of the number of domains that we identify in an actual binding profile (*i.e.* $\text{FDR} < 0.05$).

To estimate the number of false positive BRICKs identified we calculated the optimal path through 1,000 randomly permuted genomes. We performed these analyses for various values of γ (in decreasing order: 0.01, 0.005, 0.001, 0.0005 and 0.0001) and scored the number of identified BRICKs, as well as the number of genes located within identified BRICKs. This was done for both the randomized datasets and the compendium of 30 protein binding maps. Figure SM1 shows histograms of the identified BRICK sizes for various values of γ .

FDR can be defined in two ways:

- $\text{FDR}_{\text{BRICKs}} = \text{average number of BRICKs detected in 1,000 randomizations} / \text{average number of BRICKs detected in the 30 protein maps}$
- $\text{FDR}_{\text{probes}} = \text{average number of probes located in BRICKs detected in 1,000 randomizations} / \text{average number of genes in BRICKs detected in the 30 protein maps}$

The average number of BRICKs or probes represents the average number that we pick up per binding profile or per genome permutation. We settled on $\gamma = 1 \times 10^{-4}$, which yields $\text{FDR}_{\text{BRICKs}} = 2.5\%$ and $\text{FDR}_{\text{genes}} = 1.6\%$. Both FDR values are well below 5%, representing a stringent cutoff.

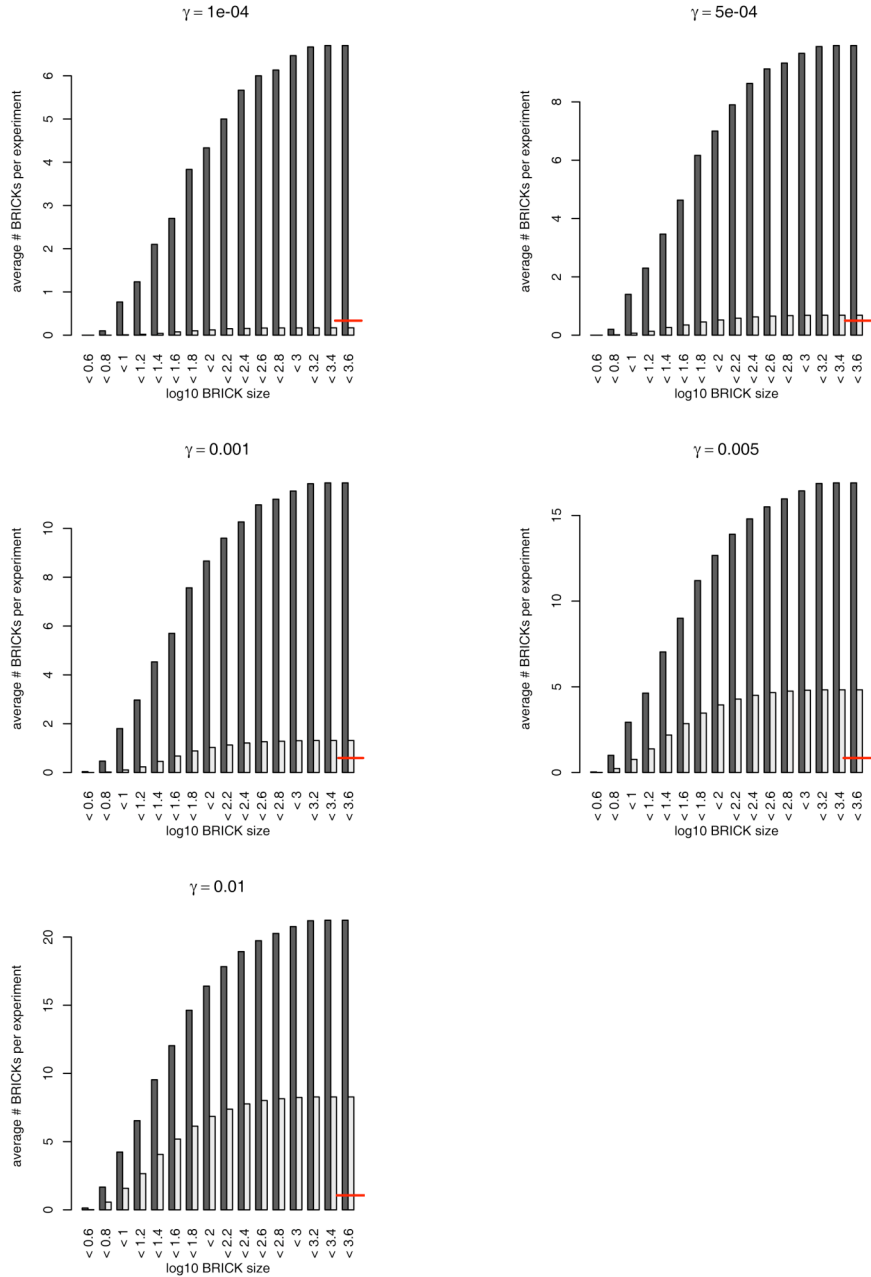

Figure SM1: Cumulative histograms of BRICK sizes for binding profiles and randomized data. A-E) Cumulative histograms show size distribution for BRICKs in the 30 binding profiles (black bars) and in 1000 randomized genomes (grey bars). γ values of 0.01, 0.005, 0.001, 0.0005 and 0.0001 were tested. Height of the bars indicates the average number of identified BRICKs of given size or smaller per experiment. The dashed red line denotes the FDR cut-off of 5%, for this given γ level. For $\gamma=0.0001$ the FDR is below 5%.

Performance of the BRICK identification algorithm on synthetic data

We further tested the reliability of the BRICK identification algorithm on a synthetic dataset that emulates a binding map of a hypothetical protein with a number of pre-defined chromosomal domains of various sizes and with various levels of binding. The datasets that we used for the Q_i -transformed real protein binding maps, contain ~8,000 probes. Therefore we began with a set of 8,000 uniformly distributed quantile scores. The top 25% of these quantile scores were divided into 3 categories: the top 1% (strong binding), top 1%-10% (medium binding) and top 10%-25% (weak binding). We then constructed a synthetic chromosome arm of 1,200 genes. On this chromosome arm we placed seven domains consisting of 5-100 neighboring genes that were assigned quantile scores selected from one of these categories, i.e., domains consisted of either "strong", "medium" or "weak" genes. Genes between these domains were randomly assigned a value from the remainder of the quantile scores. Thus, we created a model of a chromosome arm with several somewhat "noisy" domains in an otherwise unstructured "noisy" background.

We then tested whether the domains on the synthetic chromosome could be identified by the BRICKs algorithm. This was repeated in 100 independent simulation runs. Figure S3A and S3B show an example of, respectively, a domainogram and the actual quantile scores in one simulation. Figure S3C shows the BRICKs that were identified in each of the 100 simulation runs. Recovery of domains is generally reliable, although it depends somewhat on the domain size and signal levels in the domains. Domains of size 30 consisting of medium genes and domains of size 10 consisting of strong genes are always detected. Domains consisting of 100 weak genes or 5 strong genes are detected most of the times (~75-80% recovery). Domains consisting of 10 medium genes are rarely detected (12% recovery), and domains consisting of 20 or fewer weak genes are not recovered at all using our method. Importantly, all identified BRICKs corresponded to pre-defined domains, underscoring the low FDR of the algorithm. Only in rare instances (3 out of 100 simulations) are two neighboring domains detected as one large BRICK. Thus, the large BRICKs that were identified in many of the DamID and ChIP-on-chip maps are not the result of an intrinsic tendency of the algorithm to merge neighboring domains, but are likely to represent true biological domains. Taken together, these results indicate that our algorithm reliably detects domain organization in a noisy background.

Co-expression analysis

Developmental expression data was taken from ref. [1]. On this array, every exon in the genome is represented by a probe. Probe intensity values were log-transformed. For genes with multiple exon probes a mean intensity per gene was calculated. To avoid biases in correlation, the data for every developmental stage was variance normalized (mean of 0 and unit variance). Using this dataset we calculated the average pairwise Pearson correlation (APC) across all possible pairs of genes in a BRICK. For visualization purposes however, we need to correct the APC, since it decreases with the size of the window. For a window of n genes we scaled the APC using a scaling factor S_n . S_n was determined as follows. From the total set of genes we select n random genes. We calculate the APC for this subset of genes. We do this selection 1000 times for a given n . S_n is now the standard deviation over 1000 APCs.

Neighboring genes frequently show coregulation [1,2]. Because BRICKs obviously encompass neighboring genes, we want to determine whether, on a genomic scale, BRICKs are enriched for coregulated genes. We do this by comparing the expression patterns of the genes in BRICKs to the expression pattern of all other same-sized windows in the genome. However, for this analysis it is important to keep in mind that the BRICKs show hierarchical and overlapping organization (outlined in Fig. SM2A). To guarantee that the APCs are independent observations, we include a specific correlation between two genes only once in our analysis. This is achieved in the following manner. In figure SM2A, BRICKs 1 (yellow) and 2 (green) are the smallest BRICKs in the region, and the APC for those BRICKs are calculated by taking the mean of the correlations in (the lower triangle of) the square. The red BRICK (3), however, overlaps with the two smaller BRICKs, therefore for the calculation of the APC, the correlation in the dark gray squares are not taken into account. This leaves only the correlations in the light gray structure (subtracted structure). For the black BRICK we repeat the same procedure; all the correlations that fall within a smaller overlapping BRICK are left out of the calculation of the APC. Only the white subtracted structure is calculated.

For every BRICK we compare the APC in the window or subtracted structure to the APC in all the same-sized windows or subtracted structures in the genome. From this we can determine the rank of the APC of the BRICK in the genome. The coregulation rank of the

BRICK is transformed to a quantile score (q_{BRICK}) by dividing by the number of windows. Figure S5 shows cumulative distribution plots of q_{BRICK} for all binding profiles. Under the null hypothesis that chromatin domains are not enriched for co-regulated genes, one would expect the distribution of q_{BRICK} to resemble a uniform distribution between 0 and 1. Deviation from the uniform distribution (gray dashed diagonal in Figure S5), represents enrichment of coregulated genes in the domains of a given protein. We test for this using a Kolmogorov-Smirnov test for deviation from a uniform distribution.

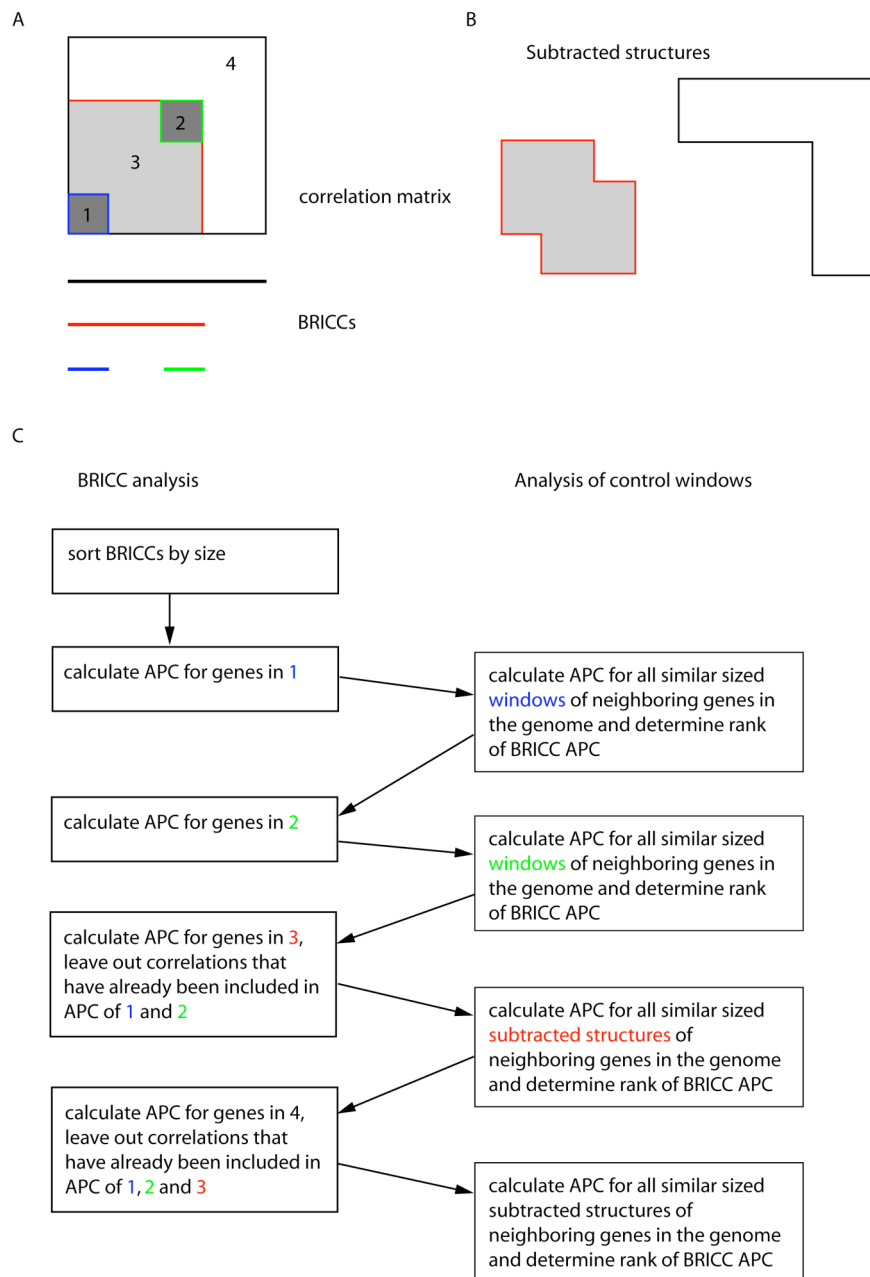

Figure SM2: Flow chart explaining the coexpression analysis. A) Partial correlation matrix depicting the correlation values that are included in the calculation of the average pairwise correlation (APC) for the shown BRICKs. B) For BRICKs that overlap with smaller BRICKs, correlations that have been used in the calculation of the APC of the smaller BRICK are not included, leading to the subtracted structures. C) Outline of the algorithm. For every BRICK a quantile score is calculated, representing the rank of the APC of the BRICK in a genomic context.

References

1. Stolc V, Gauhar Z, Mason C, Halasz G, van Batenburg MF, et al. (2004) A gene expression map for the euchromatic genome of *Drosophila melanogaster*. *Science* 306: 655-660.
2. Spellman PT, Rubin GM (2002) Evidence for large domains of similarly expressed genes in the *Drosophila* genome. *J Biol* 1: 5.

How the deposited data were processed for this re-analysis (not part of the article)

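DamID maps of 13 profiles in Kc167 cells were re-derived from 43 two-colour cDNA arrays. The profiles are HP1 in serum-free medium (HyQ), bcd, brm, Trl, MBD-like, gro, Sin3A, DSP1, Mnt, Sir2, D1, His1 and Su(var)3-7, with 2 to 5 arrays each. On every array DNA methylated by a Dam fusion was compared with DNA methylated by Dam alone. The labels give the dye of each sample and a replicate number, and no further batch apart from the scan day in the scanner headers (18 days). Each profile was treated as a group of its own.

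The authors deposited 86 scanner tables, 1 per dye and array, whose unit is intensity: pixel brightness of each spot as read by ImaGene, with the local background beside it and not subtracted. They also deposited a series table in log2, the ratio of fusion over Dam-only signal after subtraction of the local background, centred so that the median of each array is 0. This was checked, and on every array the series table had a correlation of 1 and a slope of 1 with background-subtracted ratios computed here, with 0 probes off by more than 1e-06. Each array has 13440 spots, of which 1296 are empty and 9993 are probes of the series table.

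The main values use median pixel intensity without background subtraction. Spots that the scanner software marked as poor (91 to 3220 probes per array, median 447) were left out. Log2 ratios were signed by the dyes in the labels, centred on the median of each array and averaged over the probes of a gene. Of the probes 8682 have 1 gene symbol, 298 have several and 1013 are not in the probe table. Of those with 1 symbol 8539 matched the gene table by gene identifier and 143 did not. Only these 8539 were used, which gave 7610 genes. The gene table is Release 6, so that no coordinate of it is given, and region bounds in Mb come from release 4 positions in Dataset S1 of the paper, of which 997 of 9066 probes were used. The median intensity of an array was 197 to 4062 for fusion DNA (median 1206) and 100 to 5108 for Dam-only DNA (median 1390). At most 10 spots per array were saturated. The number of arrays limits the precision of each mean.

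Means per profile were tested against 0 in limma 3.58.1 (R 4.3.3, statmod 1.5.0) with lmFit and eBayes in one fit, for genes with values on at least 2 arrays of the profile, and a Benjamini-Hochberg adjusted p under 0.05 within a profile was the threshold. The fit gives each gene 1 spread for all profiles, which assumes that they vary alike. Gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and adjusted over 232 pairs of a list and a profile. A negative estimate was taken as no correlation, which is laxer than the preset value. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 was used for the rest. BRICKs were called with the equations of the paper's Methods at a bias factor of 0.0001 and window limits up to 100 genes, and compared with 200 shuffled gene orders (seed 11). They were called on means over arrays, so the mean and SD of a domain over these same arrays are no independent test of it. The correlation of neighbours was compared with 1000 shuffled orders. Differences of the X, of pericentric genes (40 per arm), of chromosome 4 and of 6 regions, and correlations and overlaps between profiles, were tested against all 7610 circular shifts of the gene order. These tests were two-sided, except that overlaps were tested one-sided, for as many shared genes or more. The regions were named from the paper's own maps, so that a test of a profile in a region named for it runs on genes chosen for the pattern and is no independent evidence. The smallest p that these shifts allow is 0.00013, or 0.0002 for Sir2 with fewer genes. Benjamini-Hochberg families were 13 for the X, 26 for pericentric and chromosome 4 tests, 78 for regions, 7 for correlations and 5 for overlaps.

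Comparisons, regions, gene lists and alternatives were fixed before the data were examined, apart from those named as chosen afterwards. The named genes are, for each profile, the 4 highest among genes past the threshold and above 0 in every array, leaving out the own gene and multi-copy families, then the own gene of each fusion protein, the genes the paper names, up to 4 members of each list with the largest absolute mean among those past the threshold, and the 3 highest genes of each region in the profiles the paper ties to it. A selection of the list members was printed. The 18 lists are ribosomal proteins, mitochondrial ribosomal proteins, proteasome, oxidative phosphorylation, replication and cell cycle, Hox and classical Polycomb targets, Enhancer of split complex and Notch targets, gap and head genes, heat shock genes, chemosensory receptors, cuticle and chorion, digestive serine proteases, testis and accessory gland, cytochrome P450, ecdysone response, antimicrobial peptides, hemocyte genes and Myc network targets. They were built from symbol patterns and short sets, so that the P450 list also holds the cyclophilin gene Cyp1 and the Notch list also holds edl.

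The array labelled HP1 (HyQ) replicate 2 was used with the sign of its label, and most HP1 values are also given with it turned. For gro, replicates 1 and 2 are given beside all 3. Alternatives were the authors' series values, local background subtraction, normexp with an offset of 50, loess, leaving out the dimmest 25% of genes, keeping poor spots, mean pixel intensity, a dye term, a replicate block, a scan-day block, each profile fitted by itself, probes in place of genes, the Notch list without edl, 1 gene per run of tandem copies, other bias factors, other region and pericentric bounds, means in place of medians for the X, and each array left out in turn.

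The procedures were tested on simulated data. With a true log2 ratio of 1 added to a share of genes, limma recovered 62.2% of them for Sir2 and up to 98% for His1, with 2% to 7.6% false among the calls. Noise was drawn with the same spread per gene in every profile, as the fit assumes. These shares therefore do not cover profiles whose arrays vary more than that. On simulated clustered profiles with no difference, circular shifts gave a p under 0.05 in 8% of 100 simulations for median differences and for correlations and in 5% for region means, against a nominal rate of 5%. On a simulated arm of 1200 genes with 7 planted domains, in 100 simulations, domains of 5 genes with strong binding were found in 100, of 10 genes with medium binding in 65, of 50 genes with weak binding in 99 and of 20 genes with weak binding in 1. In all 1 BRICK touched no planted domain. The planted domains lay further apart than the largest BRICK allowed, so that none could span more than 1 and fusion of domains was not tested. The mean number of BRICKs was 179.9 per simulation (17086 of 17992 in all lay inside a larger one), with 77.9 on average in a planted domain of 100 genes with weak binding.

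The maps of other proteins in the compendium, developmental expression, Gene Ontology and synteny were not analysed here. Thinning of overlapping probes, distances between neighbours, and gene density, length and GC content were left out because the gene table is of another release. Dataset S2, of which only a part was at hand, was not used here.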

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

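None of the tests in this part was chosen after its result was seen, except that both tests on the X use the difference between means, an alternative set beforehand, because no profile passed with medians.

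Among 21 groups of 4 or 5 arrays, 2 held an array far from the others, and chance gives about 5% of groups. In the 14 to 18 Mb region of 2L, His1 replicate 5 had a mean log2 ratio of 0.039, while the other 4 arrays lay between 0.10 and 0.118. At pericentric genes, Su(var)3-7 replicate 4 had a difference of 1.053 from other autosomal genes, while the other 3 lay between 0.622 and 0.664. No explanation was tested for either array.

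Replicate 3 of gro is not part of the gro profile in Dataset S1, where the paper's values equal the mean of replicates 1 and 2. Its correlation across genes was 0.721 with one of these replicates and 0.724 with the other, while these 2 had 0.449 with each other. Its highest correlation with an array of another profile was 0.672, with Trl replicate 3. Replicate 3 was thus closer to both gro replicates than to any array of another profile. The 0.449 between replicates 1 and 2 lies below 0.672, so a signal specific to gro in all 3 is not shown. Genes are not independent replicates.

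Sir2 and Mnt had similar profiles, and both Sir2 arrays carry fusion DNA in Cy5. The mean correlation of Sir2 arrays with Mnt arrays of the opposite dye orientation was 0.37 of that with arrays of the same orientation, so that dye bias may account for part of the likeness. Between Sir2 and Sin3A arrays the mean was 0.525 for the opposite and 0.588 for the same orientation, a smaller drop. The ratio of different to same scan days was 1.03. Most same-day pairs were of opposite dye orientation and most other pairs of the same one. The ratio therefore cannot decide whether scan day played a part. Scan day and a shared biological target set remain open beside dye bias. No Sir2 array of the other orientation was at hand to part them.

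Neighbouring genes had similar log2 ratios in all 13 profiles. Keeping 1 gene per run of tandem copies left 0.974 of the median neighbour correlation, but it kept 7438 of 7610 genes. Genes named only by CG or CR numbers were never thinned. So few genes were removed that this ratio cannot decide on tandem copies that cross-hybridise. BRICKs fell with the same thinning, from 53 to 15 for Trl and from 39 to 9 for bcd. Printing of chromosomal neighbours in the same block of the slide was argued against, with a ratio of 0.972 for neighbours in different blocks. Most neighbours lay in different blocks anyway, 7177 of 7463 pairs for HP1. Neighbours can also share DNA fragments, which was not tested. A clustered arrangement of binding stays a hypothesis.

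Genes of the X differed from autosomal genes in 7 of 13 profiles when means were compared, 6 higher and 1 lower. A common shift of X genes in Dam-only DNA, if it were the only source, would move all profiles one way. Profiles of both signs passed, the highest adjusted permutation p among them being 0.038. A common shift on top of each protein's own difference stays open, since only 1 profile was lower. Brightness of the spots was tested on the differences of medians in these profiles, not on the differences of means that passed. The difference against autosomal genes of matched signal had a median of 1.03 of that against all of them. This argues against brightness for the differences of medians in these profiles as a set. For Sin3A the difference of medians was 0.091 with matched genes against 0.136 with all, so that brightness stays open there. Accessibility of the X to each Dam fusion was not tested and stays open beside a difference in binding.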

How the results depend on the processing

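The 302 results gave 4375 values under alternatives. With other settings 2725 kept their direction and side of the threshold, 40 lost a call, 19 gained one, 115 moved and 15 reversed, and with 1 array left out the numbers were 1375, 26, 10, 37 and 13, permutation p-values being Benjamini-Hochberg adjusted. The total of genes bound, the neighbour correlations and the correlations between profiles are among those that kept theirs in the settings run, save the HP1 values below. Signal over background was lowest at 1.64, and this, with 2 to 5 arrays per profile, limits the small values. Mean pixel intensity, the turned HP1 (HyQ) array, the Notch list without edl, overlaps with tandem runs thinned and a coverage at a bias factor of 0.0005 were chosen after seeing the data. Unless the construction of an alternative shows it, the cause was not tested. Pairs of neighbours over 10 kb apart, thinning of overlapping genes, and gene density, length and GC content were not run, since the gene table is of another release.

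With the replicate block the genes bound were 16 for HP1, 733 for bcd, 873 for brm, 552 for Trl, 195 for MBD-like, 931 for gro, 2536 for Sin3A, 550 for DSP1, 1425 for Mnt, 548 for Sir2, 260 for D1, 1362 for His1 and 317 for Su(var)3-7. Replicate numbers do not pair arrays of different profiles: over 228 pairs with the same number the mean correlation of deviations was 0.015 and the lowest −0.493.

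Genes bound changed by more than 1.5 times as follows. The authors' values gave 586 for D1, 2 for HP1, 450 for MBD-like and 1342 for Sir2. Background subtraction gave 695 for D1, 485 for MBD-like and 1083 for Sir2, and normexp 702 for D1 and 441 for MBD-like. Fitting each profile by itself gave 0 for HP1, 772 for MBD-like, 564 for Mnt, 128 for Sir2, 155 for Su(var)3-7, 121 for Trl and 1610 for brm. Loess gave 415 for DSP1, the dimmest 25% left out 732 for gro, poor spots kept 0 for HP1, probes in place of genes 37 for HP1, the turned array 175 for HP1, and the authors' values with it turned 201.

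The split between bound and depleted genes shifted for Trl from 665 and 349 to 930 and 814 with the authors' values, 926 and 892 with background subtracted and 513 and 468 under loess, and for Sir2 from 670 and 646 to 482 and 920 with poor spots kept. With 1 array left out depleted genes ranged 76 to 466 for Trl, 247 to 319 for brm, 77 to 528 for D1, 154 to 420 for DSP1, 272 to 353 for bcd, 63 to 205 for Su(var)3-7, 2 to 6 for MBD-like, 754 to 988 for gro and 198 to 418 for Sir2, from 349, 693, 510, 591, 654, 159, 23, 1252 and 646. Fitted by itself, MBD-like went from 258 and 23 to 772 and 588, Trl to 121 and 7, Su(var)3-7 from 409 and 159 to 155 and 17, and Mnt from 1566 and 1435 to 564 and 258.

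In HP1 (HyQ), the 2R 18 to 20 Mb mean was −0.005 with the array turned, −0.007 with the authors' values, −0.001 with both, −0.003 with poor spots kept, −0.002 with background subtracted and −0.002 under normexp. Su(var)205, the gene of HP1, turned from −0.29 to 3.142 with the array turned, 1.072 with the authors' values, 3.447 with both and 1.016 with poor spots kept. CG8353 turned to −0.136 and −0.149 with the array turned, and CG5532 to −0.097 without the dimmest 25%.

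Regions were named from the paper's maps of these arrays, so a change of call in a profile that a region was named for says nothing about stability. The 2L 10 Mb call of Sin3A was lost under loess (0.416, adjusted permutation p = 0.082), with poor spots kept (0.588, 0.061) and with the region narrowed (0.599, 0.20), and that of His1 with the region narrowed (−0.271, 0.20). At 2R 14 Mb the call of Trl was lost under loess (0.395, 0.059) and with the region narrowed (0.343, 0.45), as was that of bcd with it narrowed (0.297, 0.26), and DSP1 gained one without the dimmest 25% (0.401, 0.027). At 2L 8.5 to 10 Mb bcd gained one with the authors' values (0.295, 0.031), under loess (0.243, 0.049) and with mean pixel intensity (0.27, 0.042). With 80 pericentric genes per arm His1 turned to 0.015 and brm lost its call (−0.110, adjusted permutation p = 0.14). The D1 and His1 overlap was 23.3% without the dimmest 25% (adjusted permutation p = 0.066).

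For the X, means in place of medians passed for His1 (−0.055), Mnt (0.086), Sin3A (0.096), Sir2 (0.061), Trl (0.075), bcd (0.084) and brm (0.113), and loess for MBD-like (0.045), Mnt (0.109) and brm (0.111). D1 turned to 0.000 without the dimmest 25%.

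With an estimated correlation camera lost 26 of its 52 calls, namely chemosensory receptors for gro (adjusted p = 0.20), Sin3A (0.405) and DSP1 (0.44), cuticle and chorion for His1 (0.53), Sin3A (0.35), gro (0.33), DSP1 (0.349) and Sir2 (0.402), P450 for Mnt (0.062), Trl (0.097) and D1 (0.12), oxidative phosphorylation for His1 (0.12), Mnt (0.062), Sin3A (0.093), gro (0.23), D1 (0.349) and bcd (0.425), ribosomal proteins for Su(var)3-7 (0.062) and gro (0.155), mitochondrial ribosomal proteins for gro (0.414) and Su(var)3-7 (0.429), digestive serine proteases for DSP1, Sin3A, gro and His1 (0.31 to 0.538) and the ecdysone response for D1 (0.184). Without the dimmest 25% the adjusted p was 0.064 for Notch targets with DSP1, 0.11 for Myc targets with Sin3A, 0.21 for chemosensory receptors and 0.19 for oxidative phosphorylation with gro. Under loess it was 0.50 for Myc targets and 0.14 for cuticle with Sin3A, and with mean pixel intensity 0.072 for Notch targets with DSP1. Without edl it was 0.077 for Notch targets with DSP1.

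BRICKs at a bias factor of 0.001 numbered 2392 in all, 95 for Mnt, 90 for Trl and 80 for bcd, with an FDR of 3.15% (11.0% of genes), 31.8 times fewer in shuffled orders and a coverage of 44.4%. At 0.00001 Mnt had 16 and bcd 12, with 0.109%, 0.670%, 921 times and 17.6%, and at 0.0005 Mnt had 72 and bcd 67, with 1.96%, 7.45% and 51.1 times. With 1 gene per run of tandem copies Trl had 15, bcd 9, brm 18, DSP1 18 and gro 11, loess gave bcd 18, Sin3A 24 and brm 70, and without the dimmest 25% there were 955 in all, 202 for D1, 57 for His1, 33 for Trl, 25 for Sin3A and for brm, 21 for MBD-like, 17 for bcd and 16 for DSP1. The authors' values gave DSP1 13.

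With 1 array left out, genes bound ranged 0 to 120 for HP1, 486 to 583 for bcd, 646 to 678 for brm, 72 to 181 for MBD-like, 525 to 827 for gro, 229 to 550 for DSP1, 158 to 425 for Sir2, 58 to 344 for D1 and 257 to 530 for Su(var)3-7, and BRICKs 0 to 338 for HP1, 2 to 25 for bcd, 16 to 42 for Mnt, 9 to 15 for gro, 8 to 28 for DSP1, 28 to 46 for MBD-like and 0 to 22 for Sir2. The HP1 and D1 overlap ranged 41.6% to 86.5%. For HP1 the neighbour correlation ranged 0.021 to 0.136, the X −0.009 to 0.035, 2L 8 Mb −0.011 to 0.169, 2R 18 to 20 Mb −0.005 to 0.012, pericentric genes −0.011 to 0.857, chromosome 4 −0.077 to 1.539, the correlation with Su(var)3-7 −0.0724 to 0.159 and with D1 −0.0808 to 0.193. CG41099 ranged −0.213 to 3.036, Hcf −0.050 to 2.988, CG8353 −0.010 to 0.262 and CG5532 −0.114 to 0.605. The X ranged 0.114 to 0.118 for brm, 0.041 to 0.103 for Trl and 0.124 to 0.151 for Sin3A, 2L 10 Mb 0.586 to 0.656 for Sin3A, 0.290 to 0.355 for Mnt and −0.298 to −0.265 for His1, 2L 8.5 to 10 Mb 0.255 to 0.295 and 2R 14 Mb 0.418 to 0.474 for bcd, and chromosome 4 −0.343 to −0.263 for brm. The adjusted p of lists ranged 0.0034 to 0.065 for replication with D1, 0.00013 to 0.059 for P450 with brm, 0.014 to 0.22 for P450 with Trl, 0.0012 to 0.065 for Notch targets with bcd and 0.0033 to 0.26 with DSP1. A lone remaining array of Sir2 was assumed to vary like the other profiles.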

Differences from the paper's values

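The values of the paper below cover 30 profiles and those here 13, apart from counts given per protein.

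The paper's share of genes in at least 1 BRICK is 54%, and 27.7% was found here. Among the alternatives set before the data were examined, a bias factor of 0.001 came within 1.5 times of it (44.4%), while the authors' values, background subtraction, normexp, loess, the dimmest 25% left out, poor spots kept, a factor of 0.00001, 1 gene per run of tandem copies and each array left out in turn did not (17.6% to 29.9%). A factor of 0.0005, chosen for this measure after seeing the values, gave 38.8%.

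The paper's FDR is 2.5% and 0.654% was found here, and the paper's 40 times fewer domains in permuted data stands beside 153 times here. Bias factors of 0.0005 (1.96% and 51.1 times) and 0.001 (3.15% and 31.8 times) came within 1.5 times of the paper's values. The authors' values, background subtraction, normexp, loess, poor spots kept, dye orientations averaged first, a factor of 0.00001 and each array left out in turn did not. For genes in BRICKs the paper's FDR is 1.6% and 3.66% was found here, and no alternative came within 1.5 times, the nearest below being 0.670% at 0.00001 and the nearest above 3.31% with background subtracted.

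The low end of mean log2 ratios in BRICKs is the paper's 0.4, and the 5th percentile here was 0.24. Leaving out the dimmest 25% (0.28) came within 1.5 times. The authors' values, background subtraction, normexp, loess, poor spots kept and each array left out in turn did not.

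For BRICKs per profile, the paper shows for Sir2 about 30 in Fig. 5D, read by eye, and 0 were found here. Leaving out Sir2 replicate 2 gave 22, within 1.5 times. The other alternatives gave 0 to 19 and did not come within it, among them the authors' values (8), poor spots kept (16), factors of 0.0005 (13) and 0.001 (19), and Sir2 without replicate 1. For gro it shows about 35 in Fig. 5D, read by eye, and 14 were found here from replicates 1 and 2, whose mean is the gro profile of Dataset S1, and 19 from all 3 arrays. Background subtraction (30), normexp (29), loess (28), dye orientations averaged first (25) and a factor of 0.0005 (49) came within 1.5 times. The authors' values (19), the dimmest 25% left out (20), poor spots kept (11), tandem runs thinned (11), factors of 0.001 (74) and 0.00001 (6) and each array left out did not.

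For brm it shows about 68 in Fig. 5D, read by eye, and 45 were found here. The authors' values (68), loess (70), poor spots kept (61), background subtraction (53), dye orientations averaged first (46), brm without replicate 3 (46) and a factor of 0.0005 (84) came within 1.5 times. Normexp (45), the dimmest 25% left out (25), tandem runs thinned (18), factors of 0.001 (108) and 0.00001 (28) and the other arrays left out did not. For MBD-like it shows about 27 in Fig. 5D, read by eye, and 55 were found here. The dimmest 25% left out (21), a factor of 0.00001 (28) and MBD-like without replicate 1 (28) or without replicate 2 (35) came within 1.5 times. The authors' values (45), background subtraction (49), normexp (41), loess (53), poor spots kept (56), dye orientations averaged first (53), tandem runs thinned (42), factors of 0.0005 (85) and 0.001 (106) and the remaining array left out did not.

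Of the proteins that the paper names as enriched along the whole X, 7 were analysed here, and none passed an adjusted permutation p of 0.05 with medians, the lowest being 0.058 for brm, Mnt and MBD-like. One of the 7 is HP1, whose map in the paper's Table 1 comes from an earlier study and which was analysed here in serum-free medium, so that the samples differ. All 7 were higher on the X on average. Differences of means passed for brm, Mnt, bcd and Trl among them, and loess for brm, Mnt and MBD-like, both set before the data were examined. Neither brought gro or HP1 past the threshold, nor did turning the HP1 array (adjusted permutation p = 0.070), which was chosen after seeing the values. Differences of means also passed for Sin3A, Sir2 and His1, which the paper does not name, His1 being lower on the X. The paper reads this enrichment from the top of the domainograms, and windows that span the whole X, whose P takes genes as independent, had a log10 P here of −5.8 for brm, −3.8 for Trl, −3.4 for bcd, −2.7 for Mnt, −2.4 for MBD-like, −2.3 for gro replicates 1 and 2 (−2.0 for all 3) and −1.6 for HP1 (−5.6 with the array turned), against −1.8 for Su(var)3-7, −1.6 for Sir2 and −0.4 to 0 for Sin3A, DSP1, D1 and His1. On this measure the 6 other than HP1 as labelled are the lowest.

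The paper's simulations of simple domains typically give no nested domains, while in the simulations here a planted domain of 100 genes with weak binding held 77.9 BRICKs on average, and 17086 of 17992 BRICKs lay inside a larger one. Recovery differed too. Text S1 reports that domains of 10 genes with medium binding were recovered in 12% of simulations, and 65 of 100 simulations found them here. For 5 genes with strong or 100 genes with weak binding it reports about 75 to 80%, and both were found in 100 of 100 here. The segmentation here was coded from the paper's equations and was not shown to be the same as the paper's, so the difference in nesting is not a finding about the paper's domains. The paper names Sir2 among the partners of Sin3A in BRICKs, and with 0 BRICKs of Sir2 here no such overlap could be formed. For Mnt with Sin3A, 44.4% of the BRICK genes of Mnt were shared.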

Other observations

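No difference between profiles was tested in the lists below. In the cytochrome P450 list Sin3A was depleted at 34 of 55 genes and bound at 5 (35 and 5 adjusted over the list alone, adjusted p = 0.000106 from camera), Cyp4p2 being lowest at −2.49 ± 0.48 (SD, n = 3 arrays), and Cyp1 highest at 1.85 ± 0.15 (n = 3), though that gene encodes a cyclophilin and no P450. Su(var)3-7 bound 14 of 58 and was depleted at 1 (17 and 2 adjusted over the list alone, adjusted p = 0.000271), with Cyp309a1 at 1.46 ± 0.27, Cyp6a9 at 1.21 ± 0.45 and Cyp6a8 at 1.12 ± 0.26 (n = 4). The remodeller brm bound 18 of 56 and was depleted at 4 (22 and 4 adjusted over the list alone, adjusted p = 0.00133, or 0.059 without replicate 3), with Cyp6a8 at 1.94 ± 0.18 (n = 3). MBD-like bound 6 of 58 and none was depleted (8 adjusted over the list alone, adjusted p = 0.00358), with Cyp6a8 at 1.81 ± 0.21 (n = 3). These 4 calls held with an estimated correlation. Trl bound 17 of 58 and was depleted at 1 (18 and 3 adjusted over the list alone, Cyp6d4 2.08 ± 0.51, n = 3, adjusted p = 0.018), a call lost without replicate 2 (0.22), without replicate 3 (0.054) and with an estimated correlation (0.097). Mnt was depleted at 21 of 57 and bound at 2, Cyp28a5 standing at −1.18 ± 0.41 (n = 3) and Cyp1 at 1.47 ± 0.50 (n = 4, 21 and 2 adjusted over the list alone, adjusted p = 0.00948, or 0.062 with an estimated correlation).

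Sin3A was depleted at 39 of 58 cuticle and chorion genes and bound at 3 (39 and 3 adjusted over the list alone, adjusted p = 0.00015, or 0.35 with an estimated correlation), Cpr64Ad being at −1.49 ± 0.34 (SD, n = 3). Groucho from replicates 1 and 2 bound 9 of 49 with none depleted (7 adjusted over the list alone, adjusted p = 0.0001, or 0.296 with an estimated correlation). From all 3 it bound 21 of 57 with none depleted (22 adjusted over the list alone, adjusted p = 0.000106, or 0.33 estimated). Its value at Cpr76Bd was 1.18 from replicates 1 and 2 and 1.33 in replicate 3. Of chemosensory genes replicates 1 and 2 gave 11 of 16 bound and none depleted (12 adjusted over the list alone, adjusted p = 1.9e-05, or 0.131 estimated). All 3 gave 11 of 17 with none depleted (11 and 1 adjusted over the list alone, adjusted p = 0.000106, or 0.20 estimated), with the odorant-binding protein gene Obp83g at 1.10 from replicates 1 and 2 and 1.48 in replicate 3. Of oxidative phosphorylation genes replicates 1 and 2 gave 10 of 46 bound and 3 depleted (13 and 4 adjusted over the list alone, adjusted p = 0.0042, or 0.274 estimated). All 3 gave 20 of 51 bound and 4 depleted (24 and 4 adjusted over the list alone, adjusted p = 0.00196, or 0.23 estimated), ND-B14.7 being at 1.19 from replicates 1 and 2 and 1.11 in replicate 3. In the Notch target list replicates 1 and 2 gave 2 of 6 bound and none depleted (2 adjusted over the list alone, adjusted p = 0.007), and all 3 gave 3 of 7 and none (3 adjusted over the list alone, adjusted p = 0.00257, or 0.00308 without edl), E(spl)m3-HLH being at 1.01 from replicates 1 and 2 and 1.26 in replicate 3. No correlation could be estimated for the Notch target list.

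Su(var)3-7 was depleted at 5 of 34 ribosomal protein genes and bound at none (5 adjusted over the list alone, adjusted p = 0.00122, or 0.062 with an estimated correlation), RpLP2 being at −1.08 ± 0.58 (SD, n = 4). Of the 232 pairs of a list and a profile 52 passed, 20 of them also with an estimated correlation and 6 with no estimate. The 6 with no estimate were all calls on the Notch target list. For calls on the proteasome, replication and Myc lists the estimate was negative, and the second test was laxer than the first. Digestive serine proteases passed in 4 profiles (lowest adjusted p 0.000865), chemosensory receptors in 3 and the ecdysone response in 1 (D1, adjusted p = 0.018), and none of these calls held with an estimated correlation (adjusted p from 0.184 to 0.538). No cuticle and chorion call held either, in 5 profiles (0.333 to 0.53). Hox and classical Polycomb targets (lowest adjusted p 0.071), gap and head genes (0.0957), heat shock genes (0.147), testis and accessory gland genes (0.0969), antimicrobial peptides (0.0774) and hemocyte genes (0.251) passed in none.

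At 8 Mb on 2L, where the paper places a small domain of heterochromatin proteins, 7 genes had an HP1 mean of 0.11 ± 0.20 in serum-free medium (SD, n = 3 arrays, permutation p = 0.14), with −0.015, −0.007 and 0.345 in replicates 1, 2 (as labelled) and 3. With the array labelled HP1 (HyQ) replicate 2 turned it was 0.11 (permutation p = 0.33), without replicate 1 0.169 and without replicate 3 −0.011. PGAP5 stood at 0.32 ± 0.48 (n = 3, 0.43 turned), SLC5A11 at 0.32 ± 1.21 (n = 2, 0.86 turned) and CG8353 at 0.12 ± 0.27 (n = 3, −0.14 turned, −0.01 without replicate 2), none past the threshold. For Su(var)3-7 the 8 genes had 0.13 ± 0.23 (n = 4, permutation p = 0.50), with SLC5A11 at 0.51 ± 0.23 (n = 4), Su(var)205 at 0.44 ± 0.31 (n = 3) and CG8292 at 0.19 ± 0.22 (n = 4), also not past it.

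Between 8.5 and 10 Mb on 2L the bcd mean was 0.27 ± 0.04 (SD, n = 3, permutation p = 0.0036, adjusted 0.056 over 78 tests), and passed with the authors' values (0.295, adjusted 0.031), under loess (0.243, adjusted 0.049), with mean pixel intensity (0.27, adjusted 0.042) and without any 1 of its arrays (0.255 to 0.295). Pericentric genes were lower by −0.25 ± 0.05 for brm (n = 3, permutation p = 0.010), −0.21 ± 0.05 for MBD-like (n = 3, permutation p = 0.0021) and −0.27 ± 0.11 for Mnt (n = 4, permutation p = 0.0061), with adjusted values of 0.023, 0.011 and 0.016 over 26 tests. For gro they were at −0.30 in replicates 1 and 2 (permutation p = 0.0041), replicate 3 giving −0.22. With 80 genes per arm brm stood at −0.110 (permutation p = 0.092). On chromosome 4 the values were −0.30 ± 0.08 for brm (permutation p = 0.022, −0.263 and not past the threshold without replicate 2), −0.26 ± 0.08 for MBD-like (permutation p = 0.0062) and −0.36 ± 0.10 for Mnt (permutation p = 0.011).

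With random signs given to the 43 arrays, chance can be excluded as the whole source of the genes called over the 13 profiles. Only 1 of 100 draws, the real one, called as many as 21998 genes, and the highest of the others called 7572. A dye effect was found at 796 of 7608 genes.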
